# ERα/PR crosstalk is altered in the context of the ERα Y537S mutation and contributes to endocrine therapy-resistant tumor proliferation

**DOI:** 10.1038/s41523-023-00601-7

**Published:** 2023-11-30

**Authors:** Rosemary J. Huggins, Geoffrey L. Greene

**Keywords:** Breast cancer, Transcription

## Abstract

The constitutively active *ESR1* Y537S mutation is associated with endocrine therapy (ET) resistance and progression of metastatic breast cancer through its effects on estrogen receptor (ERα) gene regulatory functions. However, the complex relationship between ERα and the progesterone receptor (PR), known as ERα/PR crosstalk, has yet to be characterized in the context of the ERα Y537S mutation. Using proximity ligation assays, we identify an increased physical interaction of ERα and PR in the context of the ERα Y537S mutation, including in the nucleus where this interaction may translate to altered gene expression. As such, more than 30 genes were differentially expressed in both patient tumor and cell line data (MCF7 and/or T47D cells) in the context of the ERα Y537S mutation compared to ERα WT. Of these, *IRS1* stood out as a gene of interest, and ERα and PR occupancy at chromatin binding sites along *IRS1* were uniquely altered in the context of ERα Y537S. Furthermore, siRNA knockdown of *IRS1* or treatment with the IRS1 inhibitor NT-157 had a significant anti-proliferative effect in ERα Y537S cell lines, implicating IRS1 as a potential therapeutic target for restoring treatment sensitivity to patients with breast cancers harboring ERα Y537S mutations.

## Introduction

The use of endocrine adjuvant therapy (ET) in hormone-sensitive estrogen receptor (ERα)-positive breast cancers has significantly improved outcomes and relapse-free survival^1^. Unfortunately, ~25% of patients who are treated with ET for 5 years develop somatic *ESR1* (estrogen receptor gene) point mutations that drive therapy resistance and contribute to the progression of metastatic breast cancer. ERα Y537S is one of the most frequently identified ERα mutations in patients, with this mutation appearing in ~30% of circulating tumor cells from blood samples and at least 20% of metastatic tumors^2–6^.

Notably, ERα Y537S is very rarely found in primary treatment-naïve tumors and is associated with tumor progression, suggesting that ET results in selective pressure toward more resistant and aggressive metastases^3^. Previous structural assessment in our lab demonstrated that ERα Y537S stabilizes the activating function-2 (AF-2) cleft of the ERα ligand binding domain (LBD) in the agonist-bound conformation, which facilitates constitutive activity of the LBD, even in the absence of estradiol^7^. Conversely, ERα Y537S interferes with the antagonist state of AF-2, resulting in reduced affinity of antagonists for the receptor and resistance to inhibition by selective estrogen receptor modulators and degraders (SERMs and SERDs)^7^. Further investigation into the effects of ERα Y537S on the transcription factor activity of ERα identified ~900 genes that were significantly induced in MCF7 and T47D ERα Y537S cell lines, including several genes that were uniquely bound by ERα Y537S compared to unmutated ERα WT^3^.

While gene expression changes associated specifically with mutant ERα have understandably been the main focus in terms of assessing the effects of ERα Y537S, there are alterations to progesterone receptor (PR)-mediated gene expression as well. Previous research in our lab and others has assessed ERα/PR crosstalk and found that, in ERα+/PR+ treatment-naïve cells, combined modulation of both receptors promoted tumor regression, and chromatin binding profiles indicated that PR alters ERα-associated gene expression in the ERα WT context^8–11^. However, the effect of ERα Y537S on ERα/PR crosstalk has not been thoroughly investigated. Given that liganded ERα regulates *PGR* (PR gene) transcription, it is highly likely that the constitutively active ERα Y537S mutation results in altered PR expression and activity^9,12–15^. In this study, we aimed to determine the effects of the ERα Y537S mutation on ERα/PR crosstalk and resulting transcriptional activities and to elucidate how this interaction leads to ET resistance in ERα-positive breast cancer. We identified a unique transcriptome associated with the ERα Y537S mutation at shared regulatory binding sites of ERα and PR, including near *IRS1*. Our results suggest that inhibition of insulin receptor substrate-1 (IRS1) may restore therapeutic sensitivity to patients with ET-resistant breast cancer.

## Results

### PR agonism contributes to increased ERα/PR proximity in the context of the ERα Y537S mutation

The ERα Y537S mutation is often found in treatment-resistant metastatic breast cancers, and thus it is of significant interest to fully characterize the phenotypic effects of the mutation as well as how it may be targeted. Experiments were carried out in MCF7 and T47D cells expressing either unmutated ERα (ERα WT), heterozygous ERα WT/Y537S (ERα Y537S-het), or homozygous ERα Y537S/Y537S (ERα Y537S-hom). Though patient tumors tend to harbor heterozygous ERα mutations^16^, assessing the mutation in isolation (as with ERα Y537S-hom) is critical to understanding the phenotypic effects of the mutation without the interference of the unmutated receptor.

Unless otherwise noted, all experiments were carried out in cells treated with either hormone-deprivation (HD, phenol-red free media containing charcoal-stripped FBS) or estradiol (E2)-deprivation with PR-stimulation (10 nM R5020). HD was included because ERα Y537S mutations arise during or after ET, resulting in E2-independent ERα activity^17–19^. Though post-menopausal patients generally have very low levels of circulating progesterone, pre-menopausal patients are still exposed to progesterone at varying levels^20^. Thus, including E2-deprivation with PR stimulation alongside HD is important for understanding the relationship of ERα with liganded or unliganded PR, and how that is altered in the context of the ERα Y537S mutation.

Given the reported role of ERα/PR crosstalk in breast cancer progression, we first investigated the effect of ERα Y537S on the proximity-based interaction of the two receptors. Proximity ligation assays (PLA) against probed antibodies for ERα and PR identified puncta formation indicative of ERα/PR proximity-based interaction in the cytoplasm and nucleus of all cell variants, suggesting a role of ERα/PR interaction at chromatin as well as outside the nucleus (Fig. 1, Supplementary Figs. 1 and 2). Greater puncta formation per cell in MCF7 and T47D cells expressing ERα Y537S-hom indicates increased ERα/PR proximity compared to ERα WT or ERα Y537S-het cells (Fig. 1c–f). Treatment responsiveness concerning ERα/PR proximity was cell line-dependent; PLA puncta formation in MCF7 ERα Y537S-hom cells was induced in response to PR-stimulation with R5020 treatment (Fig. 1c, e) while their T47D counterparts were particularly sensitive to hormone-deprived (HD) conditions and (to a lesser extent) PR-stimulation (Fig. 1d, f). These results indicate that constitutively active ERα Y537S may contribute to increased ERα/PR physical interaction to a certain extent, and hormone-dependent PR activation drives even greater interaction of the two hormone receptors in the context of the ERα Y537S mutation. This is likely due to the fact that there are significantly higher levels of PR in ERα Y537S-hom cells compared to ERα WT or ERα Y537S-het cells (Supplementary Fig. 3), corresponding with increased ERα transcription factor activity driving PR expression^9,12–15^. With more PR present, ERα/PR physical interaction more readily occurs in the context of the homozygous ERα Y537S mutation.

**Fig. 1:**
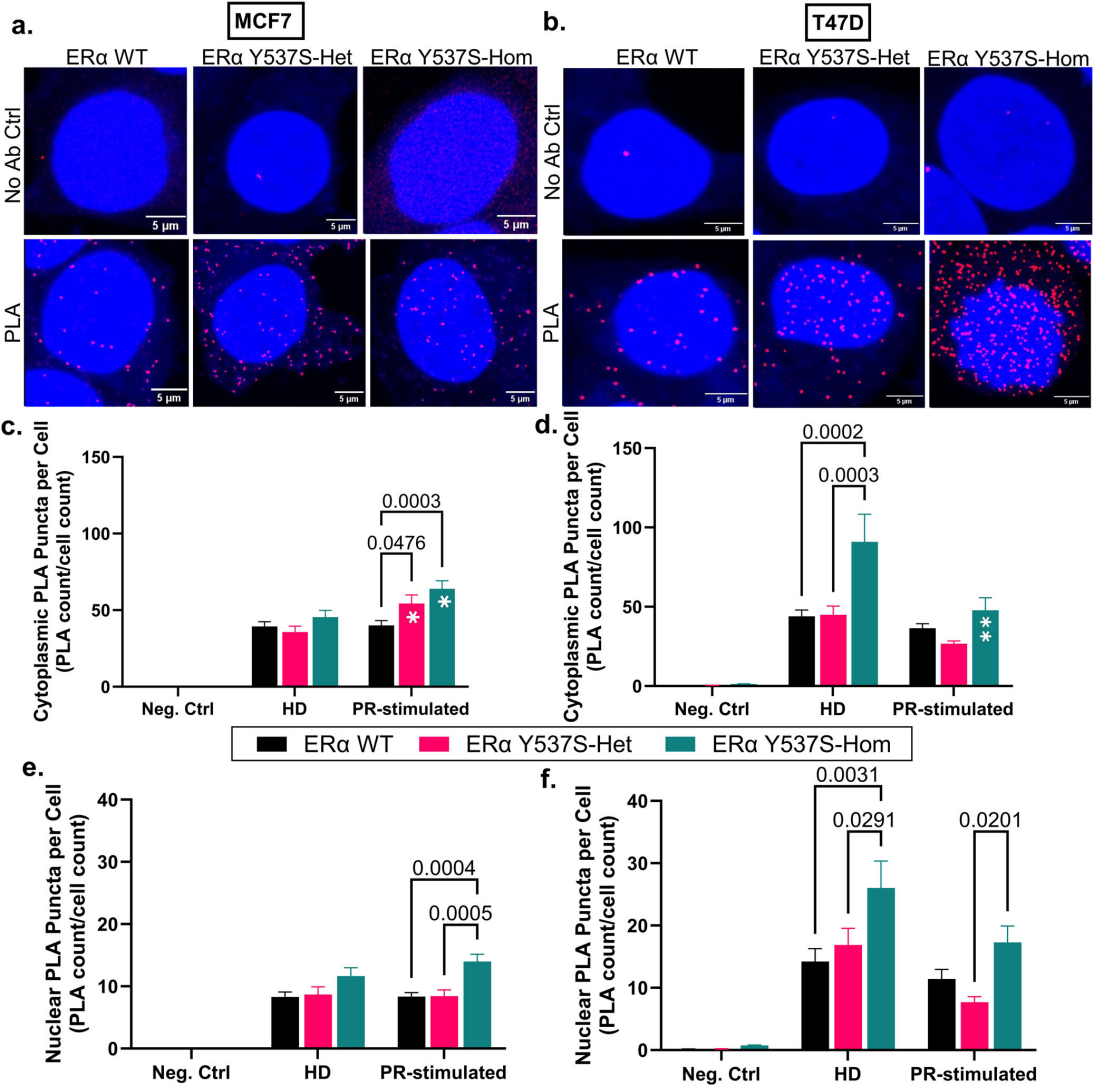
ERα/PR proximity-based interaction is increased in the context of ERα Y537S-hom relative to ERα WT or Y537S-het. Representative confocal images of PLA (red puncta) and DAPI (blue nuclei)-stained cells after vehicle treatment in **a** MCF7 and **b** T47D cells. Scale bars represent 5 um. Quantification of average cytoplasmic PLA puncta counts per cell for **c** MCF7 and **d** T47D cells. Quantification of average nuclear PLA puncta counts per cell for **e** MCF7 and **f** T47D cells. Data represents 3 replicates with error bars indicating standard error of the mean (SEM). *P*-values comparing cell variants are indicated. Asterisks within bars indicate statistically significant differences between HD and PR-stimulated treatments within a given cell variant (*p < 0.05, **p < 0.005).

### Homozygous expression of the ERα Y537S mutation results in a distinct transcriptome in MCF7 and T47D cell lines

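RNA was sequenced from variants of MCF7 and T47D, both luminal breast cancer cell lines that express ERα and PR. In each line, cells carrying only wild type receptor (ERα WT), 1 mutant allele (ERα Y537S-het) or no wild type allele (ERα Y537S-hom) were compared. Cells were kept in hormone-deprived (HD) medium for 48 h and then received vehicle or 10 nM R5020, a synthetic progestin that activates PR (PR-stimulated), for 2 h. Each of the 12 groups had 3 replicates, giving 36 libraries. The paper's statistical methods give biological triplicates for each experiment. The p-values rest on the spread among replicates, pooled over the groups of a cell line. Each variant was 1 line, so they do not measure the spread between independently derived lines. The sample labels describe a maintenance medium with charcoal-stripped serum and puromycin for T47D ERα Y537S-hom cells and a medium with whole serum for the other T47D variants, so genotype and maintenance medium changed together in that comparison. The libraries were made with a kit that marks the strand of the RNA. The authors aligned the reads to hg19 with Bowtie2, counted them with HTSeq and compared groups with DESeq2, and the deposited counts are whole numbers for each of 257986 Ensembl transcripts, of which 39377 had at least 1 count. Library totals were low, with a median of 608966 counts. In MCF7, the totals (lowest, median and highest) were 673907, 718363 and 731681 for ERα WT HD and 248048, 564703 and 581479 for ERα WT PR-stimulated libraries. They were 730611, 816559 and 818130 for Y537S-het HD, 478763, 543442 and 636035 for Y537S-het PR-stimulated, 514390, 592850 and 609130 for Y537S-hom HD, and 680867, 791749 and 818625 for Y537S-hom PR-stimulated libraries. In T47D, they were 608803, 668008 and 723535 for ERα WT HD and 473224, 531808 and 576776 for ERα WT PR-stimulated libraries. They were 691279, 788499 and 791459 for Y537S-het HD, 505723, 565900 and 610958 for Y537S-het PR-stimulated, 443486, 499381 and 590820 for Y537S-hom HD, and 533748, 592538 and 641891 for Y537S-hom PR-stimulated libraries. Transcripts of the mitochondrial genome took 7.90% ± 1.49 (SD, n = 3) of the counts in T47D ERα WT HD libraries, 16.2% ± 2.54 in T47D Y537S-het HD libraries and 11.7% ± 2.84 in T47D Y537S-hom HD libraries.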

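Genes that breast cancer cells express strongly had few or no counts under their own names. KRT8, a keratin of luminal epithelium, TPI1, an enzyme of glycolysis, and ACTB, which encodes β-actin, each had a median of 0 counts per library under their own names. Most reads were found in transcript entries placed opposite other genes, though ACTB has no such entry that could be used. Each entry has coordinates in GRCh38, and where those coordinate numbers are read in hg19, entries lying on the strand opposite a protein-coding exon made up 9.8% of the transcripts' own sequence and held 89.6% of the nuclear counts (85.8% to 91.1% in single libraries). Entries that lie opposite such an exon in hg19 and in none of the other 3 placements had 11.62 times the count density of all entries. Entries that lie only on the same strand of a GRCh38 exon, where their own names place them, had 0.10 times that density. The entry named for PFDN5 lies opposite KRT8 in this way, that named for TMEM97P1 opposite TFF1, and that named for SCYGR2 opposite IRS1. Counts were therefore read in both ways, by the name of the entry and by position. By position, entries were summed for each hg19 protein-coding gene if at least 50 bp of their own sequence lay opposite its exons and at least 80% of their overlap was on that gene. This placed 75.2% of all counts on 3480 genes, and KRT8 then had a median of 3599.5 counts per library and TPI1 2290. The reading by position was chosen after the data had been seen. It covers only the part of a gene that an entry lies opposite, so groups can be compared for a gene but levels cannot be compared between genes. ESR1, PGR and SGK1 have no entry by position. Differential expression was tested with edgeR's quasi-likelihood test on all 18 libraries of a cell line, and an entry or gene counted as differentially expressed at |log2(FC)| above 1 and a Benjamini-Hochberg adjusted p under 0.05.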

RNA-seq was completed in MCF7 and T47D cell variants to assess transcriptomal changes associated with the ERα Y537S mutation. Two-hour treatment with 10 nM R5020 to stimulate PR was selected based on time course analysis of ERα WT transcription factor activity, as quantified by *SGK1* (an ERα and PR target gene) mRNA expression (Supplementary Fig. 4). Because ERα is constitutively active in the context of the ERα Y537S mutation, the optimal timepoint for transcriptome analysis was based on peak 17β-estradiol (E2)-induced activation of ERα WT (Supplementary Fig. 4a). To further validate the selection of two-hour PR stimulation as well as the quality of RNA for RNA-seq, we assessed *SGK1* expression in each ERα cell variant of MCF7 and T47D cells (Supplementary Fig. 4b, c). *SGK1* expression was largely increased in response to PR stimulation, across both cell lines and all variants (ERα WT, Y537S-het, and Y537S-hom). Notably, both MCF7 and T47D ERα Y537S-hom cells displayed elevated *SGK1* expression (relative to ERα WT) even in the absence of PR stimulation, highlighting the constitutive transcription factor activity of ERα Y537S (Supplementary Fig. 4b, c).

Triplicate RNA-seq data clustered tightly for each cell line variant (ERα WT, Y537S-het, or Y537S-hom) and treatment (HD or PR-stimulated) (Supplementary Fig. 5). 

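The libraries grouped by ERα variant, and grouping by treatment within a variant depended on the measure. On the leading pair of principal components, the nearest neighbour of each library was of the same variant for 18 of 18 libraries in MCF7 and 18 of 18 in T47D. The nearest neighbour shared both variant and treatment for 6 of 18 MCF7 libraries and for 0 of 18 T47D libraries. By Spearman correlation, the nearest library shared both for 5 of 18 in MCF7 and 11 of 18 in T47D (13 with log2 CPM and 6 with all entries that pass the filter). The Spearman correlation between MCF7 libraries had a median of 0.960 within a group, 0.966 between treatments of 1 variant and 0.522 between variants. In T47D, the medians were 0.945, 0.939 and 0.599 in the same order. The ranges within a group (0.931 to 0.975 in MCF7 and 0.877 to 0.970 in T47D) overlapped those between treatments of 1 variant (0.929 to 0.975 and 0.859 to 0.963). No pair of replicates was a repeated library, because the counts of all 36 pairs within groups differed by more than sampling noise.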

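In T47D cells, 2 h of R5020 changed few genes. In ERα WT cells, RUNX1, a transcription factor, rose from 76.45 ± 19.4 to 226.3 ± 41.6 normalized counts by position (SD, n = 3), a log2(FC) of 1.57 (standard error 0.20, adjusted p = 3.33e-05 from edgeR's quasi-likelihood test). FRK, a Src-related kinase, rose by a log2(FC) of 1.69 (adjusted p = 0.000356). NFKBIA, an inhibitor of NF-κB and a PR target, rose from 1310 ± 86.9 to 2471 ± 76.9, a log2(FC) of 0.92 (standard error 0.10, adjusted p = 5.00e-06). In Y537S-het cells, the log2(FC) was 2.65 for RUNX1 (adjusted p = 2.57e-08), 3.06 for JAG1, a Notch ligand (adjusted p = 6.35e-07), 2.38 for FRK (adjusted p = 4.25e-06) and 1.43 for GREB1 (adjusted p = 1.60e-05), and ZNF823 fell with a log2(FC) of -1.26 (adjusted p = 2.55e-05). In Y537S-hom cells, NET1, a guanine nucleotide exchange factor, rose from 483.9 ± 28.0 to 1318 ± 131 (log2(FC) 1.45, standard error 0.13, adjusted p = 1.15e-07) and ZIC2 rose by a log2(FC) of 1.25 (adjusted p = 0.000264). Of the 2 PR target genes measured by position (NFKBIA and S100P), both passed in ERα WT cells when adjusted over the list alone and NFKBIA alone when adjusted over all genes, both at an adjusted p with no fold minimum. The list rose against other genes in T47D ERα WT (camera, adjusted p = 2.05e-11, and adjusted p = 0.000676 with an estimated correlation) and in Y537S-het cells (adjusted p = 6.42e-12, and 0.000676 with an estimated correlation), and not in Y537S-hom cells (adjusted p = 0.0686, and 0.185 with an estimated correlation).
In all, R5020 changed 10 entries in T47D ERα WT, 39 in Y537S-het and 6 in Y537S-hom cells, and 9, 27 and 7 genes by position. Same-numbered T47D libraries of the 2 treatments deviated together, and with the replicate number as a block within each variant the counts of entries were 23, 66 and 24. The differences between variants in the R5020 response were tested and gave 0 entries for Y537S-het and 0 for Y537S-hom against ERα WT with edgeR (78 and 103 at an unadjusted p under 0.05, and 0 and 0 with DESeq2). For Y537S-hom, the block within each variant gave 1 entry, as did no filter on low counts. In MCF7, edgeR called 0 entries for R5020 in each variant. At an unadjusted p under 0.05 there were 103 in ERα WT, 110 in Y537S-het and 124 in Y537S-hom cells, and DESeq2 called 0 in each. The count for T47D ERα WT was 5 without HD replicate 2 and 6 without PR-stimulated replicate 3, and that for Y537S-het was 22 without HD replicate 1.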

In both MCF7 and T47D cells and regardless of treatment, ERα Y537S-hom cells differentially expressed significantly more genes than ERα Y537S-het cells when each was compared to ERα WT (Fig. 2, gene expression data available through NCBI Gene Expression Omnibus, #GSE243454). 

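In the tests of each treatment here, Y537S-hom cells had a several-fold larger set of changed genes than Y537S-het cells. The paper states that in each cell line the ERα WT and Y537S-het cells came from the same source. The Y537S-hom cells came from another laboratory and were edited by CRISPR-Cas9 instead of a viral vector. Zygosity therefore changed together with editing method and line of origin. In MCF7 Y537S-hom cells under HD, FHL1, a LIM-domain protein, rose from 2.931 ± 2.15 to 263.3 ± 50.9 normalized counts by position (SD, n = 3), a log2(FC) of 6.43 (standard error 0.33, adjusted p = 9.04e-16 from edgeR's quasi-likelihood test). NECAB1, a neuronal calcium-binding protein with no count in ERα WT, was at least 332-fold higher, and MAOB, a monoamine oxidase, at least 62.9-fold higher, each taken against a floor of 3 counts over the ERα WT libraries. CES3, a carboxylesterase, fell from 83.40 ± 1.64 to 1.484 ± 1.72 (log2(FC) -5.66, adjusted p = 1.02e-11), and TRPM2, a calcium channel, fell with a log2(FC) of -7.83 (adjusted p = 4.24e-13). In MCF7 Y537S-het cells, the largest rises included TCN1, a vitamin B12-binding protein (log2(FC) 5.34, adjusted p = 9.02e-06), and CA9, a carbonic anhydrase, at least 18.9-fold higher. PPFIBP2 fell there with a log2(FC) of -2.76 (adjusted p = 3.46e-08) and ALDH3B2, an aldehyde dehydrogenase, with one of -1.33 (adjusted p = 1.27e-08).
In T47D Y537S-hom cells under HD, HOXA3, a developmental transcription factor, was at least 90.9-fold higher than in ERα WT, and the potassium channel gene KCNB1 fell from 156.4 ± 63.4 to 0.4431 ± 0.767 (log2(FC) -8.28, adjusted p = 3.38e-09). CLEC2A, which encodes a C-type lectin, had 270.2 ± 29.0 normalized counts in T47D ERα WT and none in either mutant, at least 320-fold lower in Y537S-het and 235-fold lower in Y537S-hom cells. In T47D Y537S-het cells, NDN, which encodes necdin, rose with a log2(FC) of 2.69 (adjusted p = 6.54e-08) and SERPINA6, which encodes the steroid carrier transcortin, fell from 2554 ± 84.6 to 308.5 ± 63.2 (log2(FC) -3.05, adjusted p = 1.91e-09).
Of 4498 MCF7 entries tested under HD, 116 differed between Y537S-het and ERα WT (75 higher and 41 lower) and 956 between Y537S-hom and ERα WT (492 higher and 464 lower). With PR stimulation the numbers were 114 and 857. Of 4334 T47D entries, 174 differed in Y537S-het and 685 in Y537S-hom cells under HD, and 169 and 626 with PR stimulation. By position, Y537S-het and Y537S-hom differed from ERα WT in 71 and 454 of 2273 MCF7 genes under HD, 70 and 412 with PR stimulation, and in 89 and 366 of 2241 T47D genes under HD, 94 and 345 with PR stimulation. Compared directly with Y537S-het, Y537S-hom cells differed in 890 MCF7 and 920 T47D entries under HD and in 891 and 887 with PR stimulation. The T47D Y537S-het count under HD was 63 without ERα WT replicate 1, 105 without Y537S-het replicate 1 and 104 without Y537S-het replicate 2. With PR stimulation it was 75, 111 and 108 without the same replicates. The authors' deposited tables compare variants over both treatments at once. Against ERα WT, they list 344 transcripts for Y537S-het and 2541 for Y537S-hom cells of MCF7. For T47D they list 815 and 1489, a smaller ratio than in the tests here.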

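In MCF7 cells, genes that estradiol is known to raise through ERα were higher in both mutants with no hormone added. GREB1, a cofactor of ERα, lies on chromosome 2 of hg19 from 11622467 to 11782914 on the plus strand. Under HD it had 77.33 ± 10.6 normalized counts by position in MCF7 ERα WT, 544.2 ± 9.96 in Y537S-het and 866.4 ± 184 in Y537S-hom cells (SD, n = 3), a log2(FC) of 2.81 and 3.48 (standard error 0.19 for each, adjusted p = 2.33e-12 and 2.68e-15 from edgeR's quasi-likelihood test). TFF1, a secreted trefoil peptide, lies on chromosome 21 from 43782391 to 43786644 on the minus strand. It rose from 2067 ± 413 to 8153 ± 1980 in MCF7 Y537S-het (log2(FC) 1.98, adjusted p = 3.83e-07) and to 12610 ± 4250 in Y537S-hom cells (log2(FC) 2.61, adjusted p = 2.46e-10). EGR3, an immediate early transcription factor, rose with a log2(FC) of 3.68 in Y537S-het (adjusted p = 2.75e-11) and 3.24 in Y537S-hom cells (adjusted p = 5.92e-11). In Y537S-hom cells of T47D, EGR3 had a log2(FC) of 5.88 (adjusted p = 4.96e-08), GREB1 of 1.20 (adjusted p = 1.09e-05) and TFF1 of 2.81 (adjusted p = 0.00621, and 1.49 with an adjusted p of 0.143 without Y537S-hom HD replicate 2).
Of 50 ERα target genes listed, 7 were measured by position in each cell line. Under HD, 4 rose in MCF7 Y537S-het (6 at an adjusted p under 0.05 when adjusted over the list alone) and 5 in MCF7 Y537S-hom cells (5 when adjusted over the list alone), and none fell. SIAH2, a ubiquitin ligase, rose in Y537S-het (log2(FC) 1.63, adjusted p = 8.18e-11), and WFS1, a protein of the endoplasmic reticulum, rose in Y537S-hom cells (log2(FC) 1.62, adjusted p = 8.36e-07). In T47D Y537S-hom cells, 4 rose and WFS1 fell (log2(FC) -2.14, adjusted p = 4.70e-08), the same 4 and 1 when adjusted over the list alone. In T47D Y537S-het cells, none passed over all genes and 2 fell when adjusted over the list alone. The list rose against other genes in MCF7 Y537S-het (camera, adjusted p = 9.14e-25, and adjusted p = 0.000129 with an estimated correlation) and in MCF7 Y537S-hom cells (adjusted p = 3.25e-05, and 0.0282 with an estimated correlation), but not in T47D Y537S-hom cells (adjusted p = 0.260, and 0.568 with an estimated correlation).
Of 25 PR target genes, S100P, a calcium-binding protein, and NFKBIA were measured by position. Under HD, S100P rose in Y537S-hom cells of MCF7 (log2(FC) 2.82, adjusted p = 5.07e-06) and T47D (log2(FC) 3.94, adjusted p = 2.63e-08). In T47D Y537S-het cells it fell, on few counts (log2(FC) -3.09, adjusted p = 0.0135, and -2.57 with an adjusted p of 0.0652 without Y537S-het HD replicate 1). NFKBIA had a log2(FC) of 0.56 in MCF7 (adjusted p = 0.00042) and 1.01 in T47D Y537S-hom cells (adjusted p = 4.13e-08). The pair rose against other genes in T47D Y537S-hom cells (camera, adjusted p = 0.00053, and 0.0215 with an estimated correlation) and not in MCF7 Y537S-hom cells under HD (adjusted p = 0.189, and 0.450 with an estimated correlation).
With PR stimulation, the log2(FC) against ERα WT was 2.78 for GREB1 and 2.08 for TFF1 in MCF7 Y537S-het cells (adjusted p = 1.29e-11 and 1.79e-07), and 3.39 and 2.65 in MCF7 Y537S-hom cells (adjusted p = 1.15e-14 and 2.13e-10). For T47D Y537S-hom cells, it was 4.84 for EGR3 (adjusted p = 4.30e-07), 3.06 for S100P (adjusted p = 3.15e-07) and 0.67 for GREB1 (adjusted p = 0.0041, below the fold minimum, and 0.47 with an adjusted p of 0.0652 without Y537S-hom PR-stimulated replicate 1).
Of the ERα targets that the paper marks in Fig. 2, 4 were measured by position, and of its PR targets 1 (ANKRD11). These were chosen by the study from the same libraries and are not independent evidence. Under HD, 2 of the 4 rose in MCF7 Y537S-het, 2 rose and NUFIP2 fell (log2(FC) -1.04, adjusted p = 7.73e-06) in MCF7 Y537S-hom, and 3 rose in T47D Y537S-hom cells. ANKRD11 had a log2(FC) of 0.79 in MCF7 (adjusted p = 0.107) and -0.20 in T47D Y537S-hom cells (adjusted p = 0.791). Read by the names of the entries, 7 listed ERα targets were measured in MCF7 and 5 in T47D, and under HD 0 rose and 1 fell in MCF7 Y537S-hom cells while 0 rose and 0 fell in T47D Y537S-hom cells with edgeR.

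**Figure D1:**
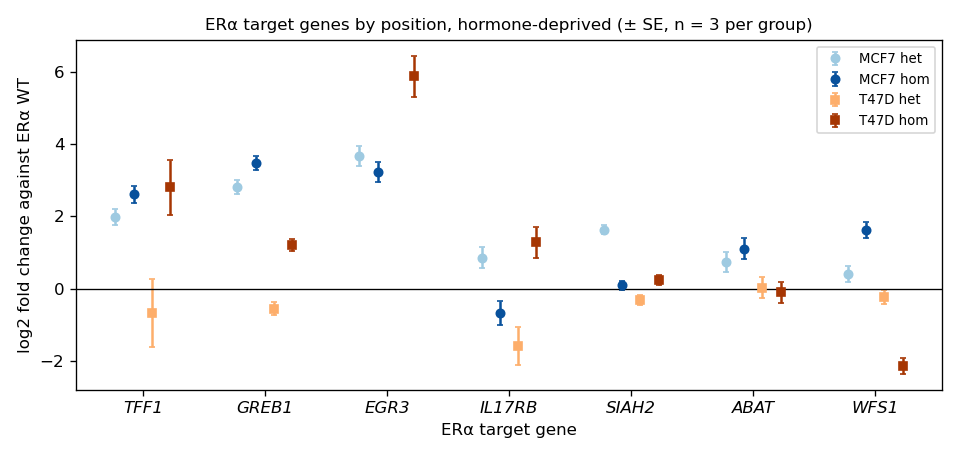
Log2 fold change against ERα WT (vertical axis, bars ± standard error from edgeR) of 7 ERα target genes by position under HD, for Y537S-het and Y537S-hom cells of MCF7 and T47D. GREB1 stands at 2.81 and 3.48 in the MCF7 variants and at 1.20 in T47D Y537S-hom cells, and WFS1 stands at 1.62 in MCF7 and at -2.14 in T47D Y537S-hom cells. A gene with no count in a group is left out.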

Notably, this includes differential expression of numerous ERα and PR target genes in the context of ERα Y537S-hom under either HD or PR-stimulated conditions, highlighting a hormone-independent transcriptome in the context of the ERα Y537S mutation (Fig. 2, ERα and PR target genes noted in pink and teal, respectively). In total, over 600 genes and 350 genes were found to be differentially expressed in the context of the ERα Y537S mutation (heterozygous and homozygous, compared to ERα WT) in MCF7 and T47D, respectively (Fig. 2). These findings are in line with previous studies on the effect of the Y537S mutation on ERα-driven gene expression^3,16^.

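Over both treatments, 1223 entries differed from ERα WT in at least 1 Y537S variant of MCF7 and 1004 in T47D. By position, 581 genes differed in MCF7 and 523 in T47D. Most changes of Y537S-hom cells were called in both treatments. In MCF7, 176 genes by position rose under HD and with PR stimulation (23.9 by chance) and 145 fell in both (17.5 by chance), and in T47D 146 rose (16.5 by chance) and 117 fell (11.9 by chance). In MCF7 Y537S-het cells, 34 rose and 11 fell in both treatments, and in T47D Y537S-het cells 21 rose and 29 fell, against 1.0, 0.2, 0.7 and 1.2 by chance. These chance values take the treatments as independent, and same-numbered T47D libraries of the 2 treatments deviated together, so part of the T47D overlap may come from single replicates. No gene was called in opposite directions in the 2 treatments in any of these comparisons. Examples are S100P in MCF7 Y537S-hom cells, which had a log2(FC) of 3.55 with PR stimulation (adjusted p = 5.82e-07 from edgeR's quasi-likelihood test), FHL1, with 6.24 (adjusted p = 7.78e-15), and WFS1, with 1.87 (adjusted p = 2.25e-07). In T47D, KCNB1 had a log2(FC) in Y537S-hom cells of -5.87 with PR stimulation (adjusted p = 5.08e-09) and KCNMA1, another potassium channel gene, one of -5.16 (adjusted p = 6.14e-09). In T47D Y537S-het cells, SERPINA6 had one of -3.16 (adjusted p = 1.30e-09). The lines shared fewer changes with each other. Of 2083 genes by position tested in both under HD, 31 rose in Y537S-hom cells of MCF7 and of T47D (15.8 by chance) and 21 fell in both (11.0 by chance). Another 38 moved in opposite directions, for which no chance value was computed, so shared and opposite moves cannot be weighed against each other. RASGRF1, a Ras activator, fell in MCF7 Y537S-het (log2(FC) -1.59, adjusted p = 1.55e-05) and further in MCF7 Y537S-hom cells (log2(FC) -5.96, adjusted p = 6.43e-13). From target genes that changed under HD as well as with PR stimulation, the paper concludes that the Y537S mutation brings a hormone-independent transcriptome.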

**Fig. 2:**
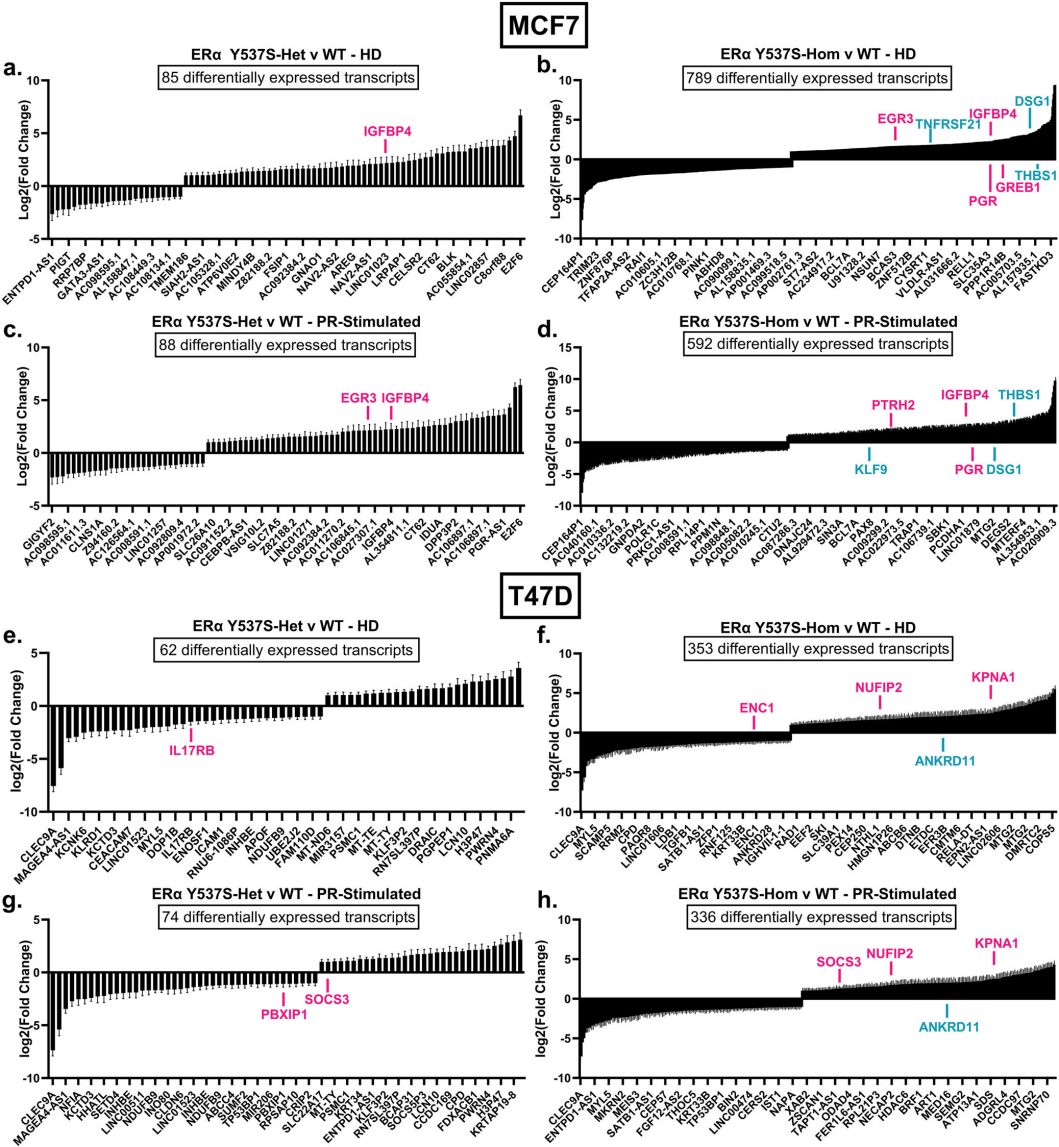
Cells expressing ERα Y537S-hom are transcriptomally unique from both ERα Y537S-het and ERα WT cells. Plots of log2(fold change) for differentially expressed transcripts (|log2(FC)|>1, p-adj. < 0.05) in **a**–**d** MCF7 cells and **e**–**h** T47D cells expressing ERα Y537S-het (**a**, **c**, **e**, **g**) or ERα Y537S-hom (**b**, **d**, **f**, **h**) relative to ERα WT, after HD (**a**, **b**, **e**, **f**) or PR-stimulated (**c**, **d**, **g**, **h**) treatment. Data represents 3 replicates with error bars indicating SEM. Differentially expressed ERα (pink) and PR (teal) target genes are noted above or below their corresponding bars.

We next filtered these data to include only genes containing shared cis-regulatory regions of ERα and PR binding identified by Khushi et al. This allowed us to focus on gene expression changes that might be a direct result of altered ERα/PR crosstalk, whereas previous research investigated transcriptomal changes correlated with ERα Y537S more generally^3,16,21,22^. The dataset from Khushi et al. was selected due to the stringent removal of biases using their previously published Binding Sites Analyser (BiSA) tool, leading to higher confidence in the resulting overlapping ERα/PR shared regulatory regions^23^. Similar to the pre-filtered data, MCF7 and T47D ERα Y537S-hom cells differentially expressed significantly more overlapping ERα/PR-shared regulatory genes than their respective ERα Y537S-het counterparts (Supplementary Table 3). These findings uncovered a distinct transcriptome associated with ERα Y537S in a context without clouding of data by the presence of ERα WT. However, without further analyses, these data are largely correlative and do not offer insight into the clinical significance or mechanism by which ERα Y537S alters ERα/PR-shared regulatory gene expression.

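Supplementary Table 3 lists transcripts of genes with shared ERα and PR binding sites, with 1 fold change for each pair of variants over both treatments. In the paper's table, 26 MCF7 transcripts differ between Y537S-het and ERα WT (11 higher and 15 lower) and 115 between Y537S-hom and ERα WT (70 higher and 45 lower). For T47D it lists 35 (29 higher and 6 lower) and 39 (22 higher and 17 lower). In the counts, 21 of the 39 transcripts listed for T47D Y537S-hom had enough counts to be tested, and 19 changed the same way in at least 1 treatment by edgeR's quasi-likelihood test. For T47D Y537S-het, 13 of 35 were tested and 7 changed the same way. For MCF7 Y537S-hom, 9 of 115 were tested, 5 changed the same way and 1 the opposite way, and for MCF7 Y537S-het 0 of 26 were tested. Of the transcripts of the T47D Y537S-hom comparison, 15 lie opposite another gene in hg19 and 0 opposite the gene they are named for.
The genes listed for each line were also counted over the present tests. Of 130 genes listed for MCF7, 22 were tested by name, and under HD 0 differed in Y537S-het and 10 in Y537S-hom cells (5 higher and 5 lower). Of 71 genes listed for T47D, 43 were tested by name, and 7 differed in Y537S-het (5 higher and 2 lower) and 22 in Y537S-hom cells (11 higher and 11 lower). By position, 20 of the MCF7 genes were tested, of which 1 differed in Y537S-het and 5 in Y537S-hom cells (3 higher and 2 lower) under HD. By position, 11 of the T47D genes were tested and 1 differed in each variant. These genes were chosen by the study from the same libraries and are not independent evidence of a larger effect in Y537S-hom cells.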

### Differentially expressed genes are conserved between MCF7, T47D, and patient tumors expressing ERα Y537S mutations

To determine the clinical relevance of the transcriptomal changes observed in MCF7 and T47D cell lines, we analyzed de-identified hormone receptor-positive breast cancer patient tumor RNA-seq data obtained from the publicly available MET500 and Personal Oncogenomics 570 (POG570) datasets^24,25^. Ten datasets from tumors containing ERα Y537S mutations were analyzed for differential gene expression relative to site-matched ERα WT tumor datasets, which identified 2043 differentially expressed genes in the context of ERα Y537S (Supplementary Fig. 6, Supplementary Table 4). Of these, 18 genes were also differentially expressed in MCF7 (2.4-fold over-enrichment, *p* = 0.2831 based on hypergeometric distribution analysis) and 14 in T47D cells expressing ERα Y537S (4.2-fold over-enrichment, *p* = 0.0104, Fig. 3a, b). 

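The tumour table gives log2(FC) of ERα Y537S tumours against site-matched ERα WT tumours for 2044 gene names, as summary values over tumours. Of these, GREB1 (4.44 in the paper's tumour table) and FCMR, the receptor of IgM (2.76), were also higher in both MCF7 Y537S variants by position. NKAIN1, which encodes a sodium pump-interacting protein (4.36), was called higher in MCF7 Y537S-hom cells only. In T47D Y537S-het cells under HD, NKAIN1 was lower (log2(FC) -1.26, adjusted p = 0.0177 from edgeR's quasi-likelihood test). FCMR rose from 14.66 ± 1.43 to 109.2 ± 6.84 normalized counts (SD, n = 3) in MCF7 Y537S-het cells under HD (log2(FC) 2.88, adjusted p = 3.46e-08 from edgeR's quasi-likelihood test) and had a log2(FC) of 1.34 in Y537S-hom cells (adjusted p = 0.00203). FBP1, an enzyme of gluconeogenesis (1.52 in the paper's table), had a log2(FC) of -1.47 in MCF7 and -1.86 in T47D Y537S-hom cells, and STAT6, a transcription factor of cytokine signalling (1.10 in the paper's table), had one of -2.56 in MCF7 Y537S-hom cells. FAM83E (2.87 in the paper's table) had a log2(FC) of 5.74 in T47D Y537S-hom cells and ACOT11, a thioesterase (1.66), one of 6.73.
Overlaps were taken with all 2044 names of the tumour table, of which 1472 have |log2(FC)| above 1, the minimum in the Fig. 3 caption. By the names of the entries, 61 of the 1044 genes changed in MCF7 are in the tumour table, against 65 by chance among 3884 genes tested (0.94-fold, odds ratio 0.91, p = 0.600 from a two-sided Fisher's exact test). For T47D, 46 of 860 are in it, against 50.1 by chance among 3723 genes (0.92-fold, odds ratio 0.89, p = 0.561 from Fisher's exact test). By position, 49 of 581 changed MCF7 genes are in the table (52.4 by chance, p = 0.615 from Fisher's exact test) and 47 of 523 T47D genes (48.3 by chance, p = 0.863 from Fisher's exact test). With no filter on low counts, the MCF7 overlap by name was 67 genes over 19427 genes (1.27-fold, odds ratio 1.31, p = 0.0419 from Fisher's exact test). It was the only setting tried with a p under 0.05. The T47D overlap by name was also above chance with DESeq2 (51 genes, 1.30-fold, p = 0.0532 from Fisher's exact test) and with no filter (54 genes, 1.24-fold, p = 0.111 from Fisher's exact test), both over 17746 genes. These larger backgrounds add genes with low counts, so their folds are not like for like with those over filtered genes.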

Notably, most of the differentially expressed genes were upregulated (as opposed to downregulated) in both patient tumors and cell line data, and this upregulation occurred independent of ERα or PR stimulation (Fig. 3a, b, Supplementary Table 4). This highlights the known ligand-independent activity of ERα Y537S.

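In the tumour table, 1543 names are higher and 501 lower in ERα Y537S tumours. Among genes of that table called by position in Y537S-hom cells under HD, 24 of 42 rose in MCF7 and 15 of 33 rose in T47D, and 28 and 14 of them had the sign of the tumours. Of all genes called by position there, 241 of 454 rose in MCF7 and 202 of 366 in T47D. NKAIN1 had a log2(FC) in MCF7 Y537S-hom cells of 3.26 under HD and 3.65 with PR stimulation. FAM83E had 6.03 with PR stimulation in T47D Y537S-hom cells (adjusted p = 7.41e-06 from edgeR's quasi-likelihood test). ANTXR1, an anthrax toxin receptor, had a log2(FC) of 1.48 under HD and 1.37 with PR stimulation in T47D Y537S-het cells, and 1.14 and 1.10 in Y537S-hom cells. KRT8 and KRT18, the keratins of luminal cells, are higher in the paper's tumour table (1.62 and 1.25) and fell in T47D Y537S-hom cells.
The genes drawn in Fig. 3a and 3b were chosen by the study from the same libraries and are not independent evidence of a direction. Of the 18 in Fig. 3a, 5 were measured by position in MCF7 (FCMR, IRS1, RBBP4, SIN3A and INO80E). Under HD, FCMR rose in Y537S-het and in Y537S-hom cells, and 2 and 3 of the 5 were higher at an adjusted p with no fold minimum (3 and 3 when adjusted over the list alone). RBBP4, a histone-binding protein, had a log2(FC) of 0.45 in Y537S-hom cells (adjusted p = 0.000815), and SIN3A, a corepressor, one of 0.32 (adjusted p = 0.133). The change of the Fig. 3a list against other genes in MCF7 Y537S-het (camera, adjusted p = 0.000761) did not hold with an estimated correlation (adjusted p = 0.0971), and the list did not move in Y537S-hom cells (adjusted p = 0.359). Of the 14 genes in Fig. 3b, NCOA6, a nuclear receptor coactivator, and E4F1 were measured by position in T47D, with a log2(FC) of -0.38 (adjusted p = 0.118) and 0.05 (adjusted p = 0.958) in Y537S-hom cells. By the names of the entries, all 14 were tested in T47D, where 9 rose and 2 fell in Y537S-hom cells under HD and 9 rose and 2 fell with PR stimulation (11 higher and 3 lower when adjusted over the list alone). The paper reads upregulation without ERα or PR stimulation as the known ligand-independent activity of ERα Y537S.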

**Fig. 3:**
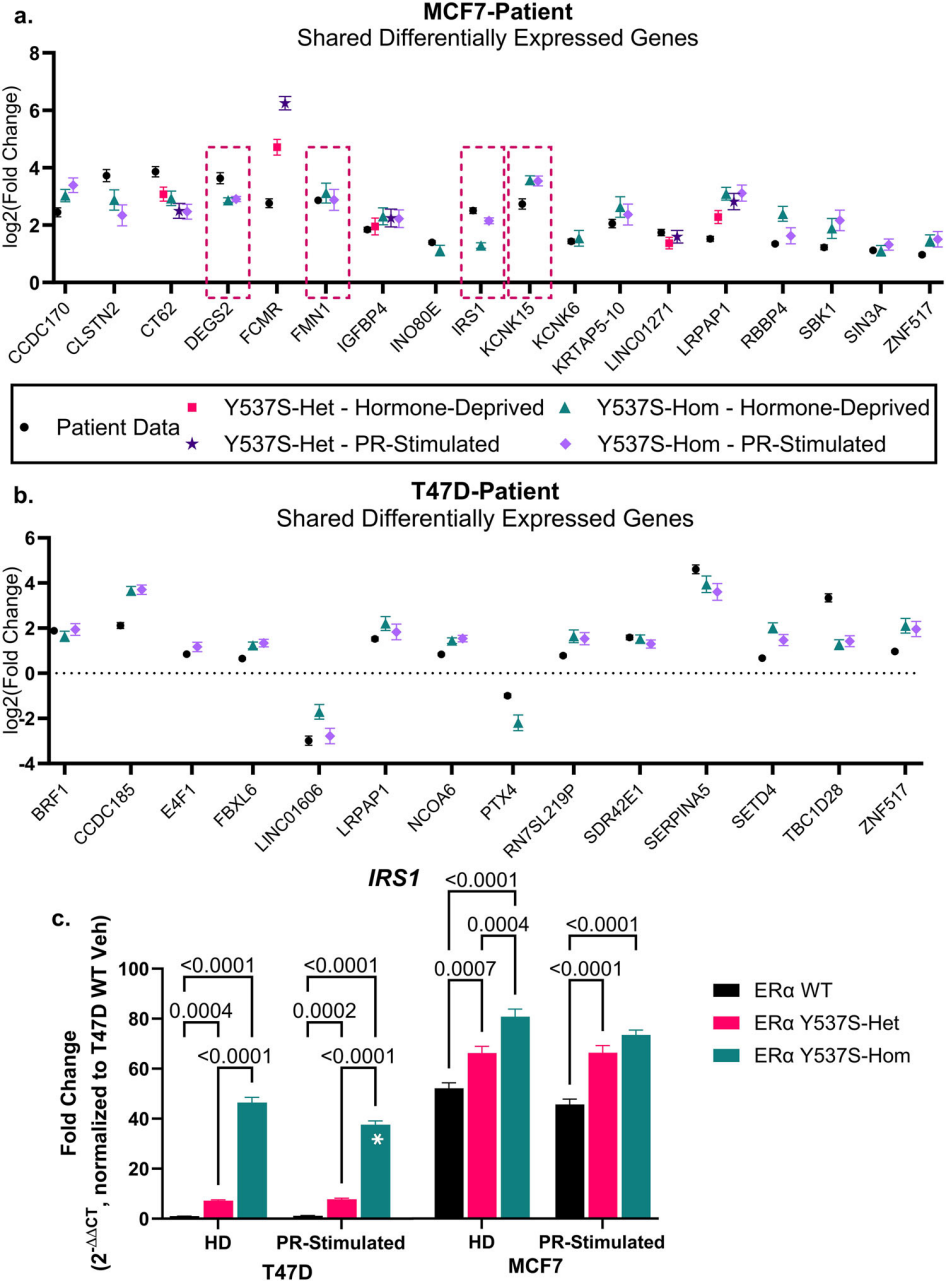
Patient breast cancers harboring ERα Y537S mutations share differential expression of several potential shared ERα/PR genes with immortalized cell lines. Log_2_(fold change) of differentially expressed genes shared between ERα Y537S-expressing patient tumor transcriptome data and **a** MCF7 and **b** T47D cell lines. Differentially expressed genes with potential shared ERα/PR regulatory binding sites, as defined by Khushi et al., are outlined in pink dashed lines. Differentially expressed genes are those with *p* < 0.05 and |log_2_(FC)|>1, where fold change is relative to matched tumors or cell lines expressing ERα WT. **c** Quantification of IRS1 mRNA expression in MCF7 and T47D cell variants, relative to T47D ERα WT expression levels. Data represent the average of 3 biological replicates with error bars indicating SEM. *P*-values comparing cell variants are indicated. Asterisks within bars indicate statistically significant differences between HD and PR-stimulated treatments within a given cell variant (*p < 0.05).

Of the genes differentially expressed in both cell lines and patient tumors containing ERα Y537S mutations, only four contained potential ERα-PR shared regulatory binding sites, as identified by Khushi et al. These were *DEGS2* (Delta-4-Desaturase, Sphingolipid 2), *FMN1* (Formin 1), *IRS1* (Insulin Receptor Substrate 1), and *KCNK15* (Potassium Two Pore Domain Channel Subfamily K Member 15), all of which were expressed ~2- to 4-fold more in MCF7 ERα Y537S-hom cells (independent of hormone stimulation) and patient tumors than their respective ERα WT counterparts (Fig. 3a, outlined in dashed lines). 

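In the authors' deposited table for MCF7, all 4 genes are higher in Y537S-hom than in ERα WT cells. The log2(FC) in the authors' deposited table is 2.85 for DEGS2, which makes phytoceramides, 3.55 for FMN1, which nucleates actin filaments, 1.84 for IRS1, an adaptor of the insulin and IGF1 receptors, and 3.61 for KCNK15, a potassium channel subunit. That table gives 1 fold change over both treatments, and its values divided by the authors' size factors were turned back into whole reads, which fitted 100% of the values within 0.01. On those reads, edgeR's quasi-likelihood test was run for each treatment. Under HD, DEGS2 had 1069.4 ± 42.8 normalized reads in Y537S-hom and 137.5 ± 23.0 in ERα WT cells (SD, n = 3), a log2(FC) of 2.96 (standard error 0.15, adjusted p = 2.56e-39). KCNK15 had 260.4 ± 31.8 and 18.8 ± 6.3 (log2(FC) 3.78, standard error 0.23, adjusted p = 2.03e-30). FMN1 had 16.0 ± 5.6 and no read in ERα WT. With PR stimulation, the log2(FC) was 2.95 for DEGS2 (adjusted p = 2.50e-38) and 3.72 for KCNK15 (adjusted p = 1.00e-27), and FMN1 had 14.9 ± 4.6 reads and none in ERα WT. These tests cover only transcripts that the authors had already called between the same variants, so they are not independent evidence. The test was added after the data had been seen.
The MCF7 table holds other reads than the deposited MCF7 counts, in which DEGS2, FMN1 and KCNK15 have no entry by position and have a median of 1, 169 and 0 counts by name. In the coordinates that the table's reads follow, part of the DEGS2 entry lies opposite EVL and the KCNK15 entry lies opposite RIMS4, so reads of those genes cannot be told from theirs. In T47D, the authors' deposited table lists FMN1 alone of the 4, with a log2(FC) of 1.59 in Y537S-hom against Y537S-het cells. That value rests on a mean of 0.7 normalized counts under the entry's name, so it says little about FMN1.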

Previous studies implicate IRS1 in crosstalk interactions with both ERα and PR, as well as pro-proliferative signaling in breast cancer^26–30^. Additionally, Li et al. characterized a similar increase in IRS1 expression in ERα Y537S cells, as well as an upregulated insulin-like growth factor (IGF) signature corresponding with increased downstream PI3K-AKT signaling. Interestingly, these IRS1-related gene expression changes were also observed in cells expressing another common ERα mutation, namely ERα D538G^31^.

Given the prior interest in IRS1, we further confirmed *IRS1* expression at the mRNA level through RT-qPCR (Fig. 3c). 

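IRS1 was higher in both mutants of MCF7 and in the Y537S-hom variant of T47D when read by position. IRS1 encodes insulin receptor substrate 1, an adaptor that links the insulin and IGF1 receptors to PI3K, and lies on chromosome 2 of hg19 from 227596028 to 227664536 on the minus strand. In MCF7 under HD, it had 102.9 ± 7.17 normalized counts in ERα WT, 168.2 ± 29.7 in Y537S-het and 176.3 ± 27.6 in Y537S-hom cells (SD, n = 3). The log2(FC) was 0.71 for Y537S-het (standard error 0.18, adjusted p = 0.0118 from edgeR's quasi-likelihood test) and 0.78 for Y537S-hom (standard error 0.19, adjusted p = 0.00114), both below the fold minimum of |log2(FC)| above 1. With PR stimulation, it was 0.95 for Y537S-het (adjusted p = 0.00182) and 0.91 for Y537S-hom cells (adjusted p = 0.000498). By position, IRS1 was not called between Y537S-hom and Y537S-het cells of MCF7 (log2(FC) 0.07, adjusted p = 0.793). In the reads recovered from the authors' MCF7 table, which were counted in the entry named for IRS1, the log2(FC) for Y537S-hom was 1.37 under HD (adjusted p = 1.55e-12) and 2.19 with PR stimulation (adjusted p = 1.11e-22). In those reads, Y537S-hom also exceeded Y537S-het cells by edgeR's quasi-likelihood test, with a log2(FC) of 0.88 under HD (adjusted p = 1.69e-05) and 1.21 with PR stimulation (adjusted p = 4.01e-09). The authors' tables hold only transcripts already called between the same variants, so these values are not independent evidence. Most reads of those tables lie in entries opposite GRCh38 exons, and how reads reached the IRS1 entry was not tested.
In T47D under HD, Y537S-hom cells had 192.9 ± 68.3 normalized counts of IRS1 (log2(FC) 6.31 against ERα WT, standard error 0.47, adjusted p = 4.14e-10), and with PR stimulation 151.8 ± 37.3 (log2(FC) 4.48, standard error 0.42, adjusted p = 1.79e-08). T47D Y537S-het cells had a log2(FC) of 0.73 under HD (standard error 0.77, adjusted p = 0.591) and 0.73 with PR stimulation (standard error 0.57, adjusted p = 0.457). Of 37 listed genes of IRS, IGF and PI3K signalling, 12 were measured by position. Under HD, 2 were higher at an adjusted p with no fold minimum in MCF7 Y537S-het cells (IRS1 and IGF1R, the latter with a log2(FC) of 0.87 and an adjusted p of 0.000808) and 3 in MCF7 Y537S-hom cells, the same numbers as when adjusted over the list alone. The Y537S-hom cells of T47D had 2 of 12 higher, also when adjusted over the list alone, IRS1 and AKT2 (log2(FC) 0.42, adjusted p = 0.0195, below the fold minimum). Without any 1 of 4 libraries, the log2(FC) of AKT2 was 0.39 to 0.42 with an adjusted p above 0.05, and with no filter on low counts it was 0.40 (adjusted p = 0.0687). The list did not move against other genes in MCF7 Y537S-het (camera, adjusted p = 0.821), MCF7 Y537S-hom (0.762) or T47D Y537S-hom cells (0.419). For IRS1 in MCF7 Y537S-het cells under HD, the log2(FC) was 0.65 without ERα WT replicate 3 (adjusted p = 0.0732) and 0.57 without Y537S-het replicate 1 (adjusted p = 0.0791). IRS1 has no counts by the names of the entries.

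**Figure D2:**
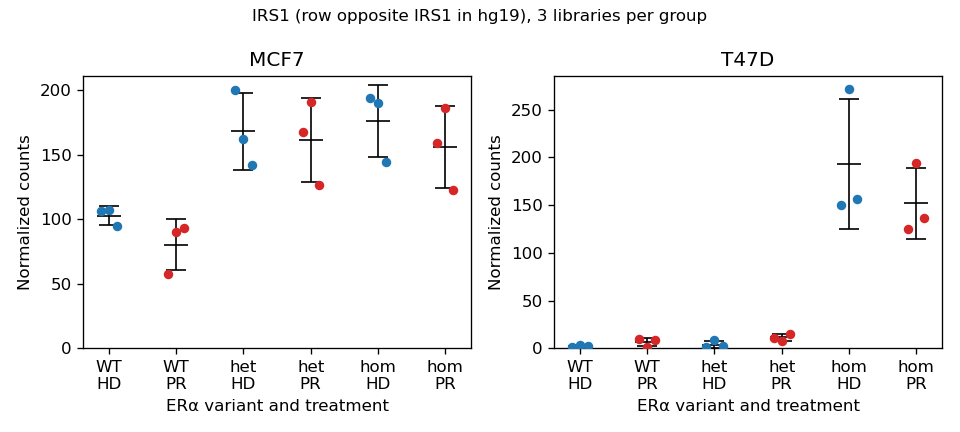
Normalized counts of IRS1 by position in each library (points) with the group mean and SD (black lines), for ERα WT, Y537S-het and Y537S-hom cells of MCF7 and T47D under HD (blue) and with PR stimulation (red). The HD means are 102.9, 168.2 and 176.3 in MCF7, and T47D Y537S-hom cells stand at 192.9 under HD and 151.8 with PR stimulation.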

Although RNA-seq sensitivity identified differential expression of *IRS1* in only MCF7 ERα Y537S-hom, specific analysis with RT-qPCR identified that *IRS1* is upregulated in both T47D and MCF7 cells expressing ERα Y537S-het or -hom. Though baseline levels of IRS1 expression are lower in T47D cells (which likely explains its absence from RNA-seq analysis), there is a ~40-fold increase in IRS1 expression in T47D ERα Y537S-hom cells, relative to ERα WT. 

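In T47D ERα WT cells, IRS1 had 2.328 ± 1.02 normalized counts by position under HD and 6.445 ± 4.54 with PR stimulation (SD, n = 3), and in Y537S-het cells 3.928 ± 3.91 and 11.30 ± 3.57. In Y537S-het cells under HD, the SD was about as large as the mean. Y537S-hom cells exceeded Y537S-het cells by a log2(FC) of 5.57 under HD (adjusted p = 7.21e-10 from edgeR's quasi-likelihood test) and 3.74 with PR stimulation (adjusted p = 7.70e-08). The effect of Y537S-hom under HD was larger in T47D than in MCF7, with a log2(FC) in MCF7 minus that in T47D of -5.53 (standard error 0.52, adjusted p = 2.18e-11). R5020 changed IRS1 in T47D Y537S-hom cells by a log2(FC) of -0.35 (standard error 0.29, adjusted p = 0.998), in ERα WT by 1.49 (adjusted p = 1.00) and in Y537S-het cells by 1.48 (adjusted p = 0.470), none of which passed. The paper proposes that low baseline expression of IRS1 in T47D cells accounts for its absence from the RNA-seq results. In the deposited counts, however, the entries named for IRS1 had no count in any T47D or MCF7 library. By position, IRS1 was called in T47D Y537S-hom cells (log2(FC) 6.31 against ERα WT under HD). So far as the reading by position holds, these values argue against low expression as the reason for its absence in those cells.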

Similar to the ERα/PR proximity-based interaction discussed in the previous section, IRS1 expression decreased slightly in the T47D ERα Y537S-hom cells upon PR stimulation, again highlighting a particular cell line-dependent PR sensitivity (Fig. 3c).

### Occupation of ERα and PR at *IRS1* regulatory binding sites is altered in the context of the ERα Y537S mutation

To determine if differential expression of *IRS1* in the context of the ERα Y537S mutation could be a result of altered ERα/PR crosstalk, we next assessed ERα and PR genomic binding at two chromatin binding sites depicted in Fig. 4a and referred to here as *IRS1*-Upstream (distal location, contains both an estrogen response element (ERE) half site and a progesterone response element (PRE) half site) and *IRS1*-TSS (proximal location near transcription start site (TSS), contains a PRE half site). In HD MCF7 and HD or PR-stimulated T47D cells, ERα and PR chromatin occupancy at *IRS1*-Upstream increased significantly in the context of ERα Y537S-hom compared to either ERα WT or Y537S-het (Fig. 4b, c). This suggests that the ERα Y537S mutation not only alters the transcription factor activity of ERα but also that of PR. Importantly, these ERα Y537S-associated increases in PR chromatin occupancy at *IRS1*-Upstream occur despite the absence of PR ligand, highlighting a role of ERα Y537S in driving hormone-independent PR activity.

**Fig. 4:**
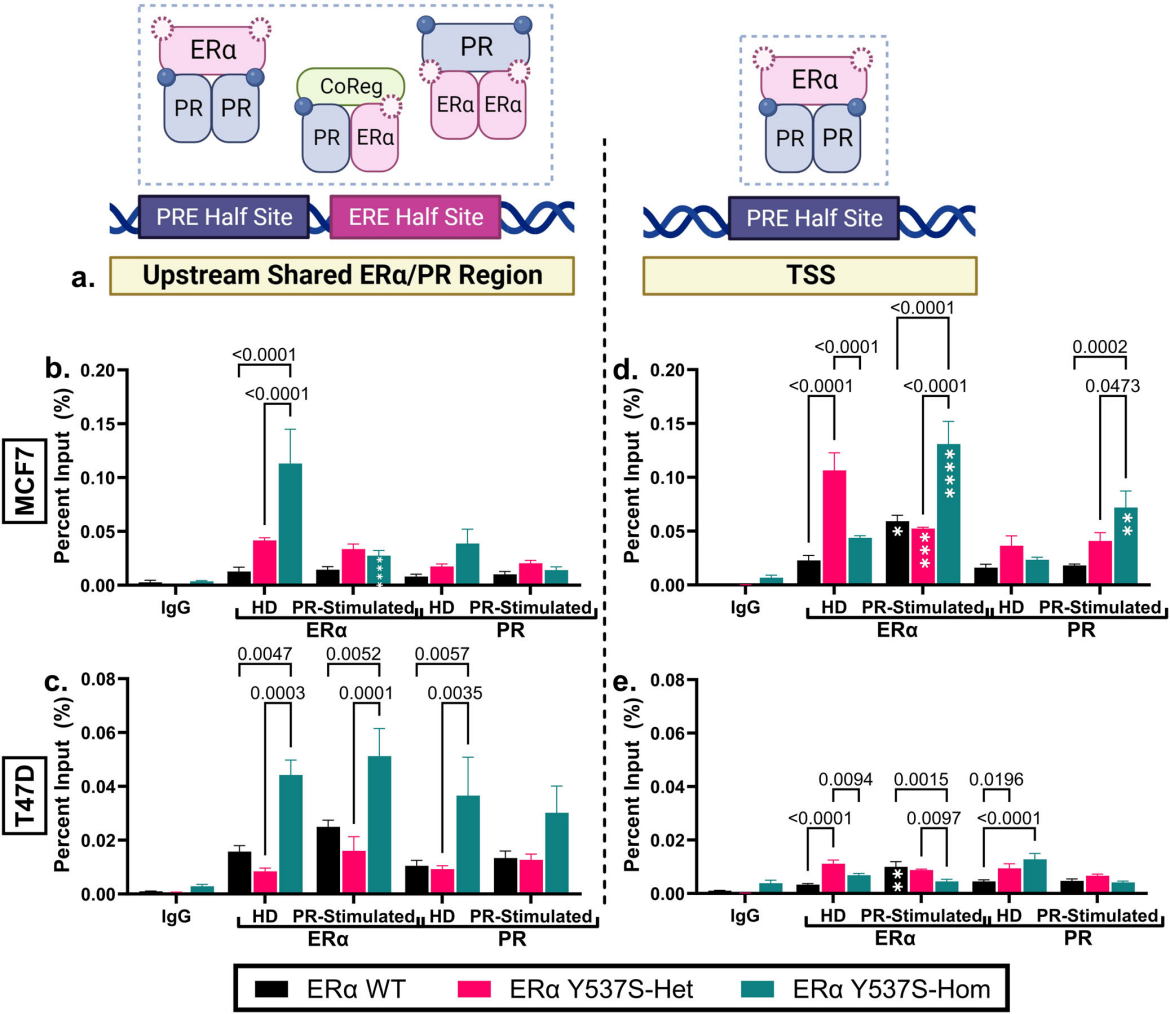
ERα and PR chromatin binding at *IRS1* is altered in the context of ERα Y537S. **a** Diagram depicting *IRS1* chromatin sites assessed for ERα and PR binding using ChIP-qPCR. Potential binding conformations at each site are outlined in dashed lines. Graphic created with Biorender.com. Chromatin binding of ERα and PR at distinct regions of *IRS1* is depicted in **a** for **b**, **d** MCF7, and **c**, **e** T47D cell variants. For all chromatin immunoprecipitation analyses (**b**–**e**), data represents the % of input chromatin analyzed. Data represent the average of 3 biological replicates with error bars indicating SEM. *P*-values comparing cell variants are indicated. Asterisks within bars indicate statistically significant differences between HD and PR-stimulated treatments within a given cell variant (*p < 0.05, **p < 0.005, **p < 0.001, **p < 0.0001).

While binding of ERα and PR at *IRS1*-Upstream decreased upon PR-stimulation in MCF7 ERα Y537S-hom (Fig. 4b), chromatin binding of both proteins increased proportionally at *IRS1*-TSS under the same conditions (Fig. 4d). These findings highlight an R5020-dependent preference for ERα/PR binding at IRS1-TSS, specifically in MCF7 cells expressing ERα Y537S-hom. This may be because this site contains only a PRE (Fig. 4a), which may require liganded PR for binding to occur.

### Altered ERα/PR chromatin binding at *IRS1* corresponds with altered IRS1 expression

While ERα Y537S-associated changes to ERα/PR crosstalk as related to chromatin occupancy of the two transcription factors are interesting on their own, we next assessed the expression of IRS1 to determine if these cistromal changes translated to altered protein expression. As noted previously, *IRS1* mRNA expression was manyfold higher in both T47D and MCF7 cells expressing ERα Y537S-het or -hom (Fig. 3c). Similarly, IRS1 protein expression was significantly increased in both MCF7 and T47D cells expressing ERα Y537S-het or -hom under hormone-deprived conditions (Fig. 5a, b, d, e). Interestingly, PR-stimulation partially reduced IRS1 expression in MCF7 cells expressing homozygous ERα Y537S, suggesting that PR activity may negatively regulate IRS1 expression (Fig. 5b). This may correspond with the increased ERα/PR preference for the PRE-containing IRS1-TSS binding site discussed previously (Fig. 4d).

**Fig. 5:**
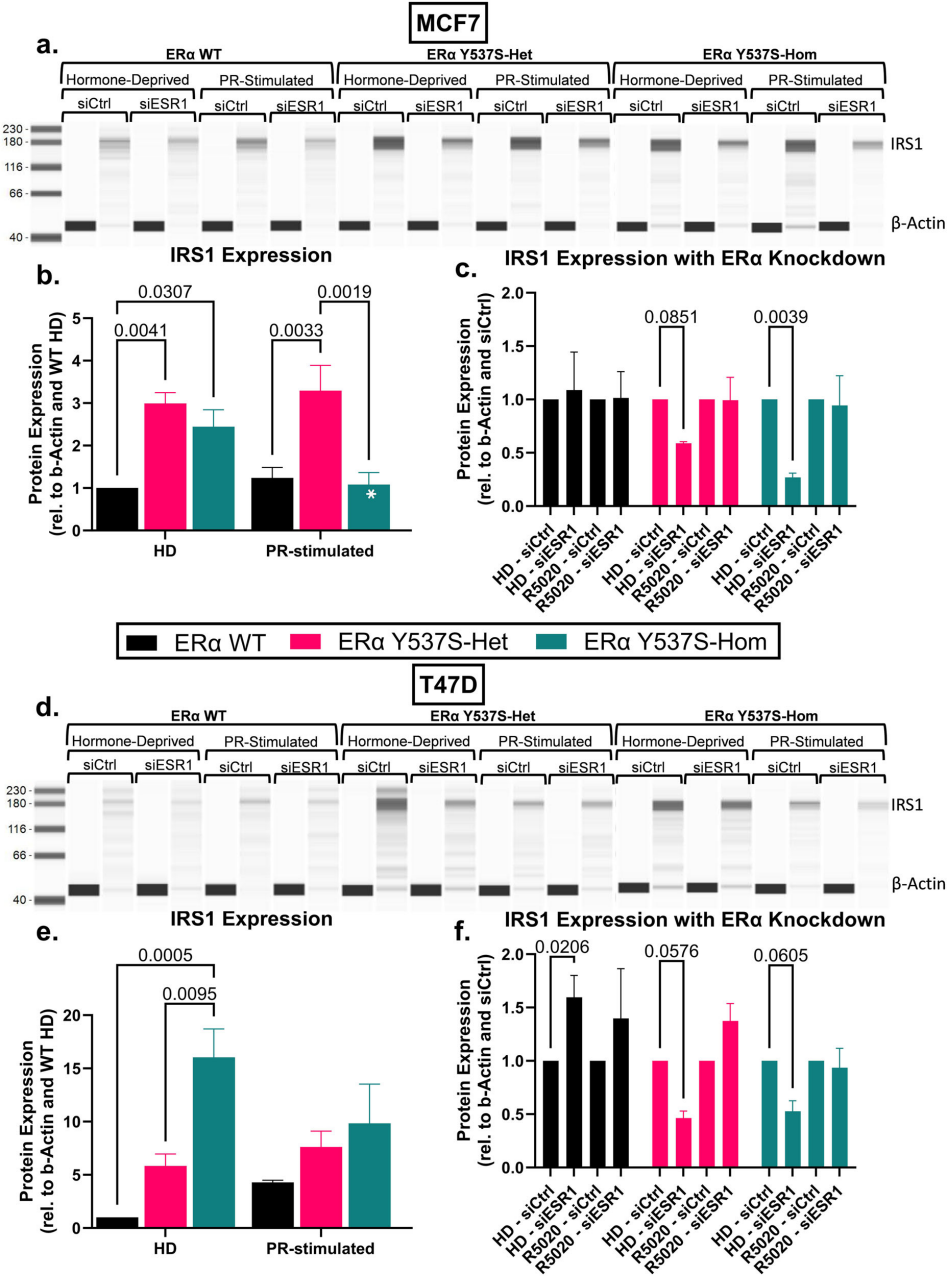
IRS1 protein expression is increased in the context of the ERα Y537S mutation. Quantification of IRS1 protein in **a**–**c** MCF7 and **d**–**f** T47D cell variants. Representative lane images from ProteinSimple WES quantification for **a** MCF7 and **d** T47D cell variants. Paired lanes indicate β-actin loading control and IRS1 expression for cell variants transfected with a negative control siRNA or si*ESR1*. **b**, **e** Quantification of IRS1 expression based on signal/noise ratio from WES quantification, with normalization to β-actin loading control and hormone-deprived ERα WT. **c**, **f** Comparison of relative IRS1 expression in siCtrl and si*ESR1* samples, with normalization to β-actin loading control and to paired siCtrl, to assess the effect of ERα knockdown on IRS1 expression in each cell variant and treatment. Data represent the average of 3 biological replicates with error bars indicating SEM. *P*-values comparing cell variants are indicated. Asterisks within bars indicate statistically significant differences between HD and PR-stimulated treatments within a given cell variant (*p < 0.05).

To confirm that increased expression of IRS1 was associated with ERα Y537S activity, we assessed IRS1 protein expression after small interfering RNA (siRNA) knockdown of *ESR1* (knockdown confirmation in Supplementary Fig. 7). IRS1 expression decreased by ~50% in HD MCF7 and T47D ERα Y537S-het or -hom cells upon *ESR1* knockdown (Fig. 5c, f). PR stimulation restored IRS1 protein levels upon *ESR1* knockdown, highlighting a shared role of ERα Y537S and PR in regulating IRS1 expression (Fig. 5c, f). Interestingly, *ESR1* knockdown did not affect IRS1 expression in MCF7 ERα WT cells, and IRS1 expression actually increased in T47D ERα WT cells upon *ESR1* knockdown (Fig. 5c, f). Together, these results highlight an ERα Y537S-specific mechanism by which IRS1 expression is elevated in the context of the endocrine therapy resistance-associated mutation.

### Inhibition of IRS1 by NT-157 depletes the proliferative effect of the ERα Y537S mutation

To assess the functional significance of upregulated expression of IRS1 in the context of the ERα Y537S mutation, we assessed the effect of *IRS1* siRNA knockdown on proliferation of MCF7 and T47D cells expressing ERα WT, ERα Y537S-het, or ERα Y537S-hom (knockdown confirmation in Supplementary Fig. 8). Depletion of *IRS1* resulted in significantly decreased proliferation of both MCF7 and T47D cells expressing ERα Y537S, highlighting a potential therapeutic sensitivity of this endocrine therapy-resistant mutation (Fig. 6a, b).

**Fig. 6:**
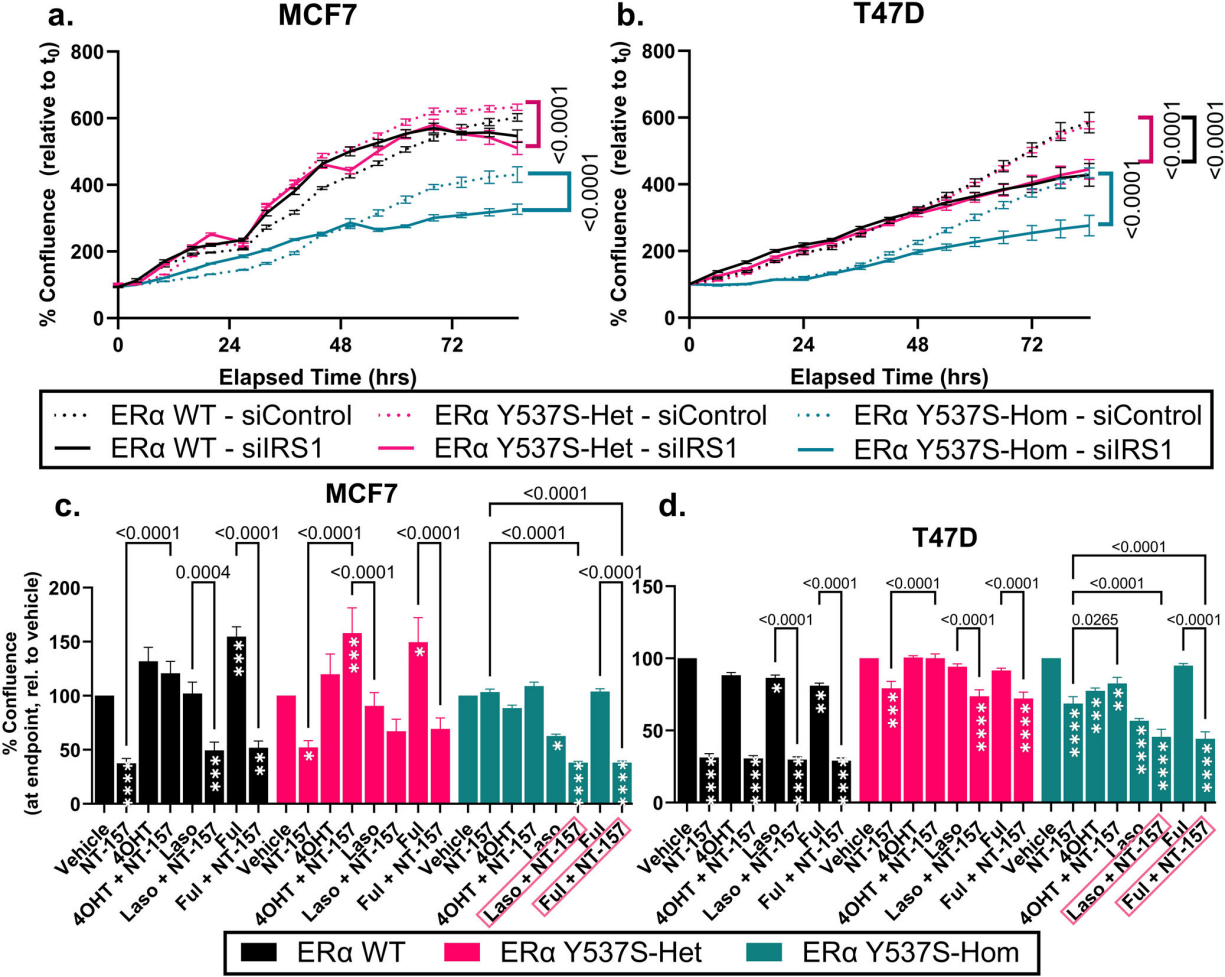
IRS1 depletion or inhibition effectively inhibits proliferation of cells expressing ERα Y537S. Proliferation, as measured by % cell confluence relative to the initial timepoint (t_0_), upon siRNA knockdown of *IRS1* is shown in **a** MCF7 and **b** T47D cell lines. Proliferation of **c** MCF7 and **d** T47D cells treated with Vehicle, 4OHT, laso, or ful, alone or in combination with NT-157. Graphs show % confluence after 5 days of treatment, normalized to vehicle. Data represent the average of 3 biological replicates with error bars indicating SEM. *P*-values indicate a significant change in proliferation at endpoint compared to each respective single drug treatment (NT-157, 4OHT, laso, or ful alone). Asterisks within bars indicate a significant change in proliferation compared to vehicle treatment (*p < 0.05, **p < 0.005, **p < 0.001, **p < 0.0001).

Due to the antiproliferative effect of IRS1 knockdown in MCF7 and T47D cells expressing ERα Y537S, we next investigated if NT-157, a small molecule inhibitor of IRS1, would similarly reduce cell growth. NT-157 functions by degrading IRS1 and IRS2, leading to the inhibition of IGF-1R/IRS1/2, PI3K, and AXL-mediated signaling pathways^30,32,33^. NT-157 reduces in vitro cell growth and in vivo tumor growth in models of uveal melanoma, chronic myeloid leukemia, myeloproliferative neoplasms, osteosarcoma, and prostate cancer^33–38^. Additionally, recent studies have found NT-157 to inhibit proliferation in breast cancer cell lines, including those resistant to tamoxifen^26,39^. Though NT-157 has yet to be approved for use clinically, several IGF-1R inhibitors, including cixutumumab, have proved to be well-tolerated and effective in stabilizing several advanced cancers including Ewing’s sarcoma and adrenocortical carcinoma^40–42^.

As a single treatment, 5 uM NT-157 effectively reduced the proliferation of all MCF7 and T47D ERα cell variants apart from MCF7 ERα Y537S-hom (Fig. 6c, d). 5 uM NT-157 falls within the range of effective doses used in previous studies in breast and prostate cancer cell lines^38,39^. To determine the efficacy of combining ET with IRS1 inhibition via NT-157, MCF7 and T47D ERα cell variant proliferation was assessed over 5 days of treatment with 100 nM 4OHT (a SERM), 100 nM Laso (a novel SERM), or 1 uM Ful (a SERD), each alone or in combination with 5 uM NT-157.

Across both MCF7 and T47D cell variants, proliferation was largely unaffected by treatment with 4OHT, and combined treatment with 4OHT and NT-157 did not improve inhibition beyond that of single NT-157 treatment (Fig. 6c, d). In fact, NT-157 alone effectively reduced the proliferation of MCF7 and T47D ERα WT cells by more than 50%; combined treatment of NT-157 with all SERMs/SERDs tested did little to enhance this inhibitory effect in the ERα WT context (Fig. 6c, d, black). MCF7 and T47D ERα Y537S-het cells were similarly responsive to NT-157 treatment as ERα WT cells and combination treatments did not add to the antiproliferative effect of NT-157 alone (Fig. 6c, d, pink). Interestingly, in both MCF7 and T47D ERα Y537S-hom cells, a combination of either lasofoxifene or fulvestrant with NT-157 resulted in additive inhibition beyond that of NT-157 alone (Fig. 6c, d, teal). Overall, the striking effect of inhibition of IRS1 via NT-157, alone or in combination with lasofoxifene or fulvestrant, may offer a treatment avenue for ET-resistant breast cancers.

## Discussion

Prior research on the constitutively active ERα Y537S mutation has understandably focused on ERα function, vastly advancing our knowledge of the mutation’s contribution to ET resistance^7,16,43–46^. However, the effect of ERα Y537S on the complex relationship known as ERα/PR crosstalk has previously not been thoroughly investigated. In this project, we aimed to determine the effects of the ERα Y537S mutation on ERα/PR crosstalk and resulting transcriptional activity, and to elucidate how this unique interaction contributes to ET resistance in ERα-positive breast cancer.

A comparison of transcriptomes between MCF7 and T47D cell variants supports previous studies highlighting the two cell lines’ vastly different expression profiles^47–49^. However, both MCF7 and T47D cells expressing homozygous ERα Y537S differentially expressed hundreds of genes when each was compared to ERα WT. Notably, far fewer genes are differentially expressed when comparing ERα Y537S-het cell variants to ERα WT cell variants (Fig. 2). This highlights the importance of including heterozygous and homozygous models when studying a mutation such as ERα Y537S, which is clinically observed as mosaic expression within a patient’s cancer.

Given the imperfect cell line model systems described above, we then compared these findings to publicly available patient data and identified 4 gene expression changes aligned with potential ERα-PR shared regulatory binding sites (Fig. 3a)^24,25,50^. Of these, IRS1 proved most notable; ERα and PR chromatin occupancy at *IRS1* shared ERα/PR binding sites increased significantly in the context of ERα Y537S-hom, highlighting that the ERα Y537S mutation not only alters the transcription factor activity of ERα but also that of PR (Fig. 4). Interestingly, both ERα Y537S and PR chromatin occupancy is present at a site with only a PRE half site and no ERE, indicating the presence of ERα-PR regulatory complexes in which ERα Y537S may act as a co-regulator for PR (Fig. 4d)^9,51,52^. Here, we propose a mechanism by which ERα Y537S results in constitutive activity of ERα, even in the presence of SERMs, leading to increased ERα-PR regulatory complexes driving increased IRS1 expression, through which cell proliferation and survival is enforced (Fig. 7).

**Fig. 7:**
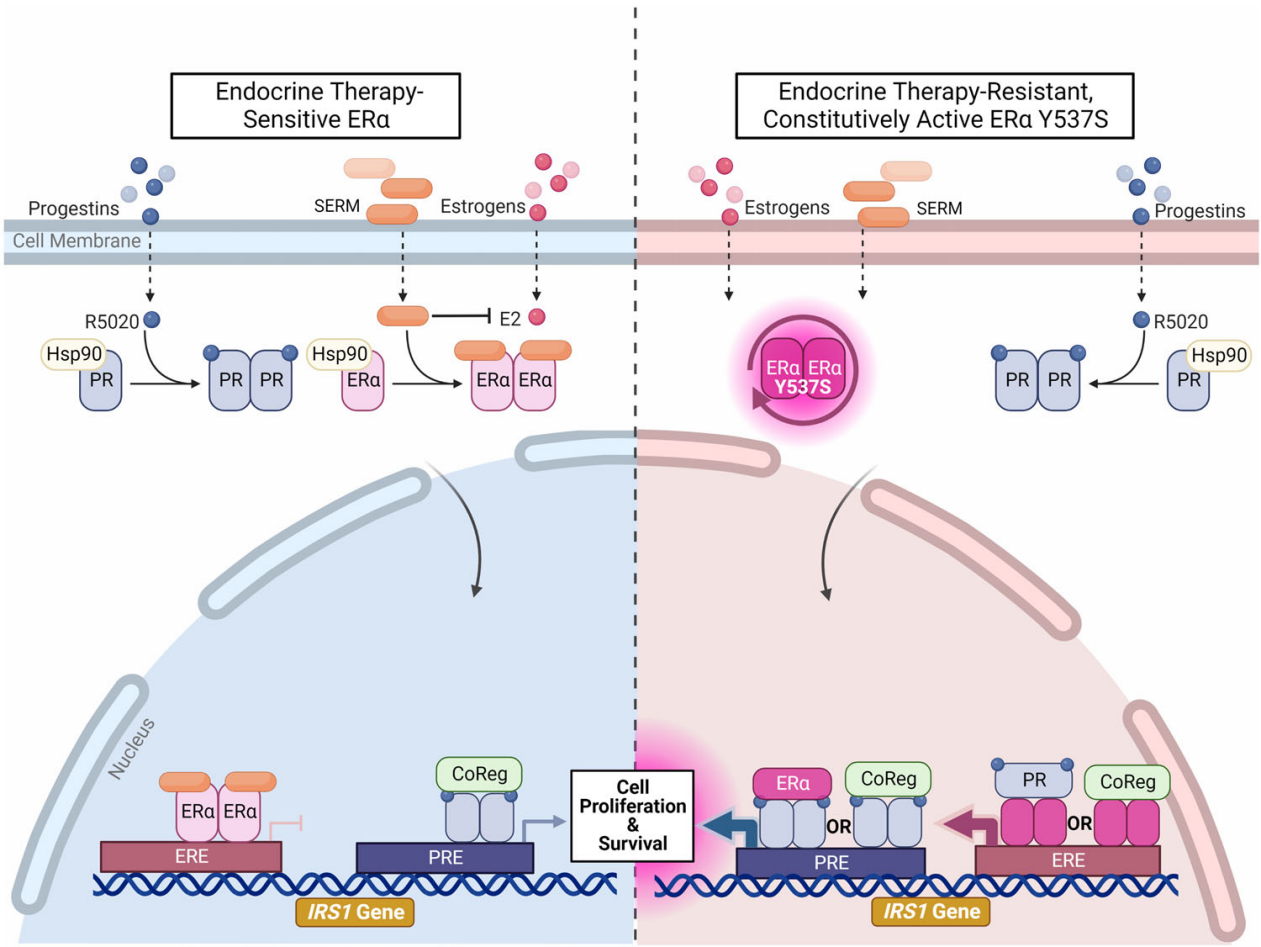
Proposed mechanism for IRS1-dependent cell proliferation in the context of the ERα Y537S mutation. **Left panel:** In ET sensitive (ERα WT) cells, selective estrogen receptor modulators (SERMs) competitively bind to ERα, blocking E2. SERM-bound ERα is still able to dimerize and bind to chromatin sites, but the antagonistic functions of SERMs prevent recruitment of co-activators required to drive transcription of target genes, including *IRS1*. Some transcription of *IRS1* occurs through PR-dependent transcription. **Right panel:** In ET-resistant (ERα Y537S) cells, ERα is constitutively active and has reduced affinity for SERM binding. *IRS1* transcription is high due to activity at both EREs and PREs, both by independent ERα and PR transcription factor activity as well as by the two receptors physically interacting as coregulators (CoReg). This overdrive of *IRS1* expression contributes to a reliance on expression of this signaling pathway component for continued cell proliferation and survival in ET-resistant cells. However, PR stimulation in the context ERα Y537S of may result in a partial reduction in IRS1 expression. Graphic created with Biorender.com.

To further confirm the role of IRS1 in maintaining cell proliferation in the context of ERα Y537S, we assessed the small molecule IRS1 inhibitor NT-157 in MCF7 and T47D ERα cell variant drug screens. NT-157 effectively reduced cell proliferation in MCF7 and T47D cells expressing ERα WT or ERα Y537S (Fig. 6). As mentioned previously, NT-157 is a degrader of both IRS1 and IRS2, which likely contributes to the reduced proliferation observed in MCF7 and T47D ERα WT cells, despite relatively low levels of IRS1 expression in the ERα WT context compared to ERα Y537S-expressing cells (Figs. 5 and 6c, d). It’s possible that NT-157-induced degradation of IRS2 is sufficient to reduce cell proliferation in ERα WT cells, though further investigation is required to fully understand the mechanism of action of NT-157 in this context.

Co-targeting ERα via SERM or SERD treatment and IRS1 via NT-157 had an additive antiproliferative effect on cells expressing homozygous ERα Y537S, indicating a potential treatment avenue for restoring ET sensitivity to resistant breast cancers expressing ERα Y537S. Combination SERM/SERD and NT-157 treatments did not have a similar additive effect on proliferation of ERα WT or ERα Y537S-het cells. The explanation for the difference in compound sensitivity between heterozygous and homozygous ERα Y537S cells is three-fold:

1. The ERα Y537S-het and -hom cell lines were derived separately (see Materials & Methods).
2. Heterozygous and homozygous ERα Y537S phenotypes are characteristically unique (as described throughout this manuscript).
3. Single NT-157 treatment has a consequentially anti-proliferative effect on ERα Y537S-het cells, which seemingly cannot be improved upon.

Overall, these findings highlight a treatment sensitivity that is particularly strong in the context of the ERα Y537S mutation, which supports our proposed mechanism by which IRS1 upregulation drives cell proliferation in the context of the ERα Y537S mutation in response to increased ERα/PR crosstalk. Importantly, the antiproliferative effect of IRS1 inhibition by NT-157 is further enhanced by combined treatment with the novel SERM lasofoxifene or the SERD fulvestrant, highlighting that ET sensitivity is restored by co-targeting this pathway in resistant ERα Y537S cells (Fig. 6a, b, teal). These findings indicate a potential therapeutic avenue through which treatment sensitivity may be restored in ET-resistant breast cancers.

## Methods

### Cell lines and growth conditions

MCF7 and T47D cells (originally obtained from the American Type Culture Collection, ATCC) were previously edited using adeno-associated virus recombinant viral vectors to express the heterozygous *ESR1* mutation known as ERα Y537S (ERα Y537S-het). Homozygous ERα Y537S mutant cell lines were generated using CRISPR-Cas9 editing (ERα Y537S-hom). MCF7 parent cells (MCF7 ERα WT) and MCF7 ERα Y537S-het were generated and gifted by Ben Ho Park, originally at Johns Hopkins University and now at Vanderbilt University^16^. MCF7 ERα Y537S-hom cells were generated and gifted by Sarat Chandarlapaty at Memorial Sloan Kettering Cancer Center^53^. T47D parent cells (T47D ERα WT) and T47D ERα Y537S-het cells were generated and gifted by Steffi Oesterreich at the University of Pittsburgh^16^. T47D ERα Y537S-hom were generated by David Shapiro at the University of Illinois at Urbana-Champaign originally and were gifted from Carol Lange at the University of Minnesota^54^.

MCF7 cell variants were maintained in phenol red-free Dulbecco’s Modified Eagle Medium (DMEM) containing 5% fetal bovine serum (FBS), 1% Pen/Strep, and 1% L-Glutamine. T47D ERα WT and ERα Y537S-het cell lines were maintained in phenol red-free Roswell Park Memorial Institute 1640 (RPMI) media containing 10% FBS and 1% Pen/Strep. T47D Y537S-hom cells were maintained in phenol red-free Modified Eagle Medium (MEM) containing 10% charcoal-stripped serum (CSS), 1% Pen/Strep, and 0.2 ug/uL puromycin for continuous selection. MCF7 cell variants were cultured in DMEM containing 10% CSS, and T47D cell variants were cultured in RPMI containing 10% CSS for 48 hours prior to experimentation.

All cell lines were validated for ERα receptor status (WT, Y537S-heterozygous, or Y537S-homozygous) through next generation sequencing (NGS) completed by the University of Illinois at Chicago Genome Research Core. Cells were tested for mycoplasma after thawing fresh cells and prior to beginning experimentation. Testing was completed using the MycoAlert Mycoplasma Detection Kit (Lonza Bioscience #LT07-318).

### Compounds and antibodies

Promegestone (R5020, Perkin Elmer #NLP004005MG) was used for all assays in MCF7 and T47D cells. NT-157 (Selleck Chemical #S8228), 4-hydroxytamoxifen (4OHT, Sigma #94873), lasofoxifene (Laso, Sermonix Pharmaceuticals), and fulvestrant (Ful, Selleck Chemical #S1191) were used for confluence-based drug screen assays. Vehicle (ethanol) was used as a control for all experiments.

1:10 D8Q2J rabbit monoclonal antibody (Cell Signaling #8757) was used for the detection of PR isoforms PR-A and PR-B in proximity ligation assays (PLA). 1:10 F10 mouse monoclonal antibody (Santa Cruz Biotechnology #sc-8002) was used for the detection of ERα in PLA. F10 and anti-IRS1 mouse monoclonal antibody (Santa Cruz Biotechnology #sc-8038) were used for immunoblot detection of ERα and IRS1, respectively, both at 1:10 using the Bio-Techne ProteinSimple WES platform. 1:100 AC-15 mouse monoclonal antibody (Santa Cruz Biotechnology #sc-69879) was used for the detection of β-actin as a loading control in immunoblot detection. 4 ug/uL KD68 rat monoclonal antibody (variable stock concentration, originally generated by Greene et al.^55^ and produced and purified by the University of Chicago Flow Cytometry Core) was used for immunoblot detection of PR. 5 ug KD68 was used for chromatin immunoprecipitation (ChIP) to immunoprecipitate chromatin to which PR-A or PR-B was bound. The 5 ug ERα C-terminal antibody from Epicypher (#13-2012) was used for ERα immunoprecipitation in ChIP. 5 ug normal rabbit IgG and normal rat IgG (Santa Cruz Biotechnology #sc-2027 and #sc-2026, respectively) were used as negative control antibodies for Epicypher ERα C-terminal and KD68, respectively.

### Proximity ligation assay (PLA)

After culturing MCF7 and T47D cells in hormone-starved conditions (charcoal-stripped media) for 48 h, 5000 cells/well were plated into each well of an 8-well glass bottom chamber slide. Cells were then treated with vehicle or 10 nM R5020 for PR stimulation for 24 h. Cells were fixed using 37% formaldehyde, followed by permeabilization with 100% methanol. Proximity ligation was performed according to the Millipore Sigma Duolink^®^ PLA Fluorescence Protocol using the Duolink^®^ Anti-rabbit PLUS probe (#DUO92002, to detect PR through a 1:10 dilution of D8Q2J antibody), Duolink^®^ Anti-mouse MINUS probe (#DUO92004, to detect ERα through a 1:10 dilution of F10 antibody), Duolink^®^ Red Fluorescence Detection Reagents (#DUO92008), Duolink^®^ Wash Buffers (#DUO82049), and Invitrogen SlowFade™ Gold antifade mounting reagent (#S36940). Image acquisition was completed by the University of Chicago Integrated Light Microscopy Core with a Leica SP8 3D STED laser scanning confocal microscope (Leica Microsystems, Inc., Buffalo Grove, IL).

### RNA extraction and sequencing (RNA-seq)

MCF7 and T47D cell variants were plated at 2e5 cells/well of a 6-well plate in hormone-deprived conditions (charcoal-stripped media). After 48 h, cells were treated with vehicle or 10 nM R5020 for PR stimulation and collected via trypsinization after 2 h of treatment. RNA was extracted using the Qiagen RNeasy Plus kit (#74104) according to the manufacturer’s protocol. RNA concentrations were quantified by Nanodrop nucleic acid measurement.

Quantitative reverse transcription polymerase chain reaction (RT-qPCR) was used to quantify RNA expression at known ERα target genes and to ensure high-quality RNA for library preparation and sequencing. cDNA was synthesized from 1 ug RNA using 5X Quanta Bio qScript Mastermix (#95048) according to the Quanta Bio qScript protocol. Applied Biosystems™ TaqMan™ Fast Advanced Master Mix (#4444557) and Human Beta-2-Microglobulin endogenous control (B2M, #4326319E) were used for RT-qPCR using a Roche Step-One Real-Time PCR machine. IDT primers were used for the detection of *SGK1* and *IRS1* (Hs.PT.58.19153459.gs and Hs.PT.58.39283803, respectively). Reactions were run in triplicate, with 3 biological replicates per sample.

RNA library preparation for sequencing was completed using the KAPA mRNA HyperPrep Kit (#KR1352) according to the manufacturer’s protocol. Sequencing was completed on the Illumina NovaSeq 6000 by the University of Chicago Functional Genomics core (RRID: SCR_019196).

### RNA-seq analysis

RNA-seq data were uploaded to the Galaxy platform and analyzed using the public server at usegalaxy.org^56^. Sequencing files were mapped to the hg19 human reference genome using Bowtie2 and read counts per gene were generated from the aligned sequences using HTSeq-Count. DESeq2 was used to determine differentially expressed genes between each cell variant and between each treatment. Raw files, HTSeq-Counts, and DESeq2 differentially expressed genes are publicly available through NCBI Gene Expression Omnibus (GEO accession #: GSE243454).

Analyzed MCF7 and T47D RNA-seq data were compared to de-identified patient tumor RNA-seq data obtained from the publicly available MET500 and Personal Oncogenomics 570 (POG570) datasets^24,25^. Specific dataset IDs can be found in Supplementary Table 1. DESeq2 was used to compare differential gene expression between patient tumors harboring ERα Y537S mutations (4 from MET500 and 6 from POG570) and those with ERα WT (31 from MET500 and 32 from POG570).

### Chromatin immunoprecipitation (ChIP) and analysis by qPCR (ChIP-qPCR)

After culturing MCF7 and T47D cells in hormone-deprived conditions (charcoal-stripped media) for 48 h and treating with vehicle or 10 nM R5020 for 1 h, ~10e6 cells were harvested in ice-cold PBS. Cells were crosslinked in 1% formaldehyde in PBS. Crosslinking was quenched by the addition of glycine at a final concentration of 125 mM. Crosslinked cell pellets were snap frozen and stored at −80 °C.

For each ChIP experimental replicate, ~20e6 crosslinked cells (from 2 crosslinked aliquots) were lysed in lysis buffer with PICS III using sonication (high, 30 seconds on/off, for 5 intervals of 10 min). 5% of lysate was reserved for input control and snap frozen to store at −80 °C. Lysates were diluted to 1 ug/uL protein based on Nanodrop A280 concentrations and divided into 1 mL aliquots. 5 ug of the appropriate antibodies (KD68 for PR ChIP, Epicypher ERα C-terminal for ERα ChIP, rat IgG for PR negative control, and rabbit IgG for ERα negative control) were added to the appropriate lysate aliquots and rotated at 4 °C overnight. Protein-chromatin was isolated and eluted using protein G beads. Eluted ChIP samples were incubated with RNAse A and Proteinase K to reverse the crosslinked protein-chromatin. Input samples and ChIP DNA was purified using a Qiagen QIAquick PCR Purification Kit, and purified DNA samples were eluted in 30 uL nuclease-free water.

Input and ChIP purified DNA was quantified using IDT primers specific for probable regions of shared chromatin binding by ERα and PR, as identified by Khushi et al. and consistent with candidate genes identified from RNA-seq and siRNA knockdown experiments^50^. Primer sequences are available in Supplementary Table 2. Quantabio PerfeCta^®^ SYBR^®^ Green FastMix Reaction Mix with ROX™ was used for qPCR reactions using a Roche Step-One Real-Time PCR machine. Reactions were run in triplicate, with 3 biological replicates per sample. qPCR Ct results were averaged and normalized to the endogenous control R18S (ΔCt_mean_). Input ΔCt_mean_ values were adjusted to consider the percent of the sample taken for input (5%), calculated as ΔCt_mean(input)_ - log_2_(20). ΔΔCt_mean_ for each ChIP condition was calculated as the difference between the corresponding adjusted ΔCt_mean(input)_ and the ΔCt_mean(ChIP)_. Percent input was then calculated as 100(2^ΔΔCt^).

### Immunoblotting

Cells were lysed using M-PER™ Mammalian Protein Extraction Reagent (Thermo Scientific #78501) containing cOmplete™ EDTA-free Protease Inhibitor Cocktail (Roche #04693159001). Protein concentrations were quantified using the A280 Nanodrop program. For all immunodetection other than that of PR, lysates were prepared to a final concentration of 2 ug/uL and run for immunoblot detection using the Bio-Techne ProteinSimple detection reagents and 12–230 kDa Separation Module (Bio-Techne #SM-W001 and #DM-002). For PR immunoblotting, lysates were prepared with SDS-containing sample buffer such that 100ug of protein would be loaded per well of a 4–20% polyacrylamide gel (Bio-Rad #4568096) for electrophoresis, followed by membrane transfer. Images of blots shown in figures are representative of biological triplicate experiments and are derived from one blot (no splicing or duplication of lanes).

### siRNA knockdown

Dharmacon™ ON-TARGETplus non-targeting pool (#D-001810-10-05), *IRS1* SMARTpool (#L-003015-00-0005), and *ESR1* SMARTpool (#L-003401-00-0005) were used for siRNA knockdown. MCF7 and T47D cell variants were treated and transfected using Lipofectamine™ RNAiMAX (#13778150) after 48 h of hormone starvation in stripped media. Proliferation was quantified using the Incucyte S3 platform. siRNA screens were carried out at the University of Chicago Cell Screening Center (CSC, RRID: SCR_017914).

### Drug screening

NT-157, an IRS1 inhibitor, was prepared at a stock concentration of 100 mM in ethanol. MCF7 and T47D cell variants were hormone starved in charcoal-stripped media for 48 ho followed by treatment with 5 uM NT-157, alone or in combination with a) 100 nM 4OHT, b) 100 nM lasofoxifene (laso), or c) 1 uM fulvestrant (ful). Proliferation was measured over 5 days using the Incucyte S3 platform. Compound screens were carried out at the University of Chicago Cell Screening Center (CSC, RRID: SCR_017914).

### Statistical analysis

Biological triplicates were completed for each experiment (*n* = 3). Unless otherwise noted, data were analyzed by ordinary two-way ANOVA (α = 0.05) with Tukey’s multiple comparisons tests to compare between treatments within each cell line, as well as between cell lines for each treatment. For all analyses: *p < 0.05, **p < 0.005, ***p < 0.0005, or ****p < 0.0001. For graphs, datapoints indicate the mean value of 3 experimental replicates and error bars represent standard error (SE).

### Supplementary information

Supplementary Material

Related Manuscript File

## Data Availability

The datasets used during the current study are largely available in the supplementary files, and RNA-Seq data is publicly available through NCBI Gene Expression Omnibus (GEO accession #: GSE243454). Any data not included are available from the corresponding author upon reasonable request. Data used to identify potential overlapping chromatin binding sites of ERα and PR are available in Khushi, M., C.L. Clarke, and J.D. Graham, *Bioinformatic analysis of cis-regulatory interactions between progesterone and estrogen receptors in breast cancer*. PeerJ, 2014. 10.7717/peerj.654.

## Code availability

The workflow created and used for RNA-Seq analysis on the publicly accessible Galaxy platform is available at https://usegalaxy.org/u/rhuggins27/w/copy-of-rna-seq-data-processing.

# Supplementary material for: ERα/PR crosstalk is altered in the context of the ERα Y537S mutation and contributes to endocrine therapy-resistant tumor proliferation
**Source:** NPJ Breast Cancer. 2023 Nov 30;9:96. doi: 10.1038/s41523-023-00601-7
**Supplement:** Supplementary file 1 — Supplementary Material

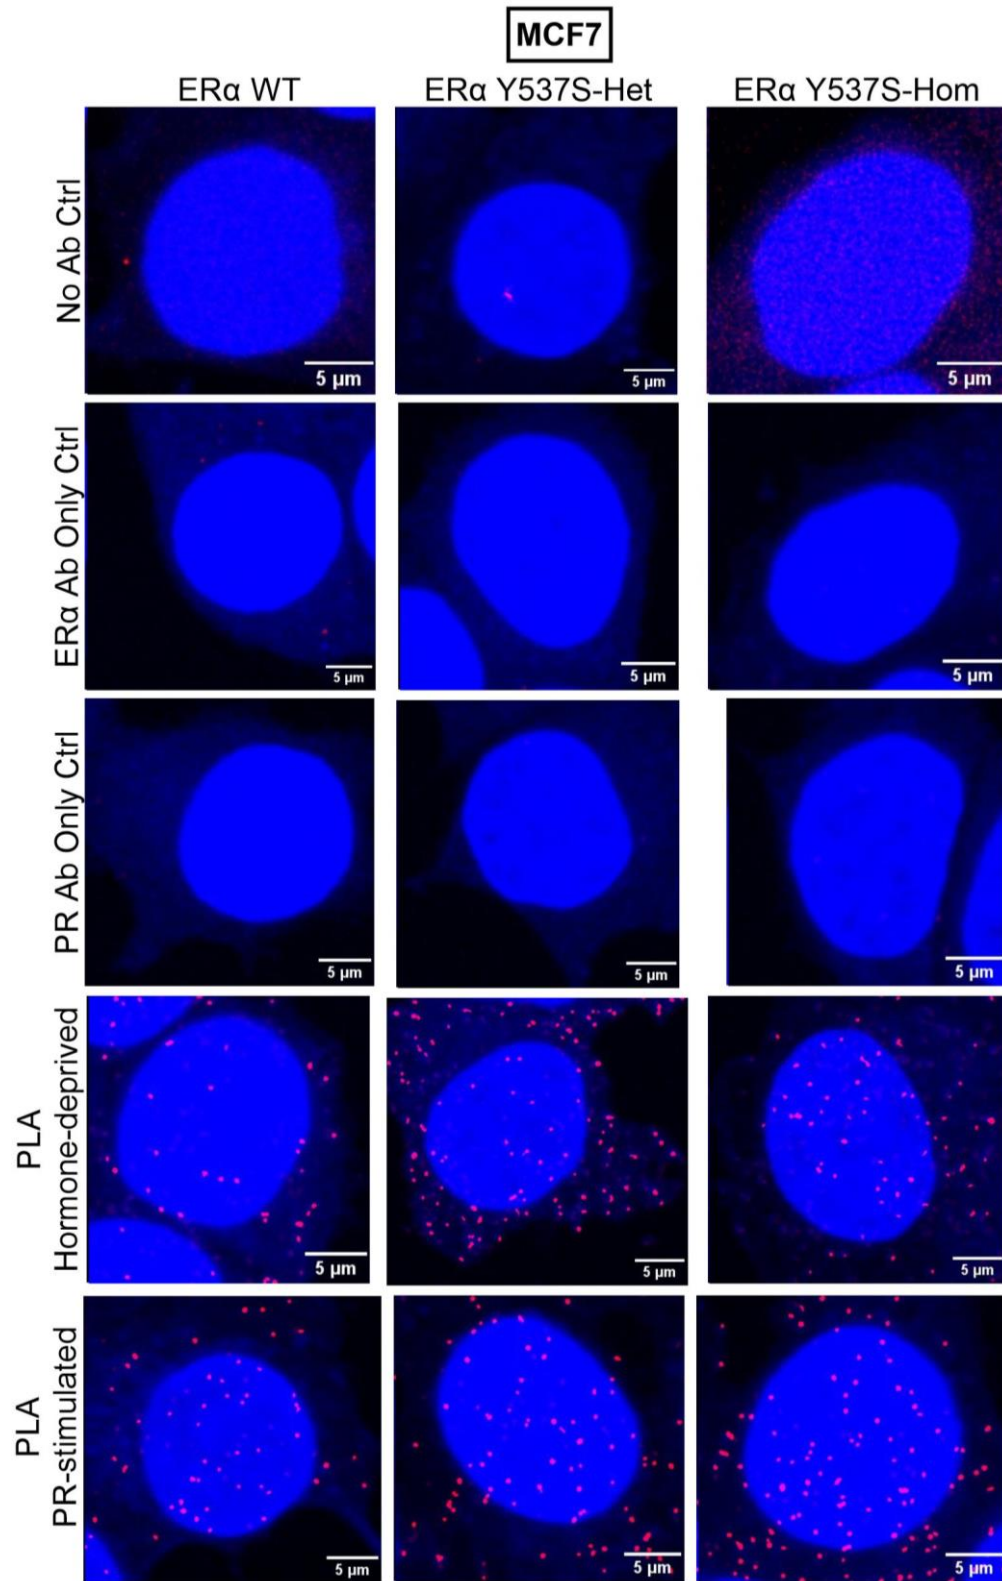

Supplementary Figure 1 Representative confocal images of PLA (red puncta) and DAPI (blue nuclei)-stained cells after hormone-deprived (vehicle) or PR-stimulated (10nM R5020) treatment in MCF7 cells. Negative controls include no antibody control (first row) and single antibody controls for ERα and PR (rows two and three, respectively).

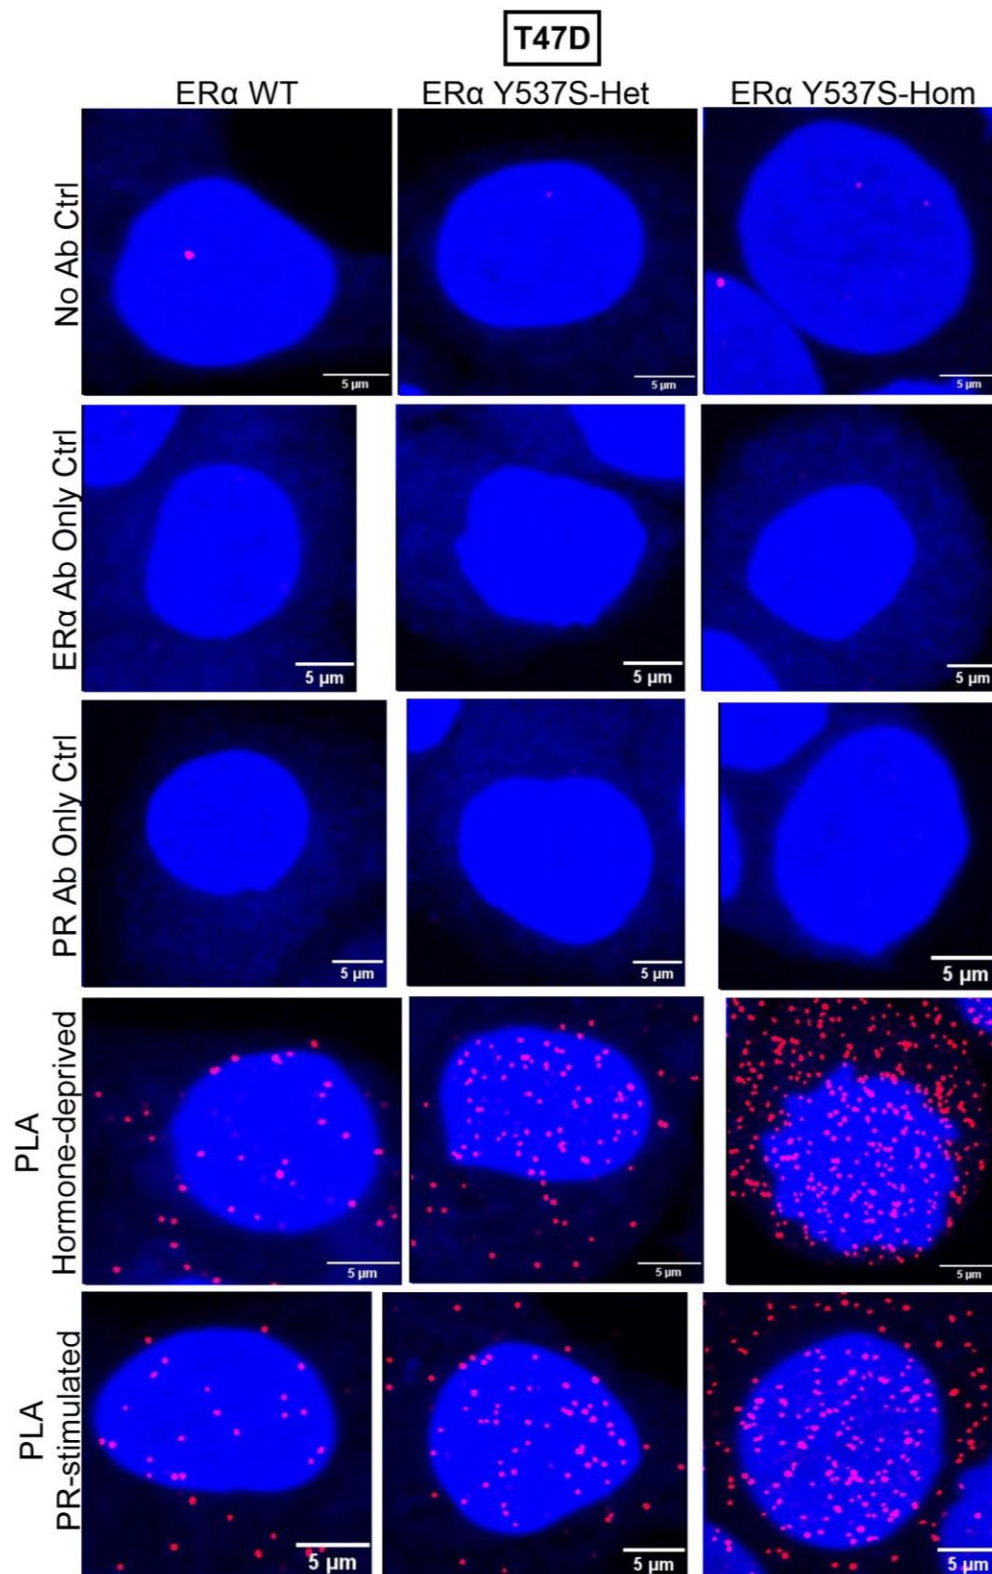

Supplementary Figure 2 Representative confocal images of PLA (red puncta) and DAPI (blue nuclei)-stained cells after hormone-deprived (vehicle) or PR-stimulated (10nM R5020) treatment in T47D cells. Negative controls include no antibody control (first row) and single antibody controls for ERα and PR (rows two and three, respectively).

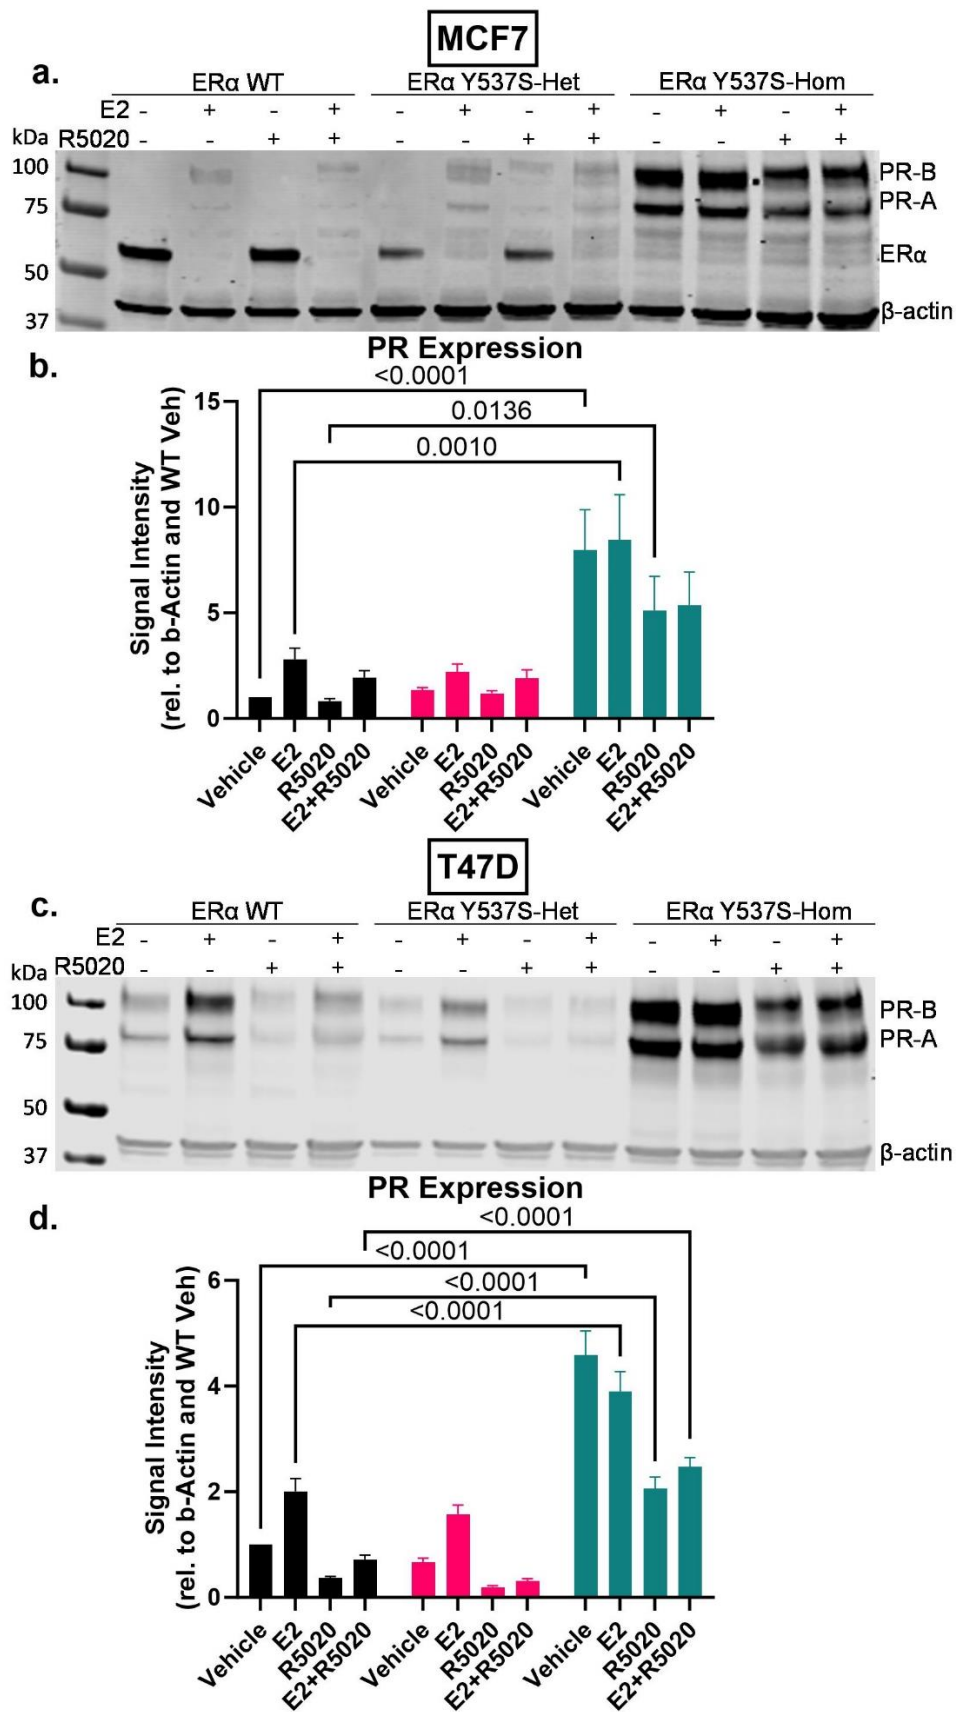

Supplementary Figure 3 Protein expression of PR in **a,b)** MCF7 and **c,d)** T47D ERα cell variants. PR protein expression is normalized to β-actin loading control and relative to ERα WT Vehicle. Data represents 3

replicates with error bars indicating standard error of the mean (SEM). P-values indicate significant difference in protein expression relative to ERα WT.

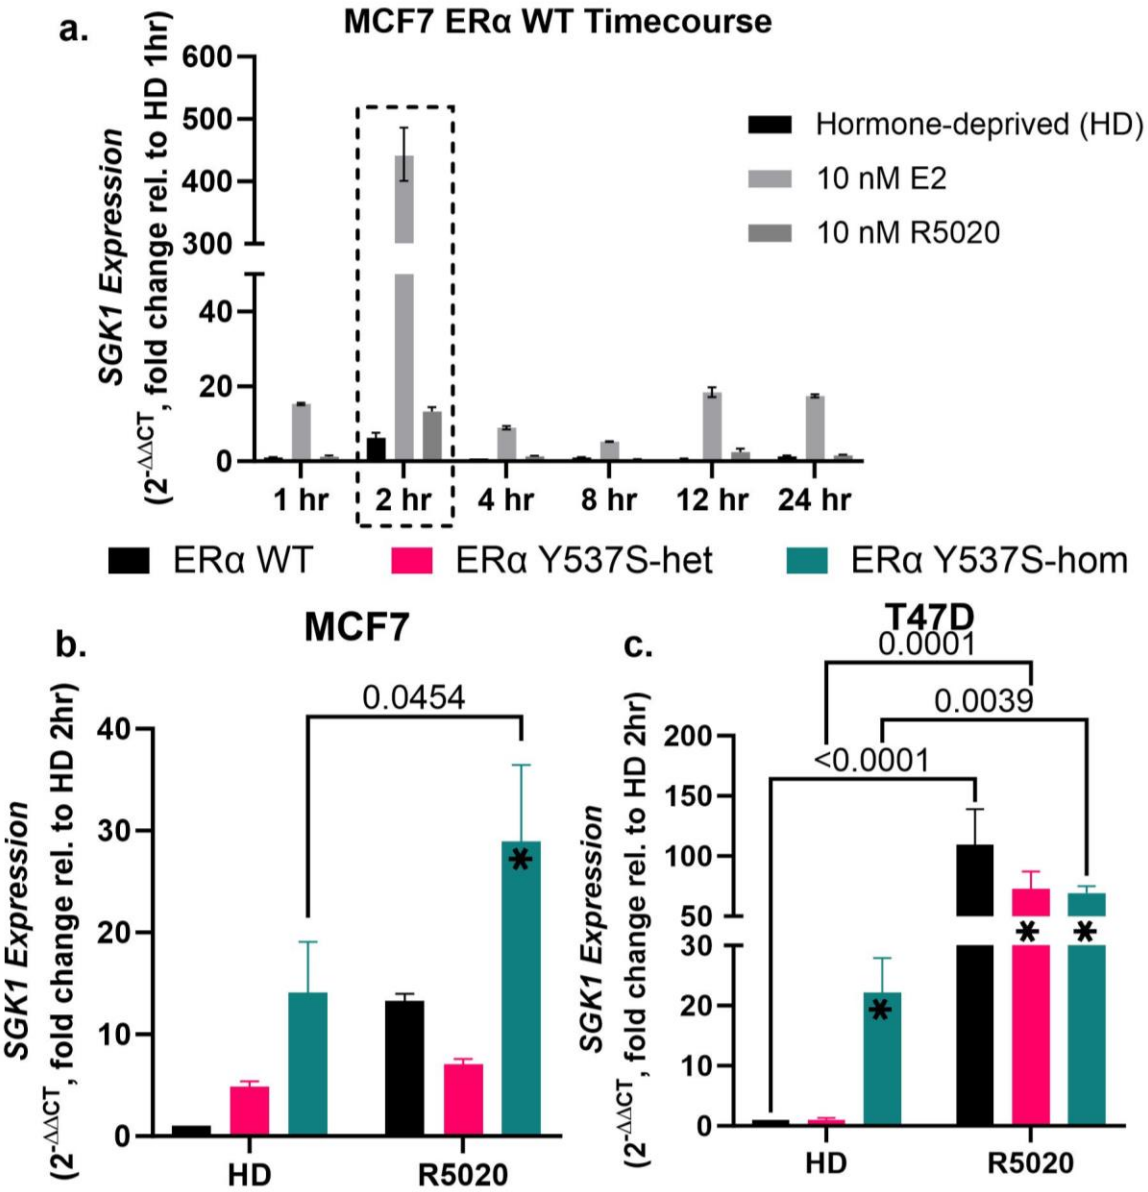

Supplementary Figure 4 Experimental rationale and sample validation for RNA-seq. **a)** Timecourse of MCF7 ERα WT cells treated with vehicle (hormone-deprived), 10 nM E2 (ERα agonism), or 10 nM R5020 (PR agonism) for 1, 2, 4, 8, 12, or 24 hours. Figure shows RT-qPCR quantification of SGK1 expression (a known ERα and PR target gene) at each timepoint. SGK1 expression at 2 hours is emphasized in dashed lines to highlight the selection of this timepoint for further experiments. Quantification of SGK1 expression as quality control of samples prepared for RNA-seq is shown for **b)** MCF7 and **c)** T47D cells expressing ERα WT, ERα Y537S-het, or ERα Y537S-hom. Statistical significance determined by two-way ANOVA with Tukey's multiple comparisons test. Data represents 3 replicates with error bars indicating standard error of the mean (SEM). P-

values shown comparing treatment effect. Asterisks within bars represent statistically significant difference in expression in ER α Y537S-het or -hom, when compared to ER α WT (* $p < 0.05$).

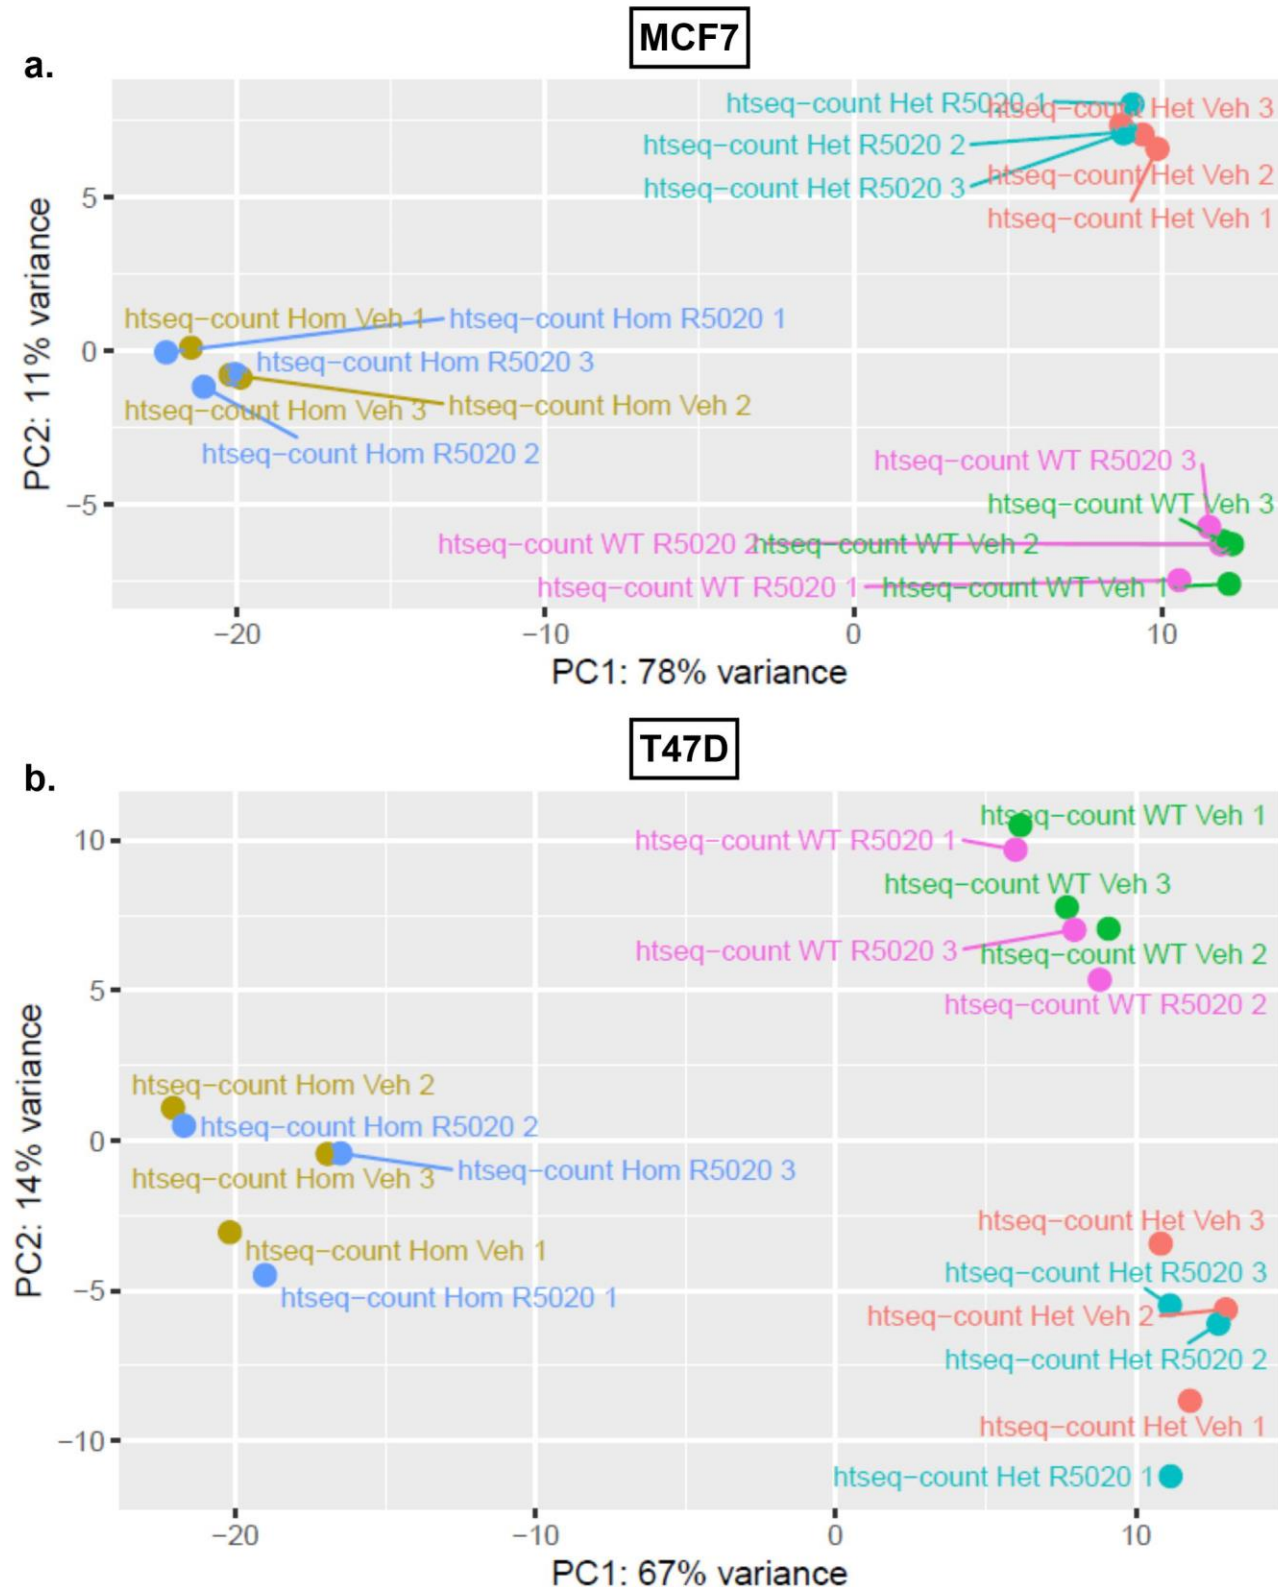

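In the principal components of MCF7 libraries, made from the 500 most variable entries after variance stabilisation, the leading component held 77.1% of the variance and the next 11.9%. In T47D, they held 67.7% and 13.6%. A point is 1 library, placed so that libraries with like expression of these entries lie close together.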

Supplementary Figure 5 PCA plots of RNA-seq replicates of **a)** MCF7 and **b)** T47D ER α WT, ER α Y537S-het, and ER α Y537S-hom cells treated with vehicle (hormone-deprived) or R5020 (PR-stimulated).

Differentially Expressed Genes in ERα Y537S Patient Data (2,043 total)

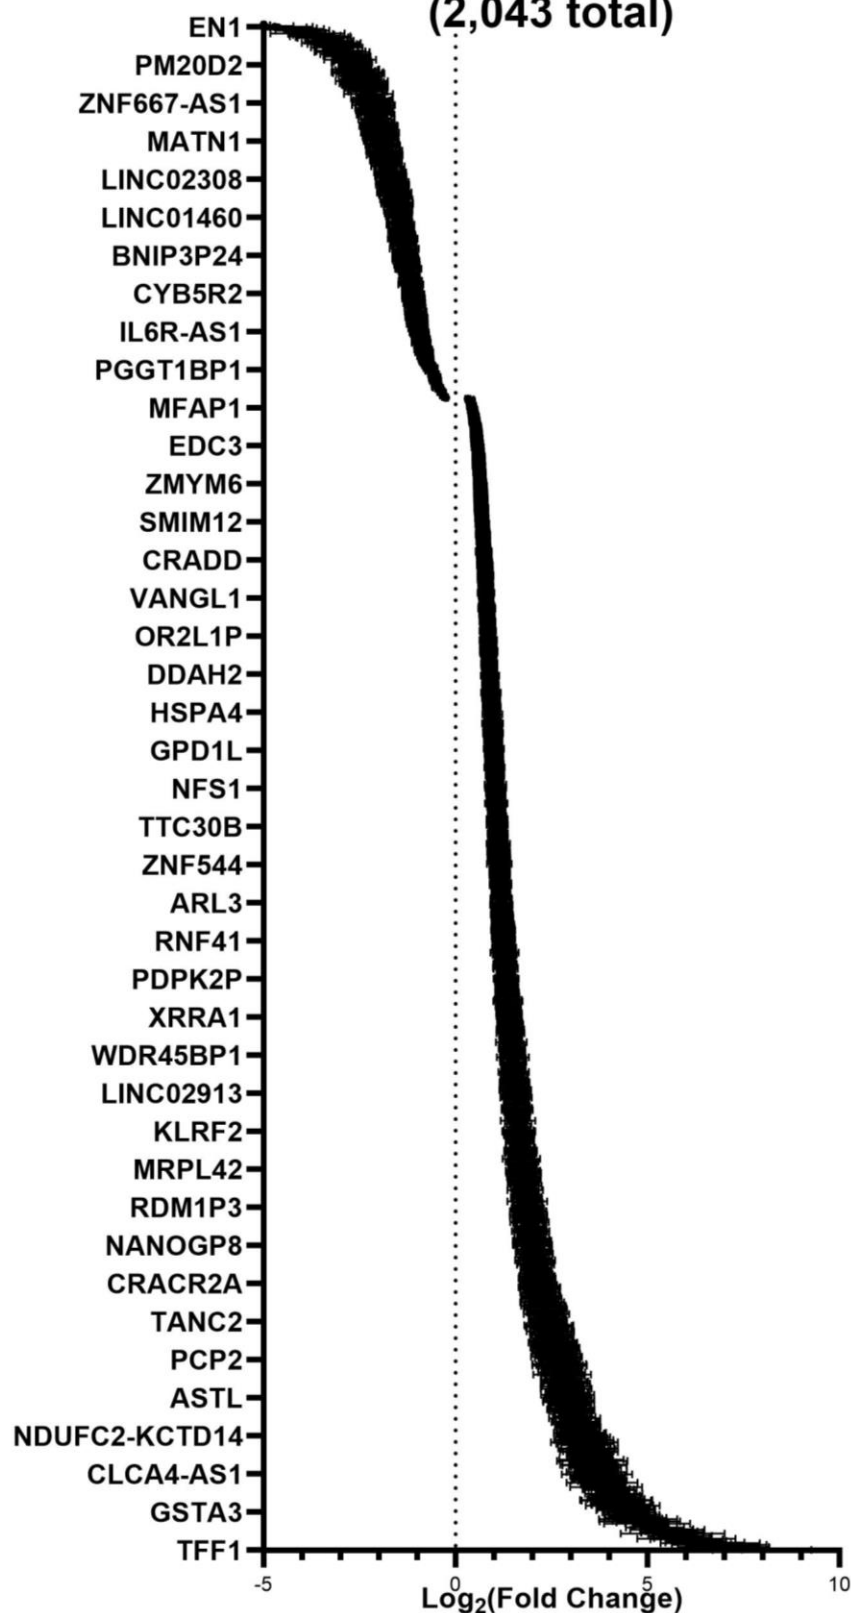

Supplementary Figure 6 Plot of log₂(fold change) for differentially expressed transcripts ($|\log_2(\text{FC})| > 1$, $p\text{-adj} < 0.05$) in patient tumors expressing ERα Y537S relative to ERα WT. Error bars indicate standard error of the mean (SEM).

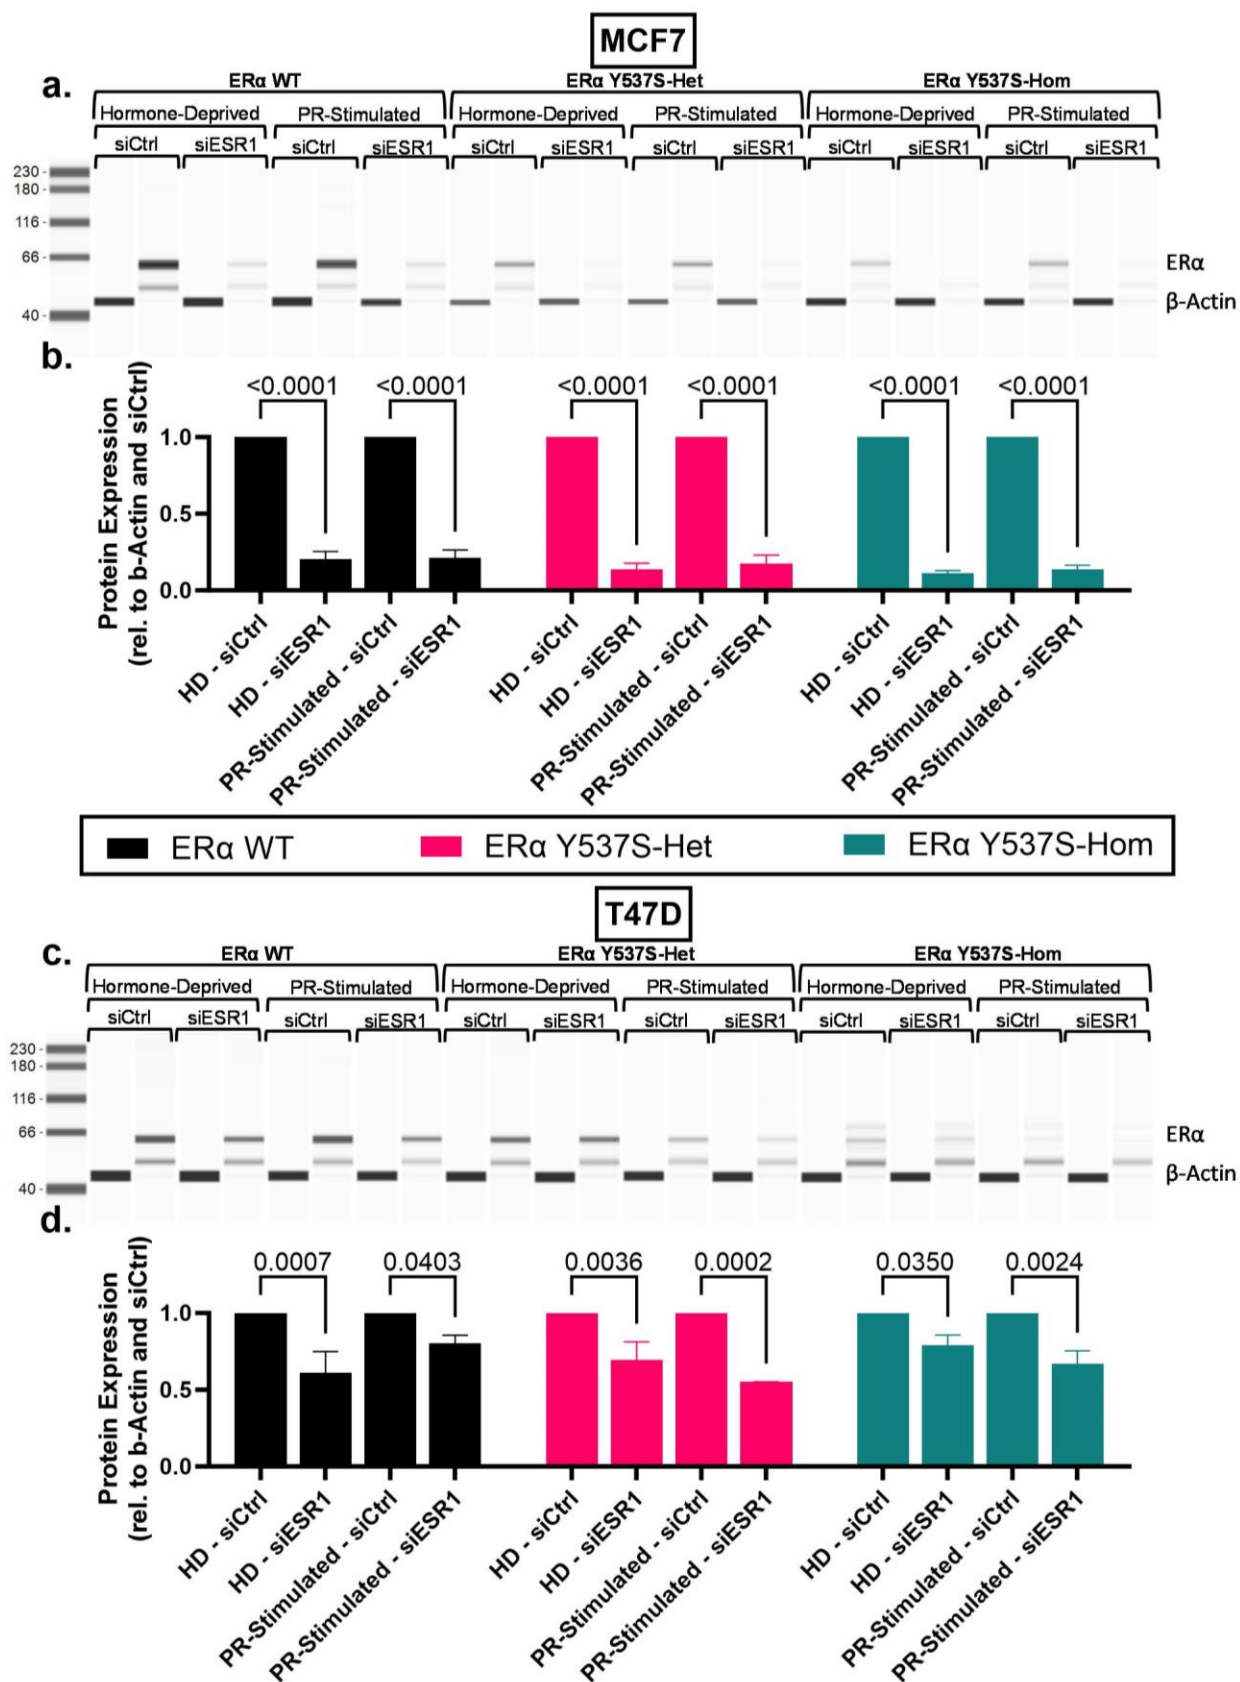

Supplementary Figure 7 Confirmation of ERα knockdown in a,b) MCF7 and c,d) T47D cell variants. **a,d.** Representative lane images from ProteinSimple WES quantification detecting ERα and β-actin loading control. **b,d.** Quantification of relative ERα expression in siCtrl and siESR1 samples, with normalization to β-actin

loading control and to paired siCtrl, in order to quantify the extent of ER α knockdown. Statistical significance was determined by two-way ANOVA with Tukey's multiple comparisons test. Data represents 3 replicates with error bars indicating standard error of the mean (SEM). P-values are indicated.

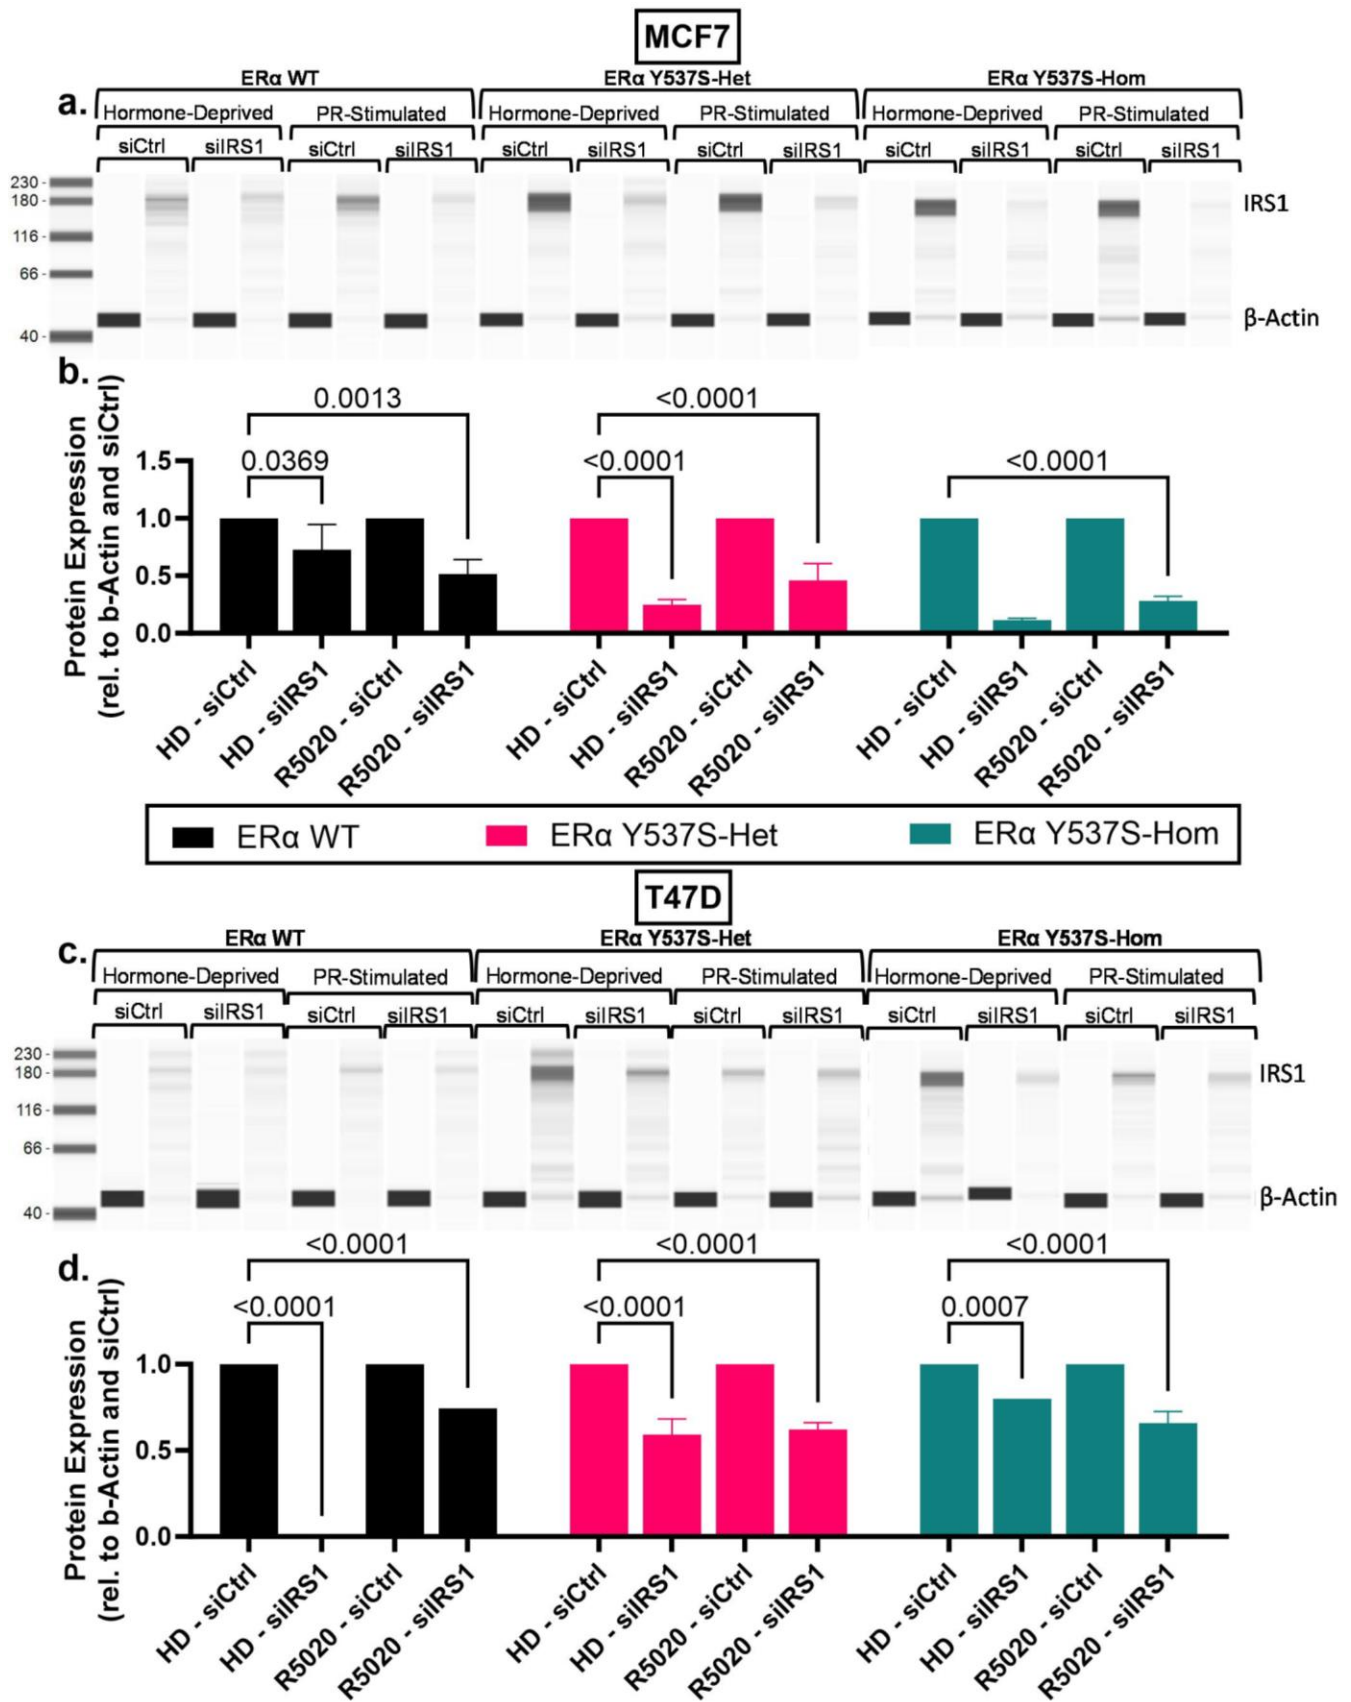

Supplementary Figure 8 Confirmation of IRS1 knockdown in **a,b**) MCF7 and **c,d**) T47D cell variants. **a,d**. Representative lane images from ProteinSimple WES quantification detecting IRS1 and β-actin loading control.

b,d. Quantification of relative IRS1 expression in siCtrl and siIRS1 samples, with normalization to β -actin loading control and to paired siCtrl, in order to quantify the extent of IRS1 knockdown. Statistical significance was determined by two-way ANOVA with Tukey's multiple comparisons test. Data represents 3 replicates with error bars indicating standard error of the mean (SEM). P-values are indicated.

Supplementary Table 1 IDs for publicly available, de-identified patient tumor datasets used in RNAseq analysis.

Patient Tumor RNAseq Dataset IDs

**MET500 ERα WT**	**MET500 ERα Y537S**	**POG570 ERα WT**	**POG570 ERα Y537S**
MO_1051-capt-SI_5093-D0VCEACXX	MO_1129-capt-SI_6222-D1RWDACXX	27216_P00991	18625_P00041
MO_1051-poly-SI_5091-D0VCEACXX	MO_1185-capt-SI_6794-H77P5ADXX	27219_P01009	19512_P00060
MO_1090-capt-SI_5612-D18NCACXX	MO_1305-capt-SI_7919-C4CRJACXX	27328_P01031	26054_P00903
MO_1107-capt-SI_5841-C19M0ACXX	MO_1355-capt-SI_8457-C4L7VACXX	27503_P01044	27329_P01026
MO_1107-poly-SI_5773-C19M0ACXX		28325_P01202	27765_P01093
MO_1126-capt-SI_6287-D1RTCACXX		30248_P01421	33154_P01932
MO_1159-capt-SI_6477-C1M1KACXX		30487_P01486	
MO_1159-poly-SI_6459-C1N0NACXX		30902_P01592	
MO_1213-capt-SI_7016-C26CMACXX		31042_P01615	
MO_1213-poly-SI_7008-C26CMACXX		31043_P01614	
MO_1237-capt-SI_7190-C245WACXX		31185_P01639	
MO_1237-poly-SI_7185-C245WACXX		31190_P01643	
MO_1239-capt-SI_7209-C245WACXX		32274_P01772	
MO_1239-poly-SI_7202-C245WACXX		32571_P01850	
MO_1247-capt-SI_7265-C25YAACXX		36621_P02129	
MO_1247-poly-SI_7235-C25YAACXX		37312_P02235	
MO_1288-capt-SI_7733-C32VAACXX		37365_P02247	
MO_1288-poly-SI_7729-C32VAACXX		38250_P02390	
MO_1289-capt-SI_7734-C32VAACXX		25483_P00631	
MO_1289-poly-SI_7730-C32VAACXX		25662_P00719	
MO_1292-capt-SI_7736-C32VAACXX		14231_A10982	
MO_1292-poly-SI_7732-C32VAACXX		15122_P00038	
MO_1298-capt-SI_7847-C3Y81ACXX		15227_T00056	
MO_1298-poly-SI_7820-C3Y81ACXX		20115_P00085	
MO_1324-capt-SI_8129-C4E6CACXX		21347_P00125	
MO_1324-poly-SI_8123-C4E6CACXX		21720_P02357	
MO_1335-capt-SI_8245-C471RANXX		22499_P00168	
MO_1335-poly-SI_8255-C471RANXX		22597_P00199	
MO_1359-capt-SI_8460-C4L7VACXX		23736_P00305	
MO_1359-poly-SI_8433-C4L7VACXX		25962_P00850	
MO_1364-capt-SI_8599-HAABDADXX		25984_P00893	
MO_1364-poly-SI_8568-HAABDADXX		27034_P00971	
MO_1411-capt-SI_9312-C5N2AANXX			
MO_1411-poly-SI_9307-HAKK6ADXX			
MO_1424-capt-SI_9381-C5N1GANXX			
MO_1424-poly-SI_9376-C5N1GANXX			
MO_1427-capt-SI_9477-C5N19ANXX			
MO_1427-poly-SI_9471-C5N19ANXX			
MO_1439-capt-SI_9741-C5N0KANXX			
MO_1439-poly-SI_9737-C5N0KANXX			
MO_1454-capt-SI_9940-C6EJUANXX			
MO_1454-poly-SI_9919-C6EJUANXX			
MO_1495-capt-SI_11221-C6UTYANXX			
MO_1495-poly-SI_11204-C6UYMANXX			
MO_1515-capt-SI_11438-HV7JNADXX			
MO_1515-poly-SI_11431-HVGHMADXX			
MO_1521-capt-SI_11539-C7GBMANXX			
MO_1521-poly-SI_11530-C7GBMANXX			
MO_1528-capt-SI_11541-C7GBMANXX			
MO_1528-poly-SI_11532-C7GBMANXX			
MO_1534-capt-SI_11904-C7F4VANXX			
MO_1536-capt-SI_11944-C7G8DANXX			

MO_1551-capt-SI_12338-C7FN8ANXX			
TP_2025-capt-SI_6023-D1EBEACXX			
TP_2025-poly-SI_6011-D1EBEACXX			
TP_2141-capt-SI_12056-H53C5ADXX			

Supplementary Table 2 Primer sequences used for ChIP-qPCR analysis of selected genomic regions.

**ChIP-qPCR Primers**	
**Primer Name**	**Primer Sequence (5' - 3')**
**R18S FWD**	GAGTGTTCAAAGCAGGTCCAA
**R18S REV**	CCTCTAGCGGTGCAATACAAA
**IRS1 ChIP 3 FWD**	ACATCCAAGAACTCTAGCAACAA
**IRS1 ChIP 3 REV**	GCTAGGTCATTGTACACCTCAA
**IRS1 TSS FWD**	CTGGAAGGAACAGAGGGACG
**IRS1 TSS REV**	GGACGTGAGACACTTCCTGG
**IRS1 Protein Coding FWD**	AGCTGTAGGAGAGCCTGGTA
**IRS1 Protein Coding REV**	CAACATCAACAAGCGGGCTG

Supplementary Table 3 Transcript IDs, average read counts, log2(FC), adjusted P-values, and gene information for all genes differentially expressed in cell lines expressing ER α Y537S, relative to ER α WT, filtered by Khushi et al. (2014) ER α -PR overlapping regulatory binding sites.

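Each line of the table is a transcript that the authors' DESeq2 comparison called between a pair of variants. It gives average counts for each group, fold change, standard error and adjusted p. A transcript was kept if its gene has an ERα site and a PR site that overlap in the binding data of Khushi et al. Transcripts of the same gene are listed apart, so the 115 MCF7 transcripts of Y537S-hom against ERα WT name 99 genes. Between Y537S-hom and Y537S-het, it lists 98 transcripts in MCF7 and 42 in T47D. DEGS2, FMN1, IRS1 and KCNK15 are each listed 0 times in the copy used here.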

RNA-seq Differentially Expressed Genes - Averages of triplicate data, log2(Fold Change), p-adj < 0.05 - Filtered for ER α -PR Shared Genomic Binding Sites

**MCF7 ERα Y537S-Het vs. ERα WT**												
Gene name	Transcript ID	Avg WT Veh	Avg WT R5020	Avg Het Veh	Avg Het R5020	log2(FC)	StdErr	P-adj	Chr	Start	End	Gene stable ID
ACOT4	ENST00000326303.4	1.3358	5.2223	0.5125	0.7354	-1.8518	0.4284	0.000459859	chr14	73591705	73596496	ENSG00000177465
ACSS3	ENST00000616449.1	4.0604	4.0431	0.0000	0.0000	-2.5152	0.4652	3.34769E-06	chr12	80936413	80940246	ENSG00000111058
ADAMTS19	ENST00000274487.9	8.1205	10.0361	3.6480	3.5423	-1.1233	0.3176	0.008082773	chr5	129460297	129738683	ENSG00000145808
AREG	ENST00000395748.8	1.3535	0.7494	10.8752	13.6347	2.8246	0.3692	2.56494E-12	chr4	74445135	74455005	ENSG00000109321
ARMCX6	ENST00000494624.1	0.0000	0.3271	1.4989	2.7069	1.9777	0.5148	0.002911515	chrX	101616861	101617914	ENSG00000198960
ARRB1	ENST00000420843.7	1.6176	3.9064	0.4708	1.8270	-1.4043	0.4613	0.033594398	chr11	75260121	75351661	ENSG00000137486
BLK	ENST00000526097.1	0.5275	0.3346	21.8657	18.0347	3.6048	0.3406	1.72377E-23	chr8	11560332	11564599	ENSG00000136573
CBR3	ENST00000290354.6	14.4483	14.6319	5.2526	6.5831	-1.3830	0.2170	1.40333E-08	chr21	36135078	36146562	ENSG00000159231
CEBPD	ENST00000408965.4	11.1955	16.5844	4.5320	3.5538	-1.0255	0.3204	0.022153286	chr8	47736912	47738164	ENSG00000221869
CGN	ENST00000271636.12	4.7970	5.0169	1.5181	1.6931	-1.3022	0.3883	0.014286958	chr1	151511386	151538692	ENSG00000143375
CLK3	ENST00000564353.5	6.2398	11.5363	2.9642	3.2641	-1.1698	0.3100	0.00372328	chr15	74598499	74608727	ENSG00000179335
CNTR0B	ENST00000574430.5	0.0000	0.0000	0.7174	0.3118	-1.6510	0.5037	0.018027191	chr17	7937203	7943599	ENSG00000170037
COL2A1	ENST00000465743.2	2.9880	2.9176	0.4932	0.0000	-1.5375	0.5121	0.03721522	chr12	48002621	48004362	ENSG00000139219
E2F6	ENST00000471343.5	0.0000	0.0000	155.3029	163.0902	7.9396	0.4165	2.18669E-77	chr2	11446196	11451696	ENSG00000169016
EGR3	ENST00000317216.3	1.0540	0.0000	7.1503	10.0040	1.5111	0.4248	0.007553961	chr8	22687658	22693480	ENSG00000179388
EHD4	ENST00000569223.1	9.2649	9.7980	4.2724	1.0916	-1.4816	0.3917	0.00361305	chr15	41941603	41972552	ENSG00000103966
FNDC3B	ENST00000494000.1	1.8987	0.6692	4.3878	5.0459	1.5305	0.4467	0.011432283	chr3	172329073	172335814	ENSG00000075420
FOXK2	ENST00000335255.10	1.0897	0.0000	4.2388	8.5883	1.3249	0.4416	0.037389279	chr17	82519731	82604602	ENSG00000141568
GIGYF2	ENST00000463554.5	12.6764	11.2104	1.0169	0.0000	-2.7257	0.4608	2.12968E-07	chr2	232697349	232771424	ENSG00000204120
GPC5	ENST00000377067.9	2.7606	2.0002	0.9752	1.3033	-1.3988	0.4817	0.04746807	chr13	91398620	92867237	ENSG00000179399
GRIK3	ENST00000373091.8	0.0000	0.6542	3.9922	2.7069	2.1311	0.4592	0.000119401	chr1	36795526	37034515	ENSG00000163873
KCNH7	ENST00000477019.1	1.5815	0.9813	2.7592	5.7033	1.5306	0.3938	0.002498764	chr2	162501984	162528360	ENSG00000184611
ONECUT1	ENST00000305901.7	1.0720	1.0038	6.1109	3.1640	1.1117	0.3587	0.029006302	chr15	52755052	52790336	ENSG00000169856
RPL31	ENST00000264258.8	10.5844	9.2879	5.8675	3.5201	-1.0756	0.2884	0.004324937	chr2	101002288	101007267	ENSG00000071082
THBS1	ENST00000260356.6	1.8817	4.5531	11.2244	19.7947	1.3747	0.3105	0.000297762	chr15	39581078	39599466	ENSG00000137801
TMEM45B	ENST00000281441.8	13.7458	7.4857	5.5793	2.7962	-1.2012	0.2770	0.000437465	chr11	129815847	129860003	ENSG00000151715

**MCF7 ERα Y537S-Hom vs. ERα WT**												
Gene name	Transcript ID	Avg WT Veh	Avg WT R5020	Avg Hom Veh	Avg Hom R5020	log2(FC)	StdErr	P-adj	Chr	Start	End	Gene stable ID
ACOT2	ENST00000238651.9	0.0000	0.0000	2.3982	2.1306	2.4085	0.5232	3.07421E-05	chr14	73569058	73575653	ENSG00000119673
ACOT2	ENST00000538782.2	0.0000	0.0000	5.7451	6.5481	3.9774	0.4910	1.08073E-14	chr14	73567619	73575653	ENSG00000119673
ACOT6	ENST00000381139.1	1.5809	0.6542	0.6496	0.0000	-2.3079	0.4848	1.49471E-05	chr14	73616843	73619888	ENSG00000205669
AKAP9	ENST00000394534.6	3.5149	5.5645	1.5100	0.0000	-1.1939	0.4475	0.027195958	chr7	92070137	92109061	ENSG00000127914
AREG	ENST00000395748.8	1.3535	0.7494	41.6130	22.1357	4.1552	0.3608	4.64013E-29	chr4	74445135	74455005	ENSG00000109321
ARID1B	ENST00000346085.10	0.8266	0.3346	2.1617	2.6780	1.0992	0.4341	0.038104251	chr6	156776019	157210779	ENSG00000049618
ARMCX1	ENST00000372829.8	0.0000	0.0000	3.1020	3.4661	2.4702	0.5233	1.79979E-05	chrX	101550546	101554700	ENSG00000126947
ARMCX6	ENST00000494624.1	0.0000	0.3271	1.0106	1.2834	1.3510	0.5184	0.031718644	chrX	101616861	101617914	ENSG00000198960
ARRDC4	ENST00000268042.7	3.7790	5.8991	3.1723	1.0358	-1.2177	0.4258	0.016275243	chr15	97960702	97973833	ENSG00000140450
ASAP1	ENST00000520625.1	3.3058	1.7383	12.4721	11.0399	2.2251	0.3376	5.75828E-10	chr8	130360688	130401915	ENSG00000153317
ATXN7	ENST00000487717.5	1.3541	7.0696	14.2814	10.2901	1.6560	0.2884	9.57801E-08	chr3	63911928	64000207	ENSG00000163635
AVIL	ENST00000546952.1	34.8384	30.7438	12.8471	15.7229	-1.2610	0.1831	8.27566E-11	chr12	57797375	57800653	ENSG00000135407
AVIL	ENST00000551248.1	3.4632	7.4857	1.8007	0.7429	-1.7664	0.4287	0.000236331	chr12	57797777	57801417	ENSG00000135407
BAIAP2	ENST00000321300.10	9.3873	8.2991	4.3470	1.0111	-1.6026	0.3225	5.54751E-06	chr17	81035161	81117432	ENSG00000175866
BCAS1	ENST00000448484.5	1.3181	0.0000	3.3108	4.2159	1.8787	0.4840	0.000596812	chr20	53936776	54028700	ENSG00000064787
BCAS4	ENST00000371608.6	1.0897	1.4037	2.9679	2.7377	1.2700	0.4679	0.023969677	chr20	50794993	50882676	ENSG00000124243
BCL10	ENST00000648566.1	0.0000	1.0766	0.3429	2.0785	1.8197	0.5208	0.00238466	chr1	85265775	85276632	ENSG00000142867

BCL2L11	ENST00000432179.1	1.3715	0.7494	4.7185	5.5233	1.5184	0.4290	0.002042586	chr2	111119377	111124112	ENSG00000153094
BMP7	ENST00000395863.8	0.5272	0.9888	5.1914	3.3894	1.9090	0.4437	0.00011284	chr20	57168752	57266641	ENSG00000101144
BNIP3	ENST00000540159.3	3.1814	6.2112	17.1821	13.4532	1.2021	0.2622	3.33588E-05	chr10	131968227	131981923	ENSG00000176171
BRWD1	ENST00000333229.6	4.5699	7.2652	0.0000	1.5654	-1.6931	0.3997	0.000148591	chr21	39184175	39313819	ENSG00000185658
C19orf33	ENST00000588605.5	0.0000	1.0766	5.7952	7.4029	1.3629	0.4277	0.006437045	chr19	38304163	38305006	ENSG00000167644
C2orf49	ENST00000258457.7	1.6349	0.6617	0.3951	0.4953	-1.3505	0.4856	0.02015496	chr2	105337539	105349211	ENSG00000135974
CACNG4	ENST00000262138.4	0.0000	0.0000	39.5959	32.0573	5.1783	0.4233	1.07113E-32	chr17	66964706	67033398	ENSG00000075461
CALM2	ENST00000668667.1	1.0900	0.0000	2.8454	2.4969	1.2143	0.4978	0.047101729	chr2	47160204	47175539	ENSG00000143933
CAPN7	ENST00000463417.5	2.1984	2.8148	3.5312	1.0358	-1.0863	0.4137	0.030240093	chr3	15245886	15252302	ENSG00000131375
CCNI	ENST00000515790.1	2.3915	5.3740	0.0000	0.0000	-2.9969	0.4947	1.5396E-08	chr4	77066164	77075620	ENSG00000118816
CDH13	ENST00000567109.6	105.6746	105.3866	361.9670	343.3517	2.2143	0.1336	1.28478E-59	chr16	82626968	83800640	ENSG00000140945
CDK6	ENST00000265734.8	0.0000	0.0000	1.3876	2.2142	1.8748	0.5107	0.001293828	chr7	92604920	92833917	ENSG00000105810
CEBPB	ENST00000303004.5	12.4307	11.4560	49.0640	41.7747	1.4843	0.1958	5.89946E-13	chr20	50190829	50192668	ENSG00000172216
CGN	ENST00000502442.1	0.0000	0.3346	5.2681	4.3270	2.1083	0.4780	7.15456E-05	chr1	151510935	151519029	ENSG00000143375
CHDH	ENST00000315251.11	105.9708	103.0949	25.7876	18.8508	-2.2015	0.1703	1.80071E-36	chr3	53812334	53846419	ENSG00000016391
CHI3L2	ENST00000445067.6	0.8086	1.3234	4.5779	2.8626	1.1065	0.4565	0.04875356	chr1	111200770	111243439	ENSG00000064886
CHKA	ENST00000265689.9	6.6977	10.7718	0.6858	0.4953	-3.2454	0.3755	1.24946E-16	chr11	68052858	68121388	ENSG00000110721
CKAP4	ENST00000378026.5	6.6416	8.5622	11.1026	12.0681	1.0307	0.2595	0.000421681	chr12	106237880	106248020	ENSG00000136026
CLDN9	ENST00000445369.3	0.0000	0.0000	0.9925	2.6602	1.6548	0.5227	0.006836928	chr16	3012922	3014505	ENSG00000213937
CMTM6	ENST00000205636.4	7.4699	4.4729	1.3173	1.7856	-1.3859	0.3333	0.000203012	chr3	32481311	32502852	ENSG00000091317
CMTM7	ENST00000487007.1	676.8133	641.1126	261.5378	295.4236	-1.1892	0.0648	5.33891E-73	chr3	32449514	32483067	ENSG00000153551
CMYA5	ENST00000446378.3	0.0000	0.6542	2.5568	3.8043	1.6563	0.5267	0.007288952	chr5	79689835	79800222	ENSG00000164309
CNTROB	ENST00000571632.5	0.0000	0.6542	0.0000	0.2929	-1.4794	0.4996	0.012371218	chr17	7934528	7949578	ENSG00000170037
CNTROB	ENST00000573862.1	0.7906	0.6617	5.7632	4.0692	-1.2492	0.4466	0.019275112	chr17	7945330	7947722	ENSG00000170037
CNTROB	ENST00000574430.5	0.0000	0.0000	0.7199	1.5517	-1.3856	0.4998	0.020568296	chr17	7937203	7943599	ENSG00000170037
CNTROB	ENST00000576922.5	0.2638	1.0766	1.6783	1.8377	-1.2708	0.4645	0.02266576	chr17	7937202	7947685	ENSG00000170037
COL18A1	ENST00000651438.1	0.5629	0.3346	2.2139	2.3920	1.4333	0.5070	0.017790243	chr21	45405164	45513720	ENSG00000182871
DDIT4	ENST00000307365.4	1.3181	0.6692	2.1075	4.0417	1.3285	0.4525	0.013227091	chr10	72273923	72276036	ENSG00000168209
DLX1	ENST00000409492.1	0.0000	0.0000	0.6496	4.0204	1.8849	0.5264	0.001774735	chr2	172085556	172087138	ENSG00000144355
DLX1	ENST00000550686.1	0.0000	0.3271	0.6677	2.9571	1.6066	0.5270	0.009657051	chr2	172087366	172088373	ENSG00000144355
DSP	ENST00000379802.8	12.7454	18.9254	32.8733	36.2086	1.0029	0.2574	0.000563596	chr6	7541670	7586714	ENSG00000096696
EBNA1BP2	ENST00000461557.2	1.3538	2.6619	6.5874	6.6600	1.8470	0.3695	4.83399E-06	chr1	43171609	43270936	ENSG00000117395
ECI1	ENST00000301729.9	0.7906	3.1645	4.7526	6.7896	1.7721	0.3899	3.97752E-05	chr16	2239401	2251587	ENSG00000167969
EGR3	ENST00000317216.3	1.0540	0.0000	8.8471	5.4190	1.0811	0.4265	0.037876847	chr8	22687658	22693480	ENSG00000179388
EHD4	ENST00000220325.9	8.6476	14.5790	2.8294	1.7993	-1.0328	0.3500	0.012701351	chr15	41895932	41972557	ENSG00000103966
EHD4	ENST00000569223.1	9.2649	9.7980	0.3429	1.5201	-2.4775	0.4205	4.06934E-08	chr15	41941603	41972552	ENSG00000103966
EN2	ENST00000297375.4	5.7137	3.0617	1.7485	2.2211	-1.1287	0.4023	0.018851802	chr7	155458128	155464831	ENSG00000164778
EPHA4	ENST00000409938.5	0.0000	0.0000	2.2299	2.6465	2.4460	0.5176	1.76255E-05	chr2	221425900	221574202	ENSG00000116106
EPHA4	ENST00000434266.1	0.0000	0.6542	6.0072	5.1955	2.9105	0.4748	1.00738E-08	chr2	221564278	221574158	ENSG00000116106
ERRFI1	ENST00000474874.5	2.1077	2.0879	0.0000	0.0000	-1.4584	0.5256	0.020459986	chr1	8004403	8026283	ENSG00000116285
ESR1	ENST00000338799.9	0.2814	0.0000	2.0191	0.8334	1.4028	0.5276	0.027853021	chr6	151804430	152099053	ENSG00000091831
FNDC3B	ENST00000494000.1	1.8987	0.6692	0.0000	0.0000	-1.5966	0.5051	0.00693284	chr3	172329073	172335814	ENSG00000075420
GIGYF2	ENST00000463554.5	12.6764	11.2104	2.5206	0.5858	-2.1693	0.4449	8.71092E-06	chr2	232697349	232771424	ENSG00000204120
GPC5	ENST00000377067.9	2.7606	2.0002	0.0000	0.0000	-2.8082	0.5046	2.5625E-07	chr13	91398620	92867237	ENSG00000179399
GRIK3	ENST00000373091.8	0.0000	0.6542	8.9792	6.2628	3.1151	0.4481	5.27765E-11	chr1	36795526	37034515	ENSG00000163873
HDAC11	ENST00000433119.5	0.5629	1.0841	5.4906	2.9256	1.3236	0.4836	0.02259171	chr3	13479723	13505334	ENSG00000163517
HSPB1	ENST00000447574.1	0.0000	0.0000	2.0392	2.3330	1.6408	0.5262	0.007877338	chr7	76302687	76304260	ENSG00000106211
IGFBP5	ENST00000233813.5	85.1076	119.3331	15.2770	9.7847	-2.8903	0.2565	7.59561E-28	chr2	216672104	216695549	ENSG00000115461
ITIH6	ENST00000218436.7	0.0000	0.0000	9.5404	7.9373	3.7328	0.4958	8.77459E-13	chrX	54748917	54798255	ENSG00000102313
KCNAB2	ENST00000378111.6	1.3535	0.6542	0.0000	0.0000	-1.4467	0.5245	0.021392093	chr1	5991319	6090446	ENSG00000069424
KCNK2	ENST00000287042.5	0.2634	0.0000	1.5281	2.6533	1.5113	0.5250	0.015520753	chr8	98426957	98432853	ENSG00000156486
KLHL11	ENST00000319121.4	1.1077	2.7346	0.7902	0.5858	-1.4743	0.4899	0.010801448	chr17	41848517	41865423	ENSG00000178502
LETM1	ENST00000302787.3	49.9933	64.0040	10.4912	8.6652	-2.1877	0.1816	9.90391E-32	chr4	1811478	1856156	ENSG00000168924
LGALS2	ENST00000215886.6	10.4460	11.7681	2.1255	1.5763	-2.7335	0.3637	9.57688E-13	chr22	37570247	37580087	ENSG00000100079
LRRC34	ENST00000522596.6	16.1366	16.6634	8.7045	8.1005	-1.1014	0.2114	1.67233E-06	chr3	169793472	169812690	ENSG00000171757
LRRC4	ENST00000249363.4	0.5452	0.0000	2.3640	1.6668	1.4512	0.5109	0.017157181	chr7	128027070	128031437	ENSG00000128594
MAN1A2	ENST00000356554.7	10.5837	7.7326	26.3882	25.5893	1.3878	0.2493	2.5424E-07	chr1	117367448	117528872	ENSG00000198162

MAP3K1	ENST00000399503.4	1.6169	0.3271	3.3545	5.3636	1.5486	0.4242	0.001389286	chr5	56815548	56896152	ENSG00000095015
MARCKS	ENST00000612661.2	21.9410	17.5270	110.8259	104.1928	2.4142	0.1772	2.03809E-40	chr6	113857344	113863475	ENSG00000277443
MED13L	ENST00000548743.2	1.6709	1.6356	0.0000	0.0000	-1.5336	0.5279	0.014396804	chr12	115991679	116276759	ENSG00000123066
MED13L	ENST00000650375.1	1.3535	2.5027	0.0000	0.0000	-2.2721	0.5136	6.7456E-05	chr12	116237498	116276295	ENSG00000123066
NDUFB9	ENST00000517830.1	4.3238	9.1927	48.1089	51.4191	2.9970	0.2136	7.3485E-43	chr8	124549773	124552318	ENSG00000147684
NDUFB9	ENST00000522532.6	4.7637	3.1495	34.2236	20.8423	2.6115	0.2575	1.1787E-22	chr8	124539139	124580648	ENSG00000147684
NUAK1	ENST00000261402.6	0.5452	3.8839	5.7110	5.4609	1.1540	0.4247	0.023822259	chr12	106063339	106140033	ENSG00000074590
ONECUT1	ENST00000305901.7	1.0720	1.0038	13.9184	6.1126	1.6186	0.3502	2.82584E-05	chr15	52755052	52790336	ENSG00000169856
PGR	ENST00000325455.10	0.0000	0.0000	8.7663	9.6975	2.1964	0.4296	2.74075E-06	chr11	101029623	101129813	ENSG00000082175
PIK3R1	ENST00000521381.6	0.2634	0.6617	2.7752	2.9187	1.1899	0.4849	0.045611304	chr5	68215755	68301821	ENSG00000145675
PIM3	ENST00000360612.5	2.1614	2.4075	8.3295	4.1913	1.0162	0.3283	0.008426218	chr22	49960771	49964072	ENSG00000198355
PLEKHH2	ENST00000405000.6	0.0000	0.0000	9.3807	9.2681	3.8199	0.4969	2.21709E-13	chr2	43637307	43765792	ENSG00000152527
PPFIA1	ENST00000389547.7	2.3908	2.4000	0.6677	2.4166	-1.1052	0.4064	0.036871141	chr11	70270716	70378580	ENSG00000131626
PPFIA1	ENST00000530548.5	17.2797	20.5698	1.8188	6.9254	-1.7726	0.2426	4.39528E-12	chr11	70364341	70384394	ENSG00000131626
PPP1R3B	ENST00000310455.4	3.2712	1.8335	1.8529	1.0879	-1.3698	0.5050	0.024102787	chr8	9136254	9150658	ENSG00000173281
PREX1	ENST00000371941.4	18.1117	21.4947	8.6022	5.8581	-1.0134	0.2760	0.001293828	chr20	48624251	48827999	ENSG00000124126
RBPMS	ENST00000520916.1	0.5629	1.6506	3.8805	1.7993	1.1796	0.4725	0.041409126	chr8	30564049	30570994	ENSG00000157110
SHANK2	ENST00000445654.2	0.5268	0.0000	7.9686	3.3022	2.4513	0.4899	4.71696E-06	chr11	70566386	70659910	ENSG00000162105
SHC3	ENST00000375835.9	6.8931	4.1458	0.3429	0.2545	-2.5879	0.4707	3.68395E-07	chr9	89005770	89178818	ENSG00000148082
SLFNL1	ENST00000359345.5	3.1808	0.9888	1.3173	1.0948	-1.8763	0.4332	0.000100214	chr1	41015596	41023237	ENSG00000171790
SNTB1	ENST00000395601.7	2.1257	2.0729	0.7380	1.3287	-1.3325	0.4239	0.00731857	chr8	120535744	120813273	ENSG00000172164
SNTB1	ENST00000520717.1	2.1804	2.7496	0.3951	0.8019	-1.3546	0.4715	0.015732672	chr8	120811758	120812852	ENSG00000172164
TAX1BP1	ENST00000460059.1	4.7803	6.9756	30.1684	30.9073	2.2621	0.2688	8.36936E-16	chr7	27828699	27833151	ENSG00000106052
TAX1BP1	ENST00000488564.2	4.2705	1.7308	13.5947	11.0605	1.9255	0.3371	1.12819E-07	chr7	27827800	27844564	ENSG00000106052
TBC1D16	ENST00000310924.7	0.2634	1.9927	4.5779	5.3458	1.3333	0.3992	0.003984595	chr17	79932342	80035872	ENSG00000167291
TBC1D30	ENST00000434563.3	0.0000	0.0000	2.6708	0.7429	1.3348	0.5113	0.031353852	chr12	64759520	64779318	ENSG00000111490
TCEA3	ENST00000450454.7	3.7073	0.9888	0.0000	0.0000	-2.4448	0.4950	6.41317E-06	chr1	23380908	23424748	ENSG00000204219
THBS1	ENST00000260356.6	1.8817	4.5531	64.9251	54.5947	3.0747	0.3012	6.1117E-23	chr15	39581078	39599466	ENSG00000137801
THBS1	ENST00000466755.1	0.0000	0.0000	0.6677	1.8446	1.8091	0.5185	0.002423013	chr15	39587451	39588472	ENSG00000137801
THBS1	ENST00000490247.1	0.0000	0.0000	3.0136	2.0017	1.6651	0.5277	0.007047706	chr15	39588847	39589843	ENSG00000137801
THBS1	ENST00000560894.1	0.2638	0.0000	3.7878	7.0991	2.9364	0.4955	3.34614E-08	chr15	39590927	39591618	ENSG00000137801
THSD4	ENST00000355327.7	0.5449	0.0000	2.4162	2.3330	1.8990	0.5038	0.000907496	chr15	71096951	71783383	ENSG00000187720
TLE1	ENST00000376499.8	4.0254	4.0506	10.5936	10.7923	1.5702	0.3207	7.90401E-06	chr9	81583682	81689547	ENSG00000196781
TMEM45B	ENST00000281441.8	13.7458	7.4857	3.5834	2.9640	-1.1070	0.2710	0.000271947	chr11	129815847	129860003	ENSG00000151715
TNFRSF21	ENST00000296861.2	0.5629	0.9813	8.0047	4.8752	2.1105	0.4760	6.46641E-05	chr6	47231531	47309905	ENSG00000146072
TSHZ2	ENST00000371497.10	4.0614	6.0445	20.1107	31.4548	2.3513	0.3158	1.61043E-12	chr20	52972357	53495330	ENSG00000182463
TSPAN14	ENST00000265450.5	4.0974	2.8298	0.3248	0.0000	-2.0836	0.5025	0.000212664	chr10	80515466	80519635	ENSG00000108219
TTC39A	ENST00000262676.9	11.7091	14.0879	37.4730	41.5785	1.1673	0.1665	3.504E-11	chr1	51297217	51331346	ENSG00000085831
USP3	ENST00000561381.5	1.0904	1.9777	5.8591	5.4226	1.6301	0.4413	0.00119288	chr15	63587969	63591003	ENSG00000140455
VMP1	ENST00000592790.1	0.0000	0.3271	0.7902	2.3014	1.8473	0.5080	0.00145838	chr17	59837930	59842255	ENSG00000062716
ZNF710	ENST00000268154.9	66.3913	88.0217	30.0920	37.0969	-1.1435	0.1220	1.88226E-19	chr15	90001323	90082191	ENSG00000140548

MCF7 ERα Y537S-Hom vs. ERα Y537S-Het

Gene name	Transcript ID	Avg Het Veh	Avg Het R5020	Avg Hom Veh	Avg Hom R5020	log2(FC)	StdErr	P-adj	Chr	Start	End	Gene stable ID
ACOT2	ENST00000238651.9	0.0000	0.0000	2.3982	2.1306	2.4285	0.5232	8.20684E-05	chr14	73569058	73575653	ENSG00000119673
ACOT2	ENST00000538782.2	0.0000	0.0000	5.7451	6.5481	3.9982	0.4905	2.31649E-14	chr14	73567619	73575653	ENSG00000119673
ACOT4	ENST00000326303.4	0.5125	0.7354	1.3876	3.8709	1.3977	0.4330	0.017956738	chr14	73591705	73596496	ENSG00000177465
ACOT6	ENST00000381139.1	3.2717	2.6287	0.6496	0.0000	-2.1014	0.4864	0.000329143	chr14	73616843	73619888	ENSG00000205669
ACOX1	ENST00000293217.10	4.5544	1.8048	0.7380	1.2656	-1.4211	0.4383	0.017128979	chr17	75941506	75979166	ENSG00000161533
ACSF3	ENST00000393145.5	3.0667	3.3084	10.5574	11.3636	1.3161	0.3622	0.004694778	chr16	89147566	89154586	ENSG00000176715
ACSS3	ENST00000616449.1	0.0000	0.0000	3.4609	5.8237	2.9181	0.4581	7.56254E-09	chr12	80936413	80940246	ENSG00000111058
ACTR6	ENST00000553038.5	6.8316	7.1404	1.1330	0.9974	-1.4334	0.3640	0.001528672	chr12	100199864	100241865	ENSG00000075089
ADAMTS19	ENST00000274487.9	3.6480	3.5423	8.4159	5.9417	1.0783	0.3154	0.009817352	chr5	129460297	129738683	ENSG00000145808
ADAP2	ENST00000583688.1	4.8122	7.0518	2.7410	2.0050	-1.1149	0.3707	0.034792162	chr17	30906343	30921760	ENSG00000184060
AKAP9	ENST00000394534.6	2.6375	5.9604	1.5100	0.0000	-1.4235	0.4436	0.019004674	chr7	92070137	92109061	ENSG00000127914
ANKRD11	ENST00000644045.1	0.2770	0.7354	3.2947	2.9846	1.5884	0.4967	0.019705351	chr16	89301323	89490319	ENSG00000167522

AREG	ENST00000395748.8	10.8752	13.6347	41.6130	22.1357	1.3306	0.2702	2.21092E-05	chr4	74445135	74455005	ENSG00000109321
ARHGEF17	ENST00000263674.4	2.0530	1.9493	6.1583	4.6934	1.2895	0.4198	0.028813858	chr11	73308275	73369388	ENSG00000110237
ARMCX1	ENST00000372829.8	0.0000	0.0000	3.1020	3.4661	2.4902	0.5233	4.80897E-05	chrX	101550546	101554700	ENSG00000126947
ASAP1	ENST00000520625.1	1.0361	0.9914	12.4721	11.0399	2.6874	0.3551	2.09572E-12	chr8	130360688	130401915	ENSG00000153317
ATXN7	ENST00000487717.5	3.4014	5.7370	14.2814	10.2901	1.7491	0.2892	5.34826E-08	chr3	63911928	64000207	ENSG00000163635
BAIAP2	ENST00000321300.10	15.6266	20.6089	4.3470	1.0111	-2.4758	0.3134	1.6807E-13	chr17	81035161	81117432	ENSG00000175866
BBIP1	ENST00000422050.1	8.2552	4.3778	3.4971	0.7882	-1.4956	0.3669	0.000895747	chr10	110906478	110919167	ENSG00000214413
BBIP1	ENST00000605265.1	38.1835	39.9037	12.3220	9.7742	-1.5779	0.2051	8.22132E-13	chr10	110900233	110904945	ENSG00000214413
BCL2L11	ENST00000432179.1	3.8754	1.4150	4.7185	5.5233	1.2438	0.4198	0.039588555	chr2	111119377	111124112	ENSG00000153094
BLK	ENST00000526097.1	21.8657	18.0347	1.1150	0.2545	-4.4665	0.3826	2.55761E-29	chr8	11560332	11564599	ENSG00000136573
BMP7	ENST00000395863.8	0.7703	0.6796	5.1914	3.3894	2.1229	0.4471	5.03705E-05	chr20	57168752	57266641	ENSG00000101144
BNIP3	ENST00000540159.3	6.8844	6.4389	17.1821	13.4532	1.2529	0.2618	4.24082E-05	chr10	131968227	131981923	ENSG00000176171
BR13	ENST00000539286.5	84.6725	89.2720	42.6951	46.6181	-1.0451	0.0946	3.00817E-26	chr7	98281666	98292963	ENSG00000164713
BRWD1	ENST00000333229.6	4.7786	4.7010	0.0000	1.5654	-1.5405	0.4012	0.002221352	chr21	39184175	39313819	ENSG00000185658
C19orf33	ENST00000588605.5	0.5541	0.7797	5.7952	7.4029	2.1368	0.4453	4.00314E-05	chr19	38304163	38305006	ENSG00000167644
CACNG4	ENST00000262138.4	0.0000	0.0000	39.5959	32.0573	5.6928	0.4414	8.91273E-36	chr17	66964706	67033398	ENSG00000075461
CALM2	ENST00000668667.1	0.2354	0.9355	2.8454	2.4969	1.5418	0.5011	0.02845024	chr2	47160204	47175539	ENSG00000143933
CBR3	ENST00000290354.6	5.2526	6.5831	19.6028	17.7027	1.4352	0.2141	8.94334E-10	chr21	36135078	36146562	ENSG00000159231
CCDC88C	ENST00000334448.5	0.7062	1.7711	0.0000	0.2929	-1.6196	0.5157	0.023427311	chr14	91273468	91283623	ENSG00000015133
CCNI	ENST00000515790.1	3.2300	2.8627	0.0000	0.0000	-2.3639	0.4992	5.36372E-05	chr4	77066164	77075620	ENSG00000118816
CDH13	ENST00000567109.6	71.7092	53.5944	361.9670	343.3517	2.6425	0.1364	9.77108E-81	chr16	82626968	83800640	ENSG00000140945
CDK6	ENST00000265734.8	0.4820	0.0000	1.3876	2.2142	1.6363	0.5085	0.01850779	chr7	92604920	92833917	ENSG00000105810
CEBPB	ENST00000303004.5	14.7650	23.1586	49.0640	41.7747	1.3254	0.1927	2.78921E-10	chr20	50190829	50192668	ENSG00000172216
CEBPD	ENST00000408965.4	4.5320	3.5538	9.7086	8.4662	1.0975	0.3168	0.008418812	chr8	47736912	47738164	ENSG00000221869
CGN	ENST00000271636.12	1.5181	1.6931	8.9068	3.6055	1.5191	0.3822	0.001328792	chr1	151511386	151538692	ENSG00000143375
CGN	ENST00000502442.1	0.7479	1.4708	5.2681	4.3270	1.7071	0.4659	0.004222911	chr1	151510935	151519029	ENSG00000143375
CHDH	ENST00000315251.11	74.1569	86.9756	25.7876	18.8508	-1.7395	0.1721	5.06516E-22	chr3	53812334	53846419	ENSG00000163911
CHKA	ENST00000265689.9	10.8430	11.5076	0.6858	0.4953	-3.2733	0.3745	1.81442E-16	chr11	68052858	68121388	ENSG00000110721
CHPT1	ENST00000546873.1	3.5518	1.8048	0.3429	0.5474	-1.8549	0.4874	0.002513776	chr12	101726322	101744140	ENSG00000111666
CLDN9	ENST00000445369.3	0.0000	0.0000	0.9925	2.6602	1.6708	0.5227	0.019775166	chr16	3012922	3014505	ENSG00000213937
CMTM6	ENST00000205636.4	5.7314	7.3521	1.3173	1.7856	-1.4497	0.3312	0.000260307	chr3	32481311	32502852	ENSG00000091317
CMTM7	ENST00000487007.1	623.7505	601.7619	261.5378	295.4236	-1.0775	0.0650	5.17063E-59	chr3	32449514	32483067	ENSG00000153551
CMYA5	ENST00000446378.3	0.0000	0.0000	2.5568	3.8043	1.7969	0.5266	0.010013878	chr5	79689835	79800222	ENSG00000164309
COL18A1	ENST00000473212.1	5.1228	4.1438	2.0733	1.8830	-1.2666	0.3266	0.001916152	chr21	45506018	45512567	ENSG00000182871
COL18A1	ENST00000651438.1	0.0000	0.9355	2.2139	2.3920	1.8689	0.5110	0.004318343	chr21	45405164	45513720	ENSG00000182871
DLX1	ENST00000409492.1	0.0000	0.0000	0.6496	4.0204	1.9019	0.5264	0.005044779	chr2	172085556	172087138	ENSG00000144355
E2F6	ENST00000471343.5	155.3029	163.0902	0.0000	0.0000	-8.0530	0.4159	1.32124E-80	chr2	11446196	11451696	ENSG00000169016
E2F6	ENST00000498701.1	3.2443	0.7576	0.0000	0.0000	-1.8111	0.5270	0.009225521	chr2	11457010	11466158	ENSG00000169016
ECI1	ENST00000301729.9	1.7150	3.1524	4.7526	6.7896	1.2936	0.3728	0.008262349	chr16	2239401	2251587	ENSG00000167969
EPHA4	ENST00000409938.5	0.2354	0.0000	2.2299	2.6465	2.2158	0.5173	0.000385052	chr2	221425900	221574202	ENSG00000116106
EPHA4	ENST00000434266.1	0.0000	0.3677	6.0072	5.1955	3.1998	0.4786	9.9303E-10	chr2	221564278	221574158	ENSG00000116106
FBXO2	ENST00000465901.1	0.0000	0.0000	1.7646	4.1913	1.5402	0.5003	0.028294466	chr1	11650546	11655785	ENSG00000116661
FNDC3B	ENST00000494000.1	4.3878	5.0459	0.0000	0.0000	-3.1272	0.4855	4.80027E-09	chr3	172329073	172335814	ENSG00000075420
FOXK2	ENST00000335255.10	4.2388	8.5883	1.0106	1.2725	-2.1877	0.4573	4.29157E-05	chr17	82519731	82604602	ENSG00000141568
IGFBP5	ENST00000233813.5	88.3421	122.9572	15.2770	9.7847	-2.9172	0.2566	8.18841E-28	chr2	216672104	216695549	ENSG00000115461
ITGB1	ENST00000439974.3	0.7703	0.7797	3.5131	4.5747	1.5020	0.4446	0.011197844	chr10	32958485	32960503	ENSG00000150093
ITIH6	ENST00000218436.7	0.0000	0.7354	9.5404	7.9373	3.4753	0.4923	8.0841E-11	chrX	54748917	54798255	ENSG00000102313
KCNS2	ENST00000287042.5	0.7591	0.0000	1.5281	2.6533	1.5388	0.5248	0.043021174	chr8	98426957	98432853	ENSG00000156486
LETM1	ENST00000302787.3	49.9237	59.0399	10.4912	8.6652	-2.1806	0.1816	5.07104E-31	chr4	1811478	1856156	ENSG00000168924
LGALS2	ENST00000215886.6	12.7612	13.0112	2.1255	1.5763	-2.3330	0.3668	7.96498E-09	chr22	37570247	37580087	ENSG00000100079
LRRC34	ENST00000522596.6	18.0734	21.2536	8.7045	8.1005	-1.2601	0.2083	5.31338E-08	chr3	169793472	169812690	ENSG00000171757
MAN1A2	ENST00000356554.7	7.1327	10.1030	26.3882	25.5893	1.2019	0.2449	2.39557E-05	chr1	117367448	117528872	ENSG00000198162
MAP3K1	ENST00000399503.4	1.2411	0.3677	3.3545	5.3636	2.5653	0.4539	5.12681E-07	chr5	56815548	56896152	ENSG00000095015
MARCKS	ENST00000612661.2	21.6481	21.1103	110.8259	104.1928	2.1553	0.1730	2.19729E-33	chr6	113857344	113863475	ENSG00000277443
NDUFB9	ENST00000517830.1	6.3048	8.2994	48.1089	51.4191	2.5570	0.1946	3.92762E-37	chr8	124549773	124552318	ENSG00000147684
NDUFB9	ENST00000522532.6	2.3493	6.0267	34.2236	20.8423	2.7220	0.2586	7.46978E-24	chr8	124539139	124580648	ENSG00000147684
NUAK1	ENST00000261402.6	0.5236	1.4371	5.7110	5.4609	1.6046	0.4350	0.003869205	chr12	106063339	106140033	ENSG00000074590

PGR	ENST00000325455.10	0.9945	0.3118	8.7663	9.6975	2.0168	0.4219	4.34832E-05	chr11	101029623	101129813	ENSG00000082175
PIK3R1	ENST00000521381.6	0.7062	0.0000	2.7752	2.9187	1.5567	0.4900	0.02091931	chr5	68215755	68301821	ENSG00000145675
PLEKHH2	ENST00000405000.6	0.0000	0.0000	9.3807	9.2681	3.8385	0.4962	5.92212E-13	chr2	43637307	43765792	ENSG00000152527
PPFIA1	ENST00000389547.7	5.1805	3.9658	0.6677	2.4166	-1.5115	0.3992	0.002704367	chr11	70270716	70378580	ENSG00000131626
PPFIA1	ENST00000530548.5	16.8914	19.8501	1.8188	6.9254	-1.8820	0.2410	3.36834E-13	chr11	70364341	70384394	ENSG00000131626
PPFIA1	ENST00000648755.1	6.0036	1.7490	0.3951	0.5405	-1.3788	0.4456	0.027014209	chr11	70271921	70385312	ENSG00000131626
PREX1	ENST00000371941.4	15.4136	25.2872	8.6022	5.8581	-1.4431	0.2725	3.40387E-06	chr20	48624251	48827999	ENSG00000124126
RNF11	ENST00000242719.4	14.1451	17.0221	2.5387	4.6138	-1.5991	0.2682	8.86393E-08	chr1	51236272	51273447	ENSG00000123091
RPL31	ENST00000264258.8	5.8675	3.5201	9.1156	14.2838	1.4937	0.2799	2.77843E-06	chr2	101002288	101007267	ENSG00000071082
SHANK2	ENST00000445654.2	0.2770	0.0000	7.9686	3.3022	2.7112	0.4924	1.13254E-06	chr11	70566386	70659910	ENSG00000162105
SHC3	ENST00000375835.9	1.4989	1.9269	0.3429	0.2545	-1.5162	0.4828	0.023434999	chr9	89005770	89178818	ENSG00000148082
SLAH2	ENST00000312960.4	10.0554	16.3199	7.1327	4.7948	-1.4225	0.2945	3.45819E-05	chr3	150741124	150763169	ENSG00000181788
SLFNL1	ENST00000359345.5	6.5272	4.2334	1.3173	1.0948	-2.2690	0.4277	3.24679E-06	chr1	41015596	41023237	ENSG00000171790
SNTB1	ENST00000395601.7	6.7211	3.8320	0.7380	1.3287	-1.8251	0.4151	0.000239979	chr8	120535744	120813273	ENSG00000172164
SNTB1	ENST00000520717.1	5.2141	3.6992	0.3951	0.8019	-1.7748	0.4660	0.002492098	chr8	120811758	120812852	ENSG00000172164
TAX1BP1	ENST00000460059.1	8.4218	4.9792	30.1684	30.9073	2.1426	0.2636	2.76657E-14	chr7	27828699	27833151	ENSG00000106052
TAX1BP1	ENST00000488564.2	3.0027	5.0574	13.5947	11.0605	1.7325	0.3282	3.74043E-06	chr7	27827800	27844564	ENSG00000106052
TCEA3	ENST00000450454.7	2.2884	1.1474	0.0000	0.0000	-2.1150	0.4979	0.000446749	chr1	23380908	23424748	ENSG00000204219
THBS1	ENST00000260356.6	11.2244	19.7947	64.9251	54.5947	1.6999	0.2805	4.95257E-08	chr15	39581078	39599466	ENSG00000137801
THBS1	ENST00000560894.1	0.9752	0.9914	3.7878	7.0991	1.6228	0.4635	0.007432667	chr15	39590927	39591618	ENSG00000137801
TLE1	ENST00000376499.8	4.5978	6.7282	10.5936	10.7923	1.1334	0.3073	0.003872368	chr9	81583682	81689547	ENSG00000196781
TNFRSF21	ENST00000296861.2	0.7286	2.2612	8.0047	4.8752	1.9916	0.4707	0.000479015	chr6	47231531	47309905	ENSG00000146072
TOB1	ENST00000268957.3	12.0102	16.1181	30.2401	26.0160	1.1660	0.2030	3.03127E-07	chr17	50862979	50867978	ENSG00000141232
TSHZ2	ENST00000371497.10	6.9148	2.2388	20.1107	31.4548	2.0895	0.3092	6.20984E-10	chr20	52972357	53495330	ENSG00000182463
TSPAN14	ENST00000265450.5	4.4022	4.1440	0.3248	0.0000	-2.7837	0.4970	6.78783E-07	chr10	80515466	80519635	ENSG00000108219
TTC39A	ENST00000262676.9	22.3234	17.5786	37.4730	41.5785	1.0131	0.1627	1.8214E-08	chr1	51297217	51331346	ENSG00000085831
USP3	ENST00000561381.5	1.7647	2.5509	5.8591	5.4226	1.5219	0.4368	0.00787916	chr15	63587969	63591003	ENSG00000140455
VMP1	ENST00000592790.1	0.5541	0.0000	0.7902	2.3014	1.6201	0.5026	0.018211786	chr17	59837930	59842255	ENSG00000062716
ZBED5	ENST00000526020.5	2.0946	2.6067	9.9314	4.2090	1.3411	0.3839	0.007646643	chr11	10854618	10858796	ENSG00000236287

T47D ERα Y537S-Het vs. ERα WT

Gene name	Transcript ID	Avg WT Veh	Avg WT R5020	Avg Het Veh	Avg Het R5020	log2(FC)	StdErr	P-adj	Chr	Start	End	Gene stable ID
ACSM3	ENST00000614721.1	5.7280	2.9838	8.2014	13.4260	1.0771	0.2826	0.001834631	chr16	20674530	20682176	ENSG00000005187
ADAMTS8	ENST00000257359.7	0.0000	0.0000	1.1294	1.8637	1.9521	0.5457	0.003977175	chr11	130404922	130428609	ENSG00000134917
ANKRD11	ENST00000568100.2	0.2635	0.0000	0.8103	1.8416	1.5756	0.5563	0.032954379	chr16	89285165	89288977	ENSG00000167522
ANKRD11	ENST00000645212.1	1.1737	1.1678	6.1985	6.1529	1.3041	0.3718	0.004939228	chr16	89284263	89290656	ENSG00000167522
ANKRD28	ENST00000462657.1	3.7151	3.6070	7.5520	9.2631	1.1768	0.2892	0.000723375	chr3	15689839	15696231	ENSG00000206560
B3GALNT1	ENST00000651422.1	2.3742	1.0633	5.7621	4.9498	1.4485	0.4279	0.007224262	chr3	161085238	161092179	ENSG00000169255
C14orf180	ENST00000410013.1	2.7102	0.0000	14.5225	14.7937	2.5457	0.3475	1.89E-11	chr14	104581140	104589808	ENSG00000184601
CBFA2T2	ENST00000359606.3	0.5995	0.0000	1.5331	1.4755	1.4943	0.5561	0.04687095	chr20	33600335	33650036	ENSG00000078699
CCDC40	ENST00000374877.7	15.1775	11.7821	6.0524	10.3561	-1.0632	0.2575	0.00058277	chr17	80036631	80090819	ENSG00000141519
CCDC40	ENST00000572253.5	1.3898	1.5306	5.8161	6.8244	1.6936	0.3977	0.000356027	chr17	80081442	80097934	ENSG00000141519
CDHR3	ENST00000487084.1	0.9118	3.9469	1.7852	9.2445	1.4435	0.4060	0.004231757	chr7	105876795	105910598	ENSG00000128536
CEBPA	ENST00000498907.3	4.4360	5.0841	7.0218	7.1743	1.0037	0.3530	0.032070424	chr19	33299933	33302534	ENSG00000245848
CRB2	ENST00000460253.1	0.9371	1.7910	4.0774	3.7161	1.6589	0.4507	0.002841373	chr9	123368778	123380324	ENSG00000148204
EHMT1	ENST00000637318.1	1.6280	1.4533	0.0000	0.0000	-2.2019	0.5290	0.000516453	chr9	137742956	137747964	ENSG00000181090
EHMT1	ENST00000638071.1	6.6178	8.1193	0.8177	0.0000	-3.2924	0.4284	1.48E-12	chr9	137716926	137777946	ENSG00000181090
ENAH	ENST00000366844.7	0.2635	0.6755	3.8588	4.9719	1.8399	0.5243	0.004916006	chr1	225486834	225653142	ENSG00000154380
ENPP6	ENST00000296741.7	0.0000	0.0000	1.3424	1.0434	1.6146	0.5707	0.033216963	chr4	184088705	184217873	ENSG00000164303
GRIK3	ENST00000373091.8	6.6667	4.4643	13.5856	18.4068	1.3109	0.3729	0.004830356	chr1	36795526	37034515	ENSG00000163873
GTF2E2	ENST00000522833.5	3.7860	2.1015	11.2098	10.2953	1.6364	0.3492	6.07E-05	chr8	30584502	30612365	ENSG00000197265
GUCY1A2	ENST00000526355.7	0.8377	0.0000	15.4686	20.2980	3.6845	0.3913	9.84E-19	chr11	106674018	107018476	ENSG00000152402
KRT37	ENST00000225550.4	0.0000	0.4150	0.0000	3.5678	1.5382	0.5635	0.04243087	chr17	41420546	41424585	ENSG00000108417
MCF2L2	ENST00000461074.1	2.3726	2.8793	3.3007	9.5831	1.4804	0.3947	0.002269137	chr3	183372018	183400539	ENSG00000053524
NANOS1	ENST00000425699.3	0.3124	0.0000	1.5740	1.8141	1.5923	0.5107	0.015530965	chr10	119029713	119033730	ENSG00000188613
NDUFB9	ENST00000524241.2	239.4155	373.2338	128.3229	158.9637	-1.0267	0.0941	3.78E-25	chr8	124539161	124550162	ENSG00000147684

NDUFB9	ENST00000678753.1	259.4425	364.0375	117.2213	111.6440	-1.2910	0.1388	2.76E-18	chr8	124547002	124554406	ENSG00000147684
NFIA	ENST00000603233.2	7.1399	12.5314	0.8438	0.3386	-3.1057	0.3891	1.59E-13	chr1	61088148	61133028	ENSG00000162599
PKDREJ	ENST00000253255.7	0.3124	0.0000	1.5740	1.4425	1.8071	0.5500	0.009697843	chr22	46255662	46263343	ENSG00000130943
PPFIA1	ENST00000648755.1	2.9027	1.5055	6.1445	2.8850	1.5640	0.4025	0.001428076	chr11	70271921	70385312	ENSG00000131626
PRAM1	ENST00000423345.5	0.9118	0.0000	3.2076	2.5189	1.6294	0.5063	0.011766791	chr19	8490055	8502640	ENSG00000133246
SIPA1L3	ENST00000222345.11	3.5494	2.2833	9.2702	7.7361	1.0985	0.3658	0.021061072	chr19	37907207	38208369	ENSG00000105738
SPATA17	ENST00000470448.5	1.1248	1.4783	3.6373	7.3479	1.2962	0.4574	0.032840365	chr1	217631323	217774424	ENSG00000162814
TAF8	ENST00000372978.7	0.0000	1.6601	1.6131	3.4050	1.4695	0.5331	0.039802496	chr6	42050512	42057789	ENSG00000137413
TBC1D7	ENST00000421203.6	0.8866	0.0000	3.9713	0.7377	1.6548	0.5320	0.015802918	chr6	13274848	13328544	ENSG00000145979
UBE3A	ENST00000631247.1	1.1737	1.7137	7.2720	7.1522	1.7444	0.3618	3.29E-05	chr15	25354406	25357575	ENSG00000114062
WNT7B	ENST00000339464.9	0.0000	0.0000	4.0849	5.4810	2.4225	0.4498	2.24E-06	chr22	45920365	45977162	ENSG00000188064

T47D ERα Y537S-Hom vs. ERα WT

How the deposited data were processed for this re-analysis (not part of the article)

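RNA-seq libraries of MCF7 and T47D cells were compared, with ERα WT, ERα Y537S-het and ERα Y537S-hom variants, under HD and after R5020, in 12 groups of 3 replicates. Per the authors, reads were aligned to hg19 with Bowtie2 and the deposited counts were made with HTSeq, and versions are not given in the sources used here. The deposited counts are whole numbers per transcript, not per gene, and a table holds 1 library. The authors' deposited tables of DESeq2 results hold normalized signal values (counts divided by DESeq2 size factors, with their base mean). They also hold a log2 fold change made by the authors for a pair of variants over both treatments. The score values in the tables deposited by the authors are the standard error and the Wald statistic. The p-values in those deposited tables were made by the authors with the Wald test and adjusted.
The T47D tables of the authors equal the deposited T47D counts after division by size factors, for 100% of values. The MCF7 tables hold other reads, equal to the deposited MCF7 counts for 19.6%, 23.2% and 19.0% of values in the 3 comparisons. Transcripts were paired with genes through GENCODE annotation lifted to GRCh37, which also gives each original GRCh38 location. Of the transcripts, 232446 were paired with a gene (98.8% of counts) and 226087 had a GRCh38 location (97.7% of counts). No entry held a total of unassigned reads.
Counts were tested with edgeR 4.0.16 (TMM scaling, filterByExpr, quasi-likelihood test) in R 4.3.3, with all 18 libraries of a cell line in 1 fit so that groups share the estimate of spread, and all 36 in the comparison of cell lines. Calls needed |log2(FC)| above 1 and a Benjamini-Hochberg adjusted p under 0.05. Normalized counts are counts scaled to the mean effective library size. Lists of genes were tested with camera in limma 3.58.1 (correlation 0.01), and called only where the result held with an estimated correlation. Tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6.
The comparisons, tests, settings, named-gene rule and lists were chosen before the data were examined. The named genes are, for each comparison of variants, the 8 largest rises and 8 largest falls among called genes with a mean of at least 20 normalized counts in the higher group and all 3 libraries of a group beyond all 3 of the other. For R5020 the number was 5. To these were added all genes that the paper names and up to 4 genes of each list. Values in Supplementary Tables 3 and 4 had been seen when this rule was written. Complete separation of 3 from 3 libraries occurs by chance in 10% of genes, and it held by position for 1176 of 2273 MCF7 genes in the Y537S-hom comparison under HD, 439 of the 454 called among them. A fold against a group with no counts is a lower bound that puts 3 counts over that group's libraries. The 17 lists hold 363 genes, of ERα targets, PR targets, IRS, IGF and PI3K signalling, proliferation, luminal, basal, mesenchymal and immune cells, interferon response, stress of the endoplasmic reticulum, immediate early genes, cholesterol synthesis, the mitochondrial genome, and 4 sets drawn in Fig. 2 and Fig. 3.
The reading of genes by position, and tests on reads recovered from the authors' MCF7 tables, were added after the data had been seen. Other settings, also chosen beforehand, were DESeq2 1.42.0, RLE scaling, no filter on low counts, the replicate number as a block over all groups or within each variant, a fit of only the groups compared, mitochondrial entries left out, each library left out in turn, sums per gene, camera with an estimated correlation, and fry. For the tumour overlap, calls by adjusted p alone and entries as deposited were tried, and for clustering log2 CPM and all entries that pass the filter.
Library totals ran from 248048 to 818625 counts, and 8057 to 13923 entries had counts in a library. On simulated data with known fold changes, the adjusted p passed for 40.0% of 2-fold, 83.6% of 4-fold and 95.4% of 8-fold changes among MCF7 entries, and for 48.4%, 87.3% and 98.5% in T47D. By position, the shares were 72.7%, 98.5% and 100% in MCF7 and 70.3%, 92.4% and 100% in T47D. Replicate numbers were checked for pairing by the correlation of deviations from group means. In T47D, same-numbered libraries of the 2 treatments correlated above 0.1 in 9 of 9 pairs (0.11 to 0.50), so the numbers pair these libraries in the data, while neither the labels nor the paper name a shared batch. In MCF7, the same held in 3 of 3 pairs between ERα WT and Y537S-het under HD (0.21, 0.11 and 0.12).
The overlap with the tumour table used Fisher's exact test over genes tested in the cell line. With DESeq2 and with no filter, this was every gene with at least 1 count. All 2044 names of the table were used, with no fold minimum. Patient tumours enter only through that table's summary values. Supplementary Table 1 was not used. Proximity ligation, immunoblot, RT-qPCR, siRNA, ChIP and drug experiments were not analysed here, and the ESR1 mutation itself cannot be checked from counts. Groups of 3 libraries were not tested for deviating libraries.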

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

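The tests of where reads were placed were chosen only after the result was seen, while the tests on PR target genes and on the sign of MCF7 fold changes were written before they were run.
The effect of Y537S-hom under HD differed between the cell lines for 1058 entries (edgeR, MCF7 effect minus T47D effect). By position, the difference was -5.53 for IRS1, -7.42 for MX1, an interferon-induced GTPase, and 3.75 for WFS1 on the log2 scale. In 40 splits of the libraries, the true grouping ranked 1 and the highest other gave 593. The splits shuffle Y537S-hom and ERα WT libraries within each line. They ask whether the variants differ at all, not whether the effects differ between lines, so they cannot exclude chance for 1058. T47D Y537S-hom cells were kept in another medium than T47D ERα WT cells, and the Y537S-hom lines of MCF7 and T47D were derived separately. The difference therefore cannot be assigned to the mutation. The cause was not tested.
R5020 changed 10 entries in T47D ERα WT, 39 in Y537S-het and 6 in Y537S-hom cells, a comparison for which no count is given in the paper. The highest count in the other splits was 0 for ERα WT, 0 for Y537S-het and 25 for Y537S-hom cells, and 10 splits are too few to exclude chance. For Y537S-hom, the 25 came from a split that parts only 1 of the replicate pairs, and the 3 other splits that part all 3 pairs gave 0 at most. With the replicate number as a block within each variant, the counts were 23, 66 and 24. Without HD replicate 2, the ERα WT count was 5, and without HD replicate 1 that of Y537S-het was 22.
For comparisons of variants, the real counts in MCF7 under HD were 116 (Y537S-het against ERα WT), 956 (Y537S-hom against ERα WT) and 890 (Y537S-hom against Y537S-het), and with PR stimulation 114, 857 and 891. In T47D they were 174, 685 and 920 under HD and 169, 626 and 887 with PR stimulation. The highest count in another split was 0 in each, and 10 splits are too few to exclude chance. Without T47D ERα WT replicate 1, the Y537S-het counts were 63 under HD and 75 with PR stimulation.
In MCF7, R5020 changed 0 entries with edgeR in each variant, with highest other counts of 0 in ERα WT, 6 in Y537S-het and 2 in Y537S-hom cells over 10 splits. At an unadjusted p under 0.05 there were 103, 110 and 124, and DESeq2 called 0 in each. The differences between variants in the response were 0 in MCF7 (highest other 24 for Y537S-het and 1 for Y537S-hom, 100 and 137 at an unadjusted p under 0.05) and 0 in T47D (highest other 12 and 21, 78 and 103 at an unadjusted p under 0.05). DESeq2 called 0 in each of these too, the replicate block within each variant gave 1 for T47D Y537S-hom. A count of 0 cannot exceed that of another split, so the splits do not test these results.
Interferon response genes rose in T47D Y537S-hom cells under HD, 6 of the 6 measured by position.
Abundant genes had few counts under their own names, and 4 explanations were tested on the count density of ribosomal protein genes. Entries whose coordinate numbers lie opposite such genes in hg19 had 192.58 times the density of all entries. Entries opposite them in GRCh38 had 1.02 times, entries on their own strand in hg19 0.97 times, and entries named for them, as would be left if reads shared by isoforms were dropped, 0.14 times. These values are consistent with hg19 alignments counted at GRCh38 coordinates on the opposite strand, and in the mitochondrial genome MT-ND6, whose coding strand is opposite to that of the other mRNAs, held 66.1% of counts against 1.2% for MT-CO1. The ratio 192.58 rests on 7 entries.
If reads belong to the gene an entry lies opposite, R5020 should raise PR target genes by position in T47D ERα WT cells. Their median log2(FC) was 1.12 by position (2 genes) and 0.03 by name (3 genes). Among genes that could be matched to the authors' MCF7 table placed opposite GRCh38 exons, 97.5% had the sign of that table by position (116 of 119) and 64.9% by name (61 of 94). Both tests are in line with the reading by position, and the PR target test rests on few genes.
The authors' MCF7 tables hold other reads than the deposited MCF7 counts. Reads in entries opposite GRCh38 exons were 6.57 times those in entries opposite hg19 exons, a ratio that was 0.16 in the T47D tables. The value 6.57 is consistent with a count on the opposite strand in which the coordinates match the genome build of the alignments. Whether the strand alone accounts for genes such as IRS1, whose entry lies opposite no other gene, was not tested.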

How the results depend on the processing

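The reading of genes by position and the reads recovered from the authors' MCF7 tables were chosen only after the result was seen, and all other settings were planned.
By position, which also changes the number of units tested, MCF7 counts of called genes were 71 (Y537S-het against ERα WT), 454 (Y537S-hom against ERα WT) and 423 (Y537S-hom against Y537S-het) under HD, and 70, 412 and 398 with PR stimulation. T47D counts were 89, 366 and 473 under HD and 94, 345 and 449 with PR stimulation. The comparison of Y537S-hom effects between the lines gave 620. Genes called in any comparison with ERα WT were 581 in MCF7 and 523 in T47D. In the reads recovered from the authors' MCF7 tables, which hold only selected transcripts, the MCF7 counts were 189, 1533 and 1465 under HD and 182, 1461 and 1504 with PR stimulation.
With the replicate number as a block within each variant, R5020 counts in T47D were 23 for ERα WT, 66 for Y537S-het and 24 for Y537S-hom cells, and the pairing check held there. A replicate block over all groups gave 10 for Y537S-hom cells, and a fit of only the groups compared gave 3. The difference in R5020 response between T47D Y537S-hom and ERα WT was 1 entry with no filter on low counts and 1 with the block within each variant. The block moved no other count by over 1.5 times. The pairing check also held between MCF7 ERα WT and Y537S-het under HD, where a replicate block gave 133 entries against 116 and, among named genes by position, added a call of BST2 (log2(FC) 1.50, adjusted p under 0.05 with the block and 0.0815 without). In MCF7, 4 of 9 pairs across treatments and none of the other pairs across variants correlated above 0.1, and in T47D 0 of 12 across variants, so those libraries share only a number.
With each library left out in turn, the T47D Y537S-het count under HD ran from 63 to 173 and with PR stimulation from 75 to 170. Under HD it was 63 without ERα WT replicate 1, 105 without Y537S-het replicate 1 and 104 without Y537S-het replicate 2, and with PR stimulation 75, 111 and 108 without the same replicates. The R5020 count ran from 5 to 10 in T47D ERα WT (5 without HD replicate 2 and 6 without PR-stimulated replicate 3) and from 22 to 36 in T47D Y537S-het cells (22 without HD replicate 1). The difference in R5020 response between MCF7 Y537S-het and ERα WT ran from 0 to 1, with 1 entry without ERα WT PR-stimulated replicate 2.
The odds ratio of the MCF7 overlap with the tumour table, 0.91 in the planned setting, was 1.31 with no filter on low counts, which reverses its direction, and was also above 1 in other settings (1.21 with DESeq2). That of T47D, 0.89 in the planned setting, was 1.34 with DESeq2, 1.27 with no filter on low counts and 1.18 with entries as deposited, none with a p under 0.05. With DESeq2 and with no filter, the background was 19427 genes in MCF7 and 17746 in T47D, against 3884 and 3723 in the planned setting. Those backgrounds add genes with low counts, so a turn in direction there is not a like comparison. Libraries whose nearest neighbour shared variant and treatment were 3 in MCF7 with log2 CPM and 1 in T47D with all entries that pass the filter. List tests past the threshold were 19 of 308 by name with camera, 0 with an estimated correlation and 58 with fry, and of 264 by position 41 with camera, 25 with an estimated correlation and 74 with fry. Of 434 adjusted p-values under 0.05 for named genes by position, with no fold minimum, 350 stayed under it in every setting that gave a value and 84 rose above it in at least 1, and 0 changed direction.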

Differences from the paper's values

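The reading of genes by position, named below, was chosen only after the result was seen, and the other settings were planned.
In Fig. 2, the paper marks about 62 changes for T47D Y537S-het and about 350 for T47D Y537S-hom cells under HD, against 174 and 685 entries in the deposited counts. With PR stimulation it marks about 74 and about 340, against 169 and 626. With all libraries kept, no other planned setting came to these values, and by position the counts were 89, 366, 94 and 345. Without T47D ERα WT replicate 1, the Y537S-het counts were 63 under HD and 75 with PR stimulation, close to the paper's. No library left out brought the Y537S-hom counts there. The authors' T47D tables hold that replicate and the Fig. 2 caption gives 3 replicates, so the match does not account for the difference.
The paper gives over 600 genes changed by the Y537S mutation in MCF7 and over 350 in T47D, against 1223 and 1004 entries called in any comparison with ERα WT. Summed per gene by name, these were 1044 and 860, and by position 581 and 523. The authors' deposited tables, over both treatments, list 344 MCF7 transcripts for Y537S-het and 2541 for Y537S-hom against ERα WT. For T47D they list 815 and 1489. The Y537S-hom tables alone thus also hold more transcripts than the 600 and 350 genes that the paper names as lower bounds.
The paper gives 18 genes shared between MCF7 and the tumour table, 2.4-fold over-enriched, against 61 genes and 0.94-fold by the names of the entries. For T47D it gives 14 genes, 4.2-fold over-enriched with p = 0.0104 (hypergeometric test), against 46 genes by name, 0.92-fold and p = 0.561 (Fisher's exact test). By position, the overlaps were 49 genes in MCF7 (52.4 by chance) and 47 in T47D (48.3 by chance). None of these is like for like with the paper's values. So far as the reading by position holds, a name does not tell which gene the reads came from. Overlaps by name then cannot show whether the genes themselves overlap. The overlaps here used all 2044 tumour names, of which 1472 have |log2(FC)| above 1, the minimum in the Fig. 3 caption. They also pool calls from both variants and both treatments. The deposited MCF7 counts are other reads than those of the authors' MCF7 table. No other planned setting came to the paper's counts or folds, or to a T47D p under 0.05, but the T47D fold was above 1 with DESeq2 (1.30, p = 0.0532 from Fisher's exact test) and with no filter on low counts (1.24), as was the MCF7 fold (1.18 and 1.27). In both of these settings the background was larger and held genes with low counts. The table holds 2044 names in the copy used here, and the paper gives 2043.
The paper states that RNA-seq called IRS1 only in MCF7 Y537S-hom cells. By position, IRS1 was not called in MCF7 Y537S-hom cells, where it was higher below the fold minimum (log2(FC) 0.78 under HD and 0.91 with PR stimulation). It was called in the reads recovered from the authors' table (1.37 and 2.19), which holds only transcripts already called between these variants. How reads reached the IRS1 entry there was not tested. By position, edgeR called IRS1 in T47D Y537S-hom cells under HD (log2(FC) 6.31, adjusted p = 4.14e-10). In MCF7 Y537S-het cells it was higher below the fold minimum (log2(FC) 0.71, adjusted p = 0.0118). The paper states that most shared tumour genes were upregulated in the cell lines, and by position 15 of 33 rose in T47D Y537S-hom cells under HD. In MCF7 Y537S-hom cells, 24 of 42 rose by position. Among all genes called by position under HD, 241 of 454 rose in MCF7 and 202 of 366 in T47D Y537S-hom cells. By name, 9 of the 14 genes of Fig. 3b rose and 2 fell in T47D Y537S-hom cells. The study chose those genes from the same libraries.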

Other observations

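The reading of genes by position was chosen only after the result was seen, and the lists and their tests were planned.
T47D Y537S-hom cells expressed interferon response genes under HD that T47D ERα WT cells held low. MX1, an antiviral GTPase, rose from 12.63 ± 4.48 to 763.6 ± 185 normalized counts by position (SD, n = 3), a log2(FC) of 5.90 (standard error 0.25, adjusted p = 2.46e-14 from edgeR's quasi-likelihood test). IRF9, which carries interferon signals to DNA, had a log2(FC) of 3.59 (adjusted p = 8.72e-08), OAS3, which makes 2-5A after sensing RNA, 2.53 (adjusted p = 4.45e-07), and PARP9 2.11 (adjusted p = 1.71e-09). All 6 genes measured of 27 listed rose, also when adjusted over the list alone (camera, adjusted p = 2.65e-13, and 0.0079 with an estimated correlation), and with PR stimulation all 6 rose again (log2(FC) 5.68 for MX1, adjusted p = 1.03e-13). In MCF7 Y537S-hom cells, 0 of 4 rose under HD, PARP9 fell (log2(FC) -1.44, adjusted p = 3.39e-05) and OAS3 was lower below the fold minimum (-0.97, adjusted p = 0.0192, and above 0.05 without ERα WT replicate 1 or Y537S-hom replicate 3). In MCF7 Y537S-het cells, PARP9 was lower below the fold minimum under HD (-0.78, adjusted p = 0.0389) and with PR stimulation (-0.94, adjusted p = 0.0189), and each adjusted p rose above 0.05 without any of at least 3 single libraries. In T47D Y537S-het cells, MX1 was not called (log2(FC) 0.17, adjusted p = 0.784), PARP9 was higher under HD (0.63, adjusted p = 0.0216), and OAS2 (-1.42, adjusted p = 0.0325), OAS3 (-1.20, adjusted p = 0.0483) and BST2 (-0.81, adjusted p = 0.0378) were lower with PR stimulation. PARP9 and BST2 stayed below the fold minimum, each of the 4 adjusted p-values rose above 0.05 when any of at least 4 single libraries was left out, and the list did not move there (camera, adjusted p = 0.771 under HD and 0.279 with PR stimulation). Maintenance medium and puromycin changed together with genotype in T47D Y537S-hom cells.
Genes of the luminal list fell in the same T47D Y537S-hom cells. FOXA1, ESR1 and PGR had no value by position, so a loss of luminal identity is not shown. ERBB2, a receptor tyrosine kinase, fell under HD from 628.2 ± 152 to 206.0 ± 54.0 (log2(FC) -1.61, standard error 0.21, adjusted p = 3.41e-06 from edgeR's quasi-likelihood test). By the same test, KRT8 fell by a log2(FC) of -1.61 (adjusted p = 4.04e-06) and KRT18 by -1.35 (adjusted p = 0.000618). TFAP2A, a transcription factor, fell by -1.42 (adjusted p = 1.71e-08). KRT8 and KRT18 have many processed pseudogenes, so their reads are less certain. Of 5 luminal genes, 4 fell and 0 rose, and 5 were lower when adjusted over the list alone (camera, adjusted p = 3.55e-05, and 0.00833 with an estimated correlation). In MCF7 Y537S-hom cells under HD, 2 of 5 fell, also when adjusted over the list alone, TFAP2A (log2(FC) -2.24, adjusted p = 1.36e-12) and ERBB2 (-1.06, adjusted p = 9.99e-07), KRT8 had 0.18 and KRT18 -0.05, and the list did not move (camera, adjusted p = 0.143, and 0.276 with an estimated correlation). MVD, which makes isopentenyl diphosphate, had a log2(FC) of -1.44 in T47D Y537S-hom cells (adjusted p = 3.78e-08) and HMGCR, the enzyme that statins inhibit, -1.11 (adjusted p = 0.000127). Of 5 cholesterol genes, 2 fell and 4 were lower when adjusted over the list alone, a list change that did not hold with an estimated correlation (camera, adjusted p = 0.00397, and 0.222 with an estimated correlation).
T47D Y537S-het cells had lower PLK1, a mitotic kinase (log2(FC) -1.45, adjusted p = 5.73e-05), and TYMS, which makes thymidylate (-1.40, adjusted p = 0.000112), under HD. Of 3 proliferation genes, 2 fell and 3 were lower when adjusted over the list alone (camera, adjusted p = 7.99e-05), a list change that did not hold with an estimated correlation under HD (adjusted p = 0.0676) and held with PR stimulation, where 3 of 3 fell (adjusted p = 0.0447). CCNB2, 1 of those 3, had a log2(FC) of -0.66 without ERα WT replicate 1 (adjusted p = 0.146) and -0.99 without Y537S-het replicate 2 (adjusted p = 0.0572). In MCF7 Y537S-hom cells, CRELD2 and PPP1R15A, both induced by stress of the endoplasmic reticulum, had a log2(FC) of 1.12 (adjusted p = 0.000525) and 1.43 (adjusted p = 0.00401), 2 of 2 measured and 2 when adjusted over the list alone (camera, adjusted p = 0.319). ITGB4, the only basal gene measured by position, rose there with a log2(FC) of 2.02 (adjusted p = 3.23e-07). NR4A1, an immediate early nuclear receptor, fell (log2(FC) -2.38, adjusted p = 3.73e-11), and of 6 immediate early genes 2 rose and 1 fell, with 2 higher and 2 lower when adjusted over the list alone (camera, adjusted p = 0.957). No mesenchymal, immune or mitochondrial gene was measured by position. By the names of the entries, 5 of 15 mitochondrial genes rose in T47D Y537S-het cells under HD and 13 when adjusted over the list alone, which did not hold with an estimated correlation (camera, adjusted p = 6.19e-06, and 0.720 with an estimated correlation). By name, 1 of 2 immune genes rose in MCF7 Y537S-hom cells (1 when adjusted over the list alone) and 0 of 1 mesenchymal genes passed the fold minimum (1 when adjusted over the list alone). So far as reads were counted on the opposite strand, these values by name do not give the expression of the named genes. That holds for the mitochondrial genes too.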
